# Downregulation of miR-192 Alleviates Oxidative Stress-Induced Porcine Granulosa Cell Injury by Directly Targeting Acvr2a

**DOI:** 10.3390/cells11152362

**Published:** 2022-08-01

**Authors:** Jiaqing Zhang, Qiaoling Ren, Junfeng Chen, Lingyan Lv, Jing Wang, Ming Shen, Baosong Xing, Xianwei Wang

**Keywords:** oxidative stress, granulosa cell apoptosis, miRNA, GSPB2

## Abstract

Follicular atresia is primarily caused by breakdown to granulosa cells (GCs) due to oxidative stress (OS). MicroRNAs (miRNAs) elicit a defense response against environmental stresses, such as OS, by acting as gene-expression regulators. However, the association between miRNA expression and OS in porcine GCs (PGCs) is unclear. Here, we examined the impact of H_2_O_2_-mediated OS in PGCs through miRNA-Seq. We identified 22 (14 upregulated and 8 downregulated) and 33 (19 upregulated and 14 downregulated) differentially expressed miRNAs (DEmiRNAs) at 100 μM and 300 μM H_2_O_2_, respectively, compared with the control group. Among the DEmiRNAs, mi-192 was most induced by H_2_O_2_-mediated OS, and the downregulation of miR-192 alleviated PGC oxidative injury. The dual-luciferase reporter assay results revealed that miR-192 directly targeted Acvr2a. The Acvr2a level was found to be remarkably decreased after OS. Furthermore, grape seed procyanidin B2 (GSPB2) treatment significantly reduced the H_2_O_2_-induced upregulation of miR-192, and decreased PGC apoptosis and oxidative damage. Meanwhile, GSPB2 prevented an H_2_O_2_-induced increase in caspase-3 activity, which was enhanced by the application of the miR-192 inhibitor. These results indicate that GSPB2 protects against PGC oxidative injury via the downregulation of miR-192, the upregulation of Acvr2a expression, and the suppression of the caspase-3 apoptotic signaling pathway.

## 1. Introduction

The ovarian follicles constitute oocytes, which are structurally connected to specialized somatic cells called granulosa cells (GCs) [1]. The GCs facilitate the growth of ovarian follicles by supporting the development of oocytes, and the production of sex steroids and other growth factors. GC dysfunction has been associated with several ovarian malfunctions, including polycystic ovarian syndrome (PCOS), premature ovarian insufficiency (POI), and premature ovarian failure (POF) [2]. Under aerobic conditions, GCs experience an oxygen paradox. GCs require oxygen to maintain their function [3]. In ovarian follicles, low levels of reactive oxygen species (ROSs), such as superoxide ion (O^2−^), singlet oxygen (1O_2_), hydroxyl radical (OH∙), ozone (O_3_), hydrogen peroxide (H_2_O_2_), etc., facilitate GC signaling and homeostasis [4]. However, environmental stress and other pathological conditions can promote a dramatic enhancement in the ROS levels, resulting in severe cellular dysfunction, such as enzyme inactivation, mitochondrial abnormalities, and DNA fragmentation [5,6]. Thus, an overproduction of ROSs and/or a deficiency in antioxidants cause an imbalance in ROS-related regulatory mechanisms, resulting in oxidative stress (OS) in ovarian follicles [7]. Previous studies have shown a link between OS and ovarian toxicity in a rodent model exposed to diverse stimuli, such as gamma irradiation, chemotherapeutic drugs, or polycyclic aromatic hydrocarbons [8,9]. Additionally, ROSs derived from oxidants, such as methoxychlor, nicotine, H_2_O_2_, D-galactose, and 3-nitropropionic acid, have been found to induce mouse GC apoptosis in antral follicles [8,10].

Previous studies have shown that OS may lead to decreased reproductive efficiency of sows and delayed puberty in gilts. Reproductive disorders, including abnormal embryonic development, anovulation, etc., cause the culling of approximately half of the total number of sows culled annually. On commercial farms, there are many stressful stimuli, such as pregnancy, lactation, weaning, and high stocking density, which induce a rapid increase in ROS levels and cause OS in the maternal body. Furthermore, OS is known to promote reproductive disorders in replacement gilts and highly prolific sows [11,12]. OS plays a role in pathological progression by influencing multiple physiological processes from follicle development to oocyte maturation. Previous studies have indicated that high levels of ROS regulate the expression of epigenetic and transcriptional factors [6,10].

MicroRNAs (miRNAs) are small, noncoding RNAs (approximately 19 to 24 nucleotides) that function as gene-expression regulators and modulate cellular differentiation, proliferation, and apoptosis [13]. Recently, the aberrant expression of miRNAs has been corroborated in GC pathophysiology and ovarian endocrine abnormalities [14]. Our previous studies have shown that oxidant (H_2_O_2_, 3-NP, and diquat)-induced elevation in ROS levels promote cytotoxicity and cell death in GCs [5,9]. Additionally, recent studies have demonstrated that specific miRNAs are involved in OS-induced GC apoptosis [6,15]. However, the regulation of miRNA expression by OS in porcine GC (PGC) in unclear. In the present study, H_2_O_2_ was used to stimulate porcine GCs (PCGs) as an OS cell model, and the potential interaction of differentially expressed miRNAs (DEmiRNAs) with targeted mRNAs in H_2_O_2_-induced PGCs was analyzed using bioinformatics methods. The results will enhance our understanding of the potential biological relevance of miRNAs in PGCs exposed to OS.

## 2. Materials and Methods

### 2.1. Animals

Ovarian samples were obtained as described previously [1]. Animal procedures were performed in compliance with the guidelines of the Institutional Animal Care and Use Committee of Animal Husbandry and Veterinary Science, Henan Academy of Agricultural Sciences. The approval number for this study is IACUC-20190820002.

### 2.2. Cell Culture and Reagents

GCs, collected from healthy follicles (diameter: 3–5 mm), were cultured at 37 °C in T25 flasks containing DMEM/F-12 medium (Gibco, Grand Island, NY, USA) 10% FBS, and 1% penicillin-streptomycin (Gibco, Grand Island, NY, USA) in 5% CO_2_. For drug administration, GCs were treated with 0 to 1000 μM H_2_O_2_ for 12 h. The following miRNAs were transfected GCs: miR-192 mimics, miR-192 inhibitor, negative control (NC) mimics, and inhibitor NC (Shanghai Gene Pharma, Shanghai, China); this was achieved using Lipofectamine reagent (Invitrogen, Shanghai, China) according to the manufacturer’s protocol. 

### 2.3. GC Viability Assay

A Cell Counting Kit 8 assay (CCK-8; DOJINDO Laboratories, Japan) was used to measure GC viability following the protocol. GCs were cultured in 96-well plates until they were 90% confluent (5 × 10^4^ cells/well), followed by treatment with 0 to 500 μM H_2_O_2_ for 12 h. Post-treatment, in each well, the CCK-8 solution (10 µL) and 100 µL medium were incubated for 2 h at 37 °C. A microplate reader was used to estimate GC viability at 450 nm (Bio-Rad, Hercules, CA, USA).

### 2.4. Detection of Intracellular ROS

ROS levels in porcine GCs were measured using the GENMED intracellular-ROS red-fluorescence determination kit (GENMED, GMS10111.1; Shanghai, China). The detailed procedure was performed according to the manufacturer’s instructions. ROS levels in porcine cells were determined by measuring the oxidative conversion of dihydroethidium bromide into ethidium bromide, which emits red fluorescence when bound to DNA in the nuclei. Images were taken using an Olympus IX-73 fluorescence microscope (Olympus, Tokyo, Japan). The fluorescence intensity was evaluated in each GC using ImageJ 1.42q software (NIH).

### 2.5. Apoptosis Analysis

The TUNEL kit (Roche Applied Science, Penzberg, Germany) was used for analyzing GC apoptosis following the manufacturer’s guidelines. The Olympus IX-73 fluorescence microscope was used to capture images. A total of five fields of vision were selected to count the numbers of apoptosis cells and total cells. Then, the rate of apoptosis of PGCs was calculated. All experiments were repeated at least 3 times.

### 2.6. Caspase-3 Activity Assay

Caspase-3 activity was examined using caspase-3 activity assay kits (Beyotime Institute of Biotechnology) according to the manufacturer’s instructions. Briefly, the GCs were homogenized in 10 mL reaction buffer containing 1 mL Caspase-3 fluorogenic substrate Ac-DEVD-pNA (acetylAsp-Glu-Val-Asp p-nitroanilide) and incubated for 2 h at 37 °C. Cleavage of the substrates was measured at 405 nm using a microplate reader.

### 2.7. Small-RNA Library Construction and Sequencing

The TRIzol reagent was used to isolate total RNA following the specified protocol. The Bioanalyzer 2100 (Agilent, Santa Clare, CA, USA) with a RIN > 7.0 was used for analyzing the purity and quantity of the extracted RNA. A small-RNA library was built using the TruSeq Small-RNA Sample Prep Kit (Illumina, San Diego, CA, USA) using total RNA (1 µg). Then, the Illumina HiSeq 2500 was used to perform single-end sequencing (36 bp or 50 bp) at LC-BIO (Hangzhou, China).

### 2.8. Data Analysis

The raw reads were subjected to ACGT101-miR (LC Sciences, Houston, TX, USA), an in-house program, to remove junk, adapter dimers, common RNA families (rRNA, tRNA, snRNA, and snoRNA), low complexity, and repeats. Next, we used BLAST to map unique 18- to 26-nucleotide-long sequences to specific precursors in miRBase 21.0 to detect the known miRNAs (in the hairpin arms) and novel 3p-derived and 5p-derived miRNAs (in the arm opposite the annotated mature miRNA-containing arm). The alignment parameters allowed length variations at both the 5′ and 3′ ends, as well as one sequence mismatch. The known miRNAs were classified as the unique sequences that mapped mature miRNAs in hairpin arms to specific species. Next, we used BLAST to map the remaining sequences to other species precursors, except for certain species, in the miRBase 21.0; this was followed by estimation of their genomic location by mapping the pre-miRNAs against the specific species genomes using BLAST. These two categories were classified as the known miRNAs. Next, using BLAST software, we aligned the unmapped sequences against the specific genomes and used the RNAfold software to predict the hairpin RNA structures containing sequences from the flank 80 nt sequences. The secondary structure was predicted based on the following criteria: (1) less than or equal to 12 nucleotides in one bulge in the stem; (2) cutoff of free energy (kCal/mol ≤ −15); (3) length of the hairpin loop (≤20); (4) less than or equal to 4 biased errors in one bulge in the mature region; (5) less than or equal to 7 errors in mature region; (6) greater than or equal to 80% maturity in the stem; (7) more than 16 base pairs in the stem region of the predicted hairpin; (8) length of the hairpin (up and down stems + terminal loop ≥ 50); (9) less than or equal to 8 nucleotides in one bulge in the mature region; (10) less than or equal to 2 biased bulges in the mature region; (11) more than or equal to 12 base pairs in the mature region of the predicted hairpin. All data have been deposited into the NCBI Gene Expression Omnibus and are accessible via GEO series accession number GSE201369.

### 2.9. Analysis of Differentially Expressed miRNAs

A χ^2^-squared 2 × 2 test, a Student’s *t*-test, an ANOVA, a Fisher’s exact test, or an nXn test were used to examine the differential expression of miRNAs based on normalized deep-sequencing counts. For each test, the limit of statistical significance was set between 0.01 and 0.05.

### 2.10. The Prediction of Target Genes of miRNAs

We used miRanda 3.3a and TargetScan 50 to identify the miRNA binding sites to estimate the target genes of DEmiRNAs. We combined the prediction data from both algorithms to obtain the overlapping results. We also annotated the GO terms and KEGG pathways of the targets of these DEmiRNA.

### 2.11. Quantitative Real-Time RT-PCR (qRT-PCR)

Total RNA was extracted from PGCs using the TRIzol reagent according to the manufacturer’s protocol. Firstly, total RNA was reverse-transcribed using the M-MLV reverse transcriptase (Takara, Dalian, China). Then, qRT-PCR reactions were performed using a standard SYBR Green PCR kit. The 20 μL reaction mixture contained 10 μL of 2× SYBR Premix Ex Taq, 1 μL 10 μM of each primer, 2 μL of cDNA, and 7 μL of ddH_2_O. qRT-PCR for each gene was performed in triplicate for each sample using a Roche Light Cycler 480 system with SYBR Green Real-Time PCR Mix (Takara, Dalian, China). The mRNA primers for Bim, Bax, and Acvr2a were based on those used in previously published studies [16,17,18]. GAPDH was used as an internal control. The miRNA was extracted from the control and the H_2_O_2_ treatment samples (100 and 300 μM) using a miRNA extraction kit (Tiangen Biotech, Beijing, China). First, the miRcute Plus miRNA First-Strand cDNA Synthesis Kit was used to synthesize cDNA. The reaction mix (20 μL), consisting of total RNA (3 μL), 2× miRNA RT Reaction Buffer (10 μL), miRNA RT Enzyme Mix (2 μL), and ddH2O (5 μL), was incubated for 1 h at 42 °C, followed by 3 min at 95 °C for enzyme inactivation. The miRcute Plus miRNA qPCR Detection Kit (SYBR Green) (Tiangen Biotech, Beijing, China) was used to quantify miRNA. Primers for miR-181d-5p (cat. no. CD201-T), miR-23b-5p (cat. no. CD201-0311), miR-129-1-3p (cat. no. CD201-0200), miR-19b-3p (cat. no. CD201-0278), miR-190b (cat. no. CD201-T), miR-375-3p (cat. no. CD201-0173), miR-192 (cat. no. CD201-0082), miR-339-5p (cat. no. CD201-T) and U6 (cat. no. CD201-0145) were acquired from Tiangen Biotech Co., Ltd (Beijing, China). The relative miRNA expression levels were derived using the 2^−ΔΔCt^ method [19].

### 2.12. Western Blot Analysis

Total proteins were prepared using protein lysis buffer and quantified using a BCA protein assay kit (Beyotime, Beijing, China). Next, 20 μg of total protein/sample was loaded onto a 12% SDS-polyacrylamide gel and transferred onto a PVDF membrane (Millipore, Billerica, MA, USA) via electroblotting. Non-specific binding sites were blocked with 5% bovine serum albumin in TBST for 1.5 h. Then, the membranes were incubated with primary antibodies against ACVR2A (DF6733, Affinity Biosciences, Cincinnati, OH, USA), Cleaved-Caspase 3 (AF7022, Affinity Biosciences, Cincinnati, OH, USA), and GAPDH (BM1623, Boster Biological Technology, Wuhan, China) overnight at 4 °C; all primary antibodies were used at a dilution of 1:200 in PBS containing 5% bovine serum albumin. Immunoreactivity was detected via treatment with an appropriate HRP-conjugated secondary antibody. Protein bands were visualized by exposing the blots to an enhanced chemiluminescence detection system (LAS-4000 imager, Fujiflm, Tokyo, Japan).

### 2.13. Statistical Analysis

SPSS v17.0 (SPSS, Armonk, NY, USA) was used for data analyses, and the results are represented as the means ± standard error (S.E.). *p*-values of less than 0.05 and 0.01 were considered significant and extremely significant differences, respectively.

## 3. Results

### 3.1. OS Reduces Viability and Induces Apoptosis in PGCs

The primary cultured PGCs were treated with various concentrations of H_2_O_2_ (0, 50, 100, 200, 300, 500, and 1000 μM) for 12 h to establish an in vitro OS model. Next, we conducted a CCK-8 assay to examine GC proliferation and viability. H_2_O_2_ induced a significant time-dependent reduction in cell viability (Figure 1A). At 100 μM H_2_O_2_, the experimental group demonstrated considerably lower cell viability than the control group (*p* < 0.05). Furthermore, at higher concentrations of H_2_O_2_, a substantial reduction in cell viability was observed (*p* < 0.01). Thus, doses of 100 μM and 300 μM H_2_O_2_ were chosen as the preferred doses for subsequent experiments.

Next, cultured GCs were treated with 0, 100, and 300 μM H_2_O_2_ for 12 h, followed by a TUNEL assay to examine the rate of apoptosis. The rate of apoptosis increased with an increase in H_2_O_2_ concentration (Figure 1B,C). At 100 μM H_2_O_2_, a considerable increase in GC apoptosis was observed (*p* < 0.05), which further increased at 300 μM H_2_O_2_. These data suggest that H_2_O_2_ induced dose-dependent apoptosis of PGC, which resulted in reduced cell viability.

### 3.2. Identification of H_2_O_2_-Induced Changes in miRNA Expression in PGCs

We treated PGCs with H_2_O_2_ to develop a cellular model of OS to understand the impact of H_2_O_2_-induced OS on miRNAs. Based on the above results, 100 μM and 300 μM H_2_O_2_ were chosen as the low concentration (LOS) and the high concentration (MOS) for miRNA profiling, respectively. After treating PGCs for 12 h, the miRNA profiles were analyzed using a high-throughput sequencing strategy. 

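The 9 small-RNA libraries came from PGCs, the follicle cells that nourish the oocyte: 3 without H2O2 (CON), 3 at 100 μM (LOS) and 3 at 300 μM (MOS). The deposited table held 1 normalized count per library for each of 1345 entries of 18 to 26 nt. Porcine names made up 416 of the entries, human names 274 and names from other species 427, and 228 were predicted candidates with names that begin with PC. In an entry name, L and R give bases gained or lost at the 5' and 3' end, ss marks a substitution, and p5 or p3 marks a predicted arm of a hairpin. Normalized counts summed to 5578704, 5871357 and 6084944 in the CON libraries, to 5701572, 6075305 and 6098582 in LOS, and to 5117859, 4967112 and 5049951 in MOS. In every library at least 98.3% of the values under 400 were whole multiples of one step, and the total over that step, used here as an estimate of depth, was 8827764 to 13486271 in CON, 12853437 to 16764959 in LOS and 7793727 to 9321692 in MOS. miR-21_R+1, an abundant miRNA of granulosa cells, took 40.5 to 47.5% of the total in CON, 44.8 to 46.3% in LOS and 35.0 to 38.0% in MOS. The 757 entries with a normalized count of at least 10 in at least 3 libraries were tested with limma (trend, log2 of the count plus 1, all 9 libraries), with Benjamini-Hochberg adjustment. Of these, 137 shared all 9 values with another entry, often arms of 1 hairpin, so the 757 entries held 670 different value profiles. Where a group lies near 0 the fitted fold change depends on the added 1. The paper gives 1 μg of total RNA per library and the sample labels give 5 μg. It is not stated whether the 3 libraries of a group are separate cultures or animals, so the p-values measure the spread between these libraries. The fit takes 1 spread per entry from all 3 groups, so p-values of LOS against CON also rest on the MOS libraries. Correlations were 0.957 to 0.965 within MOS, against 0.984 to 0.990 within CON and 0.987 to 0.990 within LOS. The shared spread can therefore be too small for MOS and too large for LOS against CON.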

Overall, 22 DEmiRNAs (14 upregulated and 8 downregulated) were identified between the LOS group at |log2 (foldchange)| ≥1 and *p*-value < 0.05 and the control group (CON) (Figure 2A). Furthermore, 33 DEmiRNAs (19 upregulated and 14 downregulated) were identified between the MOS group and the CON group under identical criteria (Figure 2B). 

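At 100 μM H2O2, 19 of the 757 tested entries rose and 3 fell at an adjusted p under 0.05 in limma, and 16 of the rises and 2 of the falls were at least 2-fold. The largest fitted rise was in hsa-miR-200c-3p, a miR-200 family member that holds cells in an epithelial state, from 4.496 ± 4.51 (mean ± SD, n = 3) normalized counts in CON to 84.3 ± 17.4 in LOS (log2 fold change 4.47, SE 0.73, adjusted p = 0.00798). hsa-miR-27a-5p, the lesser strand of the miR-27a hairpin, rose from 157 ± 11.6 to 552 ± 41.5 (1.81, SE 0.13, adjusted p = 3.39e-05). ssc-miR-96-5p and ssc-miR-183_R-1, whose genes lie side by side in the Sscrofa11.1 annotation, reached 478 ± 81.8 and 577 ± 104, from 195.5 ± 35.6 and 287 ± 37.0 in CON (1.29, adjusted p = 0.00279, and 1.00, adjusted p = 0.0118). The falls included the star strands hsa-miR-26a-1-3p (-1.81, adjusted p = 0.0465) and ssc-miR-27b-5p_R-1 (-0.98, adjusted p = 0.0296). Of 5 tested liver and gut entries, miR-192, miR-215, miR-194a and miR-194b rose, 5 when adjusted over that list alone, but 3 of the 5 are in Table S1, which was at hand when the list was written, so no set test is given for it. The same 4 were the only rises among 17 p53-responsive entries, with no falls, a set test p of 0.000427 adjusted, 0.338 with an estimated correlation and 0.219 without Table S1 entries. Of 10 epithelial entries 4 rose, 5 when adjusted over that list alone (set test adjusted p = 1.11e-05, estimated correlation 0.0145, without Table S1 entries 0.0136). Among 26 entries tied to oxidative stress and hypoxia 3 rose (set test adjusted p = 0.156), and among 35 granulosa and follicle entries only hsa-miR-222-5p_L+2R-1 rose (0.780). Groups did not overlap in 156 entries, 20.6% of those tested, where chance gives 10%. The number past the adjusted p was 14 without LOS1 and 39 without MOS3, and hsa-miR-200c-3p lost its call only with the 6 libraries of the comparison fitted alone (adjusted p = 0.0689, range over its alternatives 0.000961 to 0.0689). Calls were lost for hsa-miR-26a-1-3p without CON1, CON2, CON3, LOS1 or LOS3 (adjusted p 0.121 to 0.265) and with 9 other alternatives (0.0531 to 0.128), among them equal library totals, for ssc-miR-27b-5p_R-1 without MOS2 or any CON or LOS library (0.0509 to 0.161) and without trend (0.0683), and for ssc-miR-183_R-1 without CON2, CON3 or LOS2 (0.0536 to 0.0685).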

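At 300 μM H2O2, 153 tested entries rose and 69 fell, 115 and 26 of them at least 2-fold. With every library scaled to the same total the split was 194 up and 31 down, and all 153 rises kept their call while 31 of the 69 falls did. Rescaled by median-of-ratios factors instead, 145 of the 153 rises and all 69 falls kept their call, so the loss of falls depended on the scaling chosen. Length set the rises apart among tested entries: 84 of 172 of 18 to 20 nt rose and 2 fell, against 69 rises and 67 falls among 585 longer entries. Of these 84, 33 were at 0 in every CON library, so they passed the filter only through treated libraries and could hardly fall. Counted once per value profile, 53 of 128 short and 63 of 546 longer profiles rose, and a refit with 1 entry per profile gave 111 rises and 64 falls. The median log2 fold change was 0.88 for the short entries and -0.02 for the others, and among short entries it was 2.21 where GC was at least 60% and 0.68 below that. With at least 10 normalized counts in every CON library it was 0.20 over 88 short and -0.05 over 515 longer entries. Over the 48 short entries of at least 50 in every CON library it was 0.38, and over the 25 of at least 100 it was 0.02. Entries of 18 to 20 nt made up 0.488 to 0.732% of the normalized total in MOS, 0.211 to 0.278% in LOS and 0.243 to 0.340% in CON. mmu-miR-6240_R-6_1ss1CA, named for a mouse hairpin on the list of entries taken to overlap other RNA classes, rose from 103 ± 13.4 to 3393 ± 343 (log2 fold change 5.03, adjusted p = 1.12e-08). PC-5p-4753_459 and hsa-mir-4787-p3_1ss4GC were listed at 0 in every CON library and averaged 229 ± 81.9 and 182 ± 17.1 in MOS. Of the 78 entries on that list of other RNA classes, assigned by miRNA name with no overlap tested here, 44 rose and none fell, 45 when adjusted over that list alone (set test adjusted p = 1.25e-07, or 0.321 with an estimated correlation). As profiles 17 of 39 rose. ssc-miR-146a-5p, a brake on NF-κB signaling, rose from 2562 ± 91.3 to 6536 ± 993, and hsa-miR-31-3p_R+1, the lesser strand of miR-31, fell from 5739.5 ± 60.8 to 2566 ± 245 (-1.17, adjusted p = 2.00e-05). The granulosa and follicle list held 6 rises and 8 falls among 35, or 6 and 5 with equal totals and 5 and 8 with median-of-ratios factors (set test adjusted p = 0.126), with ssc-miR-221-3p, a repressor of p27, higher (0.77, adjusted p = 0.00129) and ssc-miR-21_R+1 lower (-0.52, adjusted p = 0.00902). Among 26 oxidative stress and hypoxia entries 11 rose and 1 fell (set test adjusted p = 0.0567, estimated correlation 0.321). Among 17 p53-responsive entries 4 rose and 6 fell, also with median-of-ratios factors, or 4 and 3 with equal totals (set test adjusted p = 0.328, median -0.27, mean 0.09). Liver and gut entries, 3 of them in Table S1, rose in 5 of 5, and epithelial entries in 4 of 10 (set test adjusted p = 0.126, estimated correlation 0.321). Groups did not overlap in 313 entries (41.3%), against 10% by chance. The number past the adjusted p was 147 without CON2 and 358 without MOS3, and ssc-miR-21_R+1 lost its call without MOS2 (adjusted p = 0.0718).

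**Figure D1:**
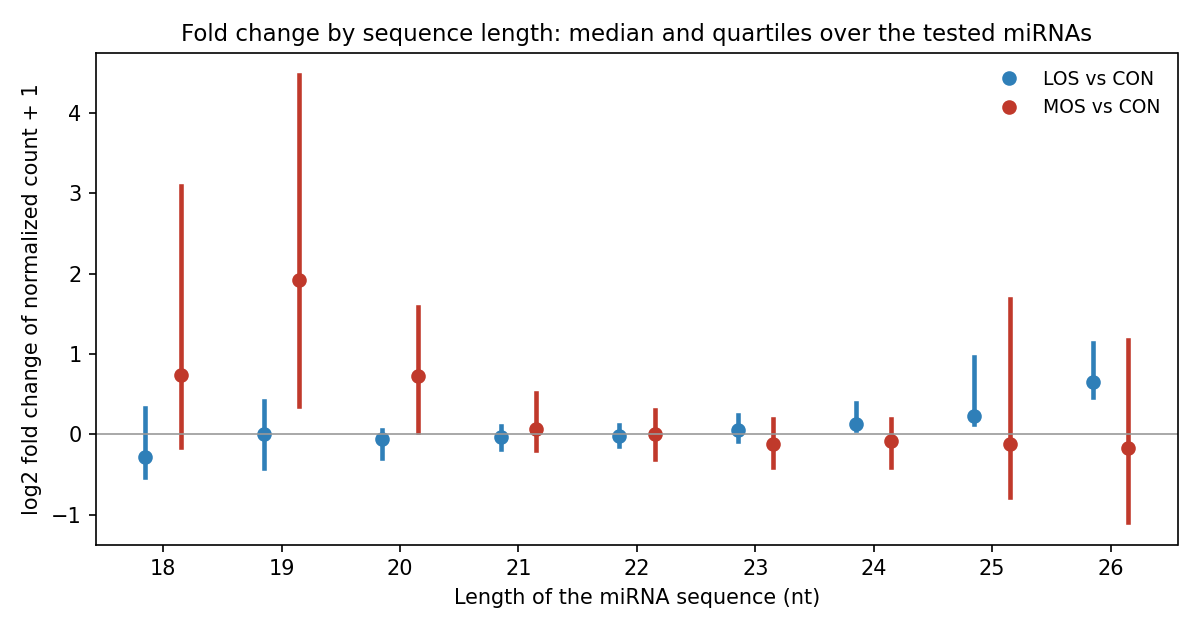
Median and quartiles of the log2 fold change over tested entries of each length, for LOS and MOS against CON.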

Supplementary Table S1 lists all the DEmiRNAs. These data indicate that a low concentration of H_2_O_2_ had a minor effect on the miRNA expression of PGCs, while a high concentration of H_2_O_2_ could affect the expression of several miRNAs. 

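Most tested entries of Table S1 passed the limma test, while most limma calls in MOS were not in Table S1. Of the 22 entries that Table S1 gives for LOS, 16 were tested and 12 passed the adjusted p, 10 higher and 2 lower than CON. Of its 33 entries for MOS, 28 were tested and all 28 passed, 15 higher and 13 lower, each in the direction of the table. The remaining 6 and 5 entries reached a normalized count of 10 in fewer than 3 libraries. PC-5p-11132_163, a predicted candidate, had 0.752 ± 1.30 normalized counts in CON, 16.8 ± 5.69 in LOS and 43.7 ± 25.5 in MOS (log2 fold change 3.53, adjusted p = 0.0108, and 4.72, adjusted p = 0.000325 in limma). Its LOS call was lost without CON2, LOS1 or LOS3 (adjusted p 0.0548 to 0.0688) and with pseudocount 10 (1.30, adjusted p = 0.111), and its MOS rise had an unadjusted p of 0.0998 with a separate variance per group. hsa-mir-1973-p5_1ss5CT, on the same list as miR-6240, had 1.80 in CON, 27.9 in LOS and 394 ± 292 in MOS, and passed in MOS only (7.16, adjusted p = 0.000333, against 0.0601 in LOS), while the models per miRNA gave it an unadjusted p of 0.0808 with equal and 0.146 with separate variances. hsa-miR-590-5p_1ss19GA, a relative of miR-21, fell in MOS by 1.17 log2 units (adjusted p = 0.00372). Table S1 does not hold 10 of the limma calls in LOS and 194 of those in MOS. These calls carry no fold cut-off, while Table S1 requires 2-fold, and at 2-fold 6 and 113 calls lay outside it.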

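The MOS libraries lay farther from CON than the LOS libraries did. Correlations of log2 normalized counts across tested entries were 0.972 to 0.985 between CON and LOS libraries and 0.881 to 0.920 between CON and MOS, against 0.984 to 0.990 within CON, 0.987 to 0.990 within LOS and 0.957 to 0.965 within MOS. MOS3 stood apart, correlating with CON libraries at 0.915 to 0.920, where MOS1 and MOS2 gave 0.881 to 0.887. Its median absolute log2 difference was 0.485 from MOS1 and 0.483 from MOS2, against 0.423 to 0.447 from CON libraries. Between the doses themselves 143 entries were higher and 82 lower in MOS than in LOS, and with equal library totals 229 and 44. With median-of-ratios factors 132 of the 143 and all 82 kept their call. ssc-miR-96-5p and ssc-miR-183_R-1, 2 of the LOS rises, were lower in MOS than in LOS (-0.98, adjusted p = 0.00304, and -0.86, adjusted p = 0.00549 in limma). hsa-miR-27a-5p also stood lower in MOS than in LOS, at 253 ± 4.22 normalized counts (-1.12, adjusted p = 0.000152). More entries were listed above 0 in MOS, 998 to 1049 per library, than in CON, 824 to 920, although the depth estimates of MOS were mostly the lower ones, but over entries of more than 20 nt the numbers were 692 to 693 in MOS and 643 to 702 in CON. The paper proposes that the low dose had a minor effect on miRNA expression and that the high dose could affect several miRNAs. The count between doses was 225, and 341 without MOS3.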

To validate the accuracy of the sequencing data, eight miRNAs with significantly altered expression were selected for RT-PCR detection. 

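Figure 2C names 8 miRNAs, and in MOS the sequencing counts of each lay apart from those of CON. All 9 library pairs went in 1 direction (exact permutation p = 0.1, the smallest that 3 against 3 allows). The panel was picked for altered expression in these same libraries, so the separation is not independent evidence. ssc-miR-190b, a relative of miR-190a, rose from 3.89 ± 3.39 normalized counts in CON to 28.2 ± 1.30 in MOS (limma log2 fold change 3.02, adjusted p = 0.00751). ssc-miR-339_R-2, a shortened form of miR-339, rose from 11.9 ± 3.21 to 46.1 ± 5.50 (1.90, adjusted p = 0.00902). The longer ssc-miR-339_R-1 also rose, from 625 to 1014 (0.72, adjusted p = 0.0104). With length and substitution variants of the name summed, which adds more abundant forms, ssc-miR-339_R-2 and ssc-miR-339_R-1 both came to -0.04 (adjusted p = 0.873, ranges over the alternatives that adjust 0.00144 to 0.873 and 0.00179 to 0.873). hsa-miR-375, known from islet and epithelial cells, was too low to be tested, with 0, 3.57 and 0 in CON and 12.5, 10.2 and 8.67 in MOS.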

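The sequencing values of the other 4 panel miRNAs were lower in MOS than in CON and did not pass in LOS. ssc-miR-181d-5p, of the miR-181 family, fell from 1736 ± 82.7 to 813 ± 170 normalized counts (limma log2 fold change -1.11, SE 0.15, adjusted p = 0.000333). ssc-miR-19b, a growth-promoting member of the miR-17-92 cluster, fell from 4409 ± 656 to 2108 ± 453 (-1.07, adjusted p = 0.00303). hsa-miR-23b-5p, a lesser strand, fell from 425 to 197 (-1.11, adjusted p = 0.00129), and hsa-miR-129-1-3p, best known from brain, from 113 to 48.4 (-1.26, adjusted p = 0.00372). All 4 kept their calls with equal library totals.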

The results agree with the sequencing data, suggesting the high accuracy of our sequencing analysis (Figure 2C).

### 3.3. Functional Analysis of DEmRNAs

The miRNAs play their functional roles by binding to the complementary site in the 3′-untranslated regions of their target mRNAs. The target genes of H_2_O_2_-sensitive miRNAs were analyzed using miRanda and TargetScan. The results revealed that LOS-induced miRNAs targeted 14,244 genes (Supplementary Table S2), and MOS-induced miRNAs targeted 20,568 genes (Supplementary Table S3). Next, we performed KEGG and GO enrichment analyses to detect the cellular functions of these genes in PGCs under OS. The top 20 gene clusters involving biological processes and pathway analyses sensitive to low concentrations of H_2_O_2_ are summarized in Figure 3A,B. The most significant biological processes included transcriptional regulation, signal transduction, DNA-templated, positive regulation of transcription from the RNA polymerase II promoter, transport, and the oxidation-reduction process. The most significant pathways were the pathways in cancer, HTLV-I infection, Ras, and Rap1, and the endocytosis signaling pathways. The top 20 gene clusters involving biological processes and pathway analyses sensitive to high concentrations of H_2_O_2_ are summarized in Figure 3C,D. The most significant biological processes were transcriptional regulation, DNA-templating, the positive regulation of transcription from the RNA polymerase II promoter, signal transduction and transport, and the oxidation-reduction process. The most significant pathways were the pathways in cancer, MAPK, Ras, HTLV-I infection, and Rap1 signaling.

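In the limma fit, 19 entries passed in LOS and in MOS, 16 higher and 3 lower in both, and none changed in opposite directions. Independent calls would share 3.84 rises and 0.273 falls. The 2 lists of calls rest on the same CON libraries. Across all tested entries the log2 fold changes of the doses correlated at 0.465 with a covariance of 0.478, and 100 data sets simulated with no treatment effect but shared controls gave 0.499 and 0.0766. Of the 19, 5 were higher and 3 lower in MOS than in LOS, and 11 did not pass between doses. mmu-mir-6240-p5_1ss15GT, from the miR-6240 hairpin, was listed at 0 in CON, averaged 7.53 in LOS and reached 83.7 in MOS, and its LOS call was lost with pseudocount 10 (log2 fold change 0.79, adjusted p = 0.276) and with variants of the name summed (0.34, adjusted p = 0.926). The overlap was 12 without LOS1 and 31 without MOS3.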

Then, we selected overlapping miRNAs between the two concentration groups and further constructed the miRNA–KEGG networks, miRNA–gene networks, and miRNA–GO networks to detect the primary regulatory functions of the overlapping miRNAs and their target genes. We identified 34 pathways by the predicted target genes of 13 DEmiRNAs (Figure 4).

Each signaling pathway was co-regulated by more than three miRNAs. The specific miRNAs that co-regulated these pathways are shown in Supplementary Table S4. As shown in Figure 5 and Supplementary Table S5, hsa-miR-141-3p_R+1, PC-5p-9551_196, and hsa-miR-222-5p_L+2R-1, with the target gene numbers 44, 39, and 32, respectively, were the top three miRNAs. 

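All 3 miRNAs were higher in both treated groups than in CON. hsa-miR-141-3p_R+1, which pairs with miR-200c in the miR-200 family, had 7.48 ± 4.56 normalized counts in CON, 74.0 ± 10.3 in LOS and 106 ± 38.1 in MOS (limma log2 fold change 3.28, adjusted p = 0.00182, and 3.73, adjusted p = 0.000101). PC-5p-9551_196, a predicted candidate, had 9.22 ± 4.90, 63.2 ± 20.2 and 72.2 ± 19.5 (2.72, adjusted p = 0.00432, and 2.93, adjusted p = 0.00041). Neither passed between the doses (adjusted p = 0.454 and 0.748). hsa-miR-222-5p_L+2R-1, the lesser strand of miR-222, had 51.4 ± 3.90 in CON, 378 ± 25.8 in LOS and 195 ± 25.6 in MOS, and its LOS rise had the smallest p of that comparison (2.85, SE 0.15, adjusted p = 6.61e-06). Its MOS rise was smaller (1.90, adjusted p = 2.00e-05), and between the doses it was lower at 300 μM (-0.96, adjusted p = 0.00144).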

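Of the 13 miRNAs, 12 were tested, and 10 passed in LOS, 12 in MOS and 10 in both. ssc-miR-215_R+1, which shares its seed with miR-192, had 9.97 ± 5.76 normalized counts in CON, 155 ± 22.2 in LOS and 174 ± 17.0 in MOS (limma log2 fold change 3.95, SE 0.33, adjusted p = 0.000125, and 4.12). ssc-miR-194b-5p_1ss10GA and ssc-miR-194a_R+2, which share a seed of their own, rose in LOS by 1.84 (adjusted p = 0.00136) and 1.43 (adjusted p = 0.000401) and in MOS by 1.48 and 1.04. In the Sscrofa11.1 annotation MIR194A lies beside MIR192 and MIR194B beside MIR215. The longer sequence of ssc-miR-194a_R+2 begins with that of ssc-miR-194b-5p_1ss10GA, so the entries were not assigned to genes here. sha-mir-24-1-p3_1ss2GC, an altered form of an arm of the mir-24-1 hairpin, was the only one that fell, from 417 ± 35.3 to 194 ± 13.3 and 182 ± 19.7 (-1.10, adjusted p = 0.00204, and -1.19). ssc-mir-4332-p5_1ss18CA, a GC-rich entry from a porcine hairpin, rose from 7.31 ± 1.77 to 18.9 ± 1.66 in LOS and 1397 ± 495 in MOS (1.28, adjusted p = 0.0473, and 7.35, adjusted p = 1.59e-07). hsa-miR-4792_1ss9GT, a short GC-rich entry, passed in MOS only, at 281 ± 100.3 normalized counts against 11.1 ± 5.25 in CON (adjusted p = 3.35e-05), and ssc-miR-190b had an adjusted p of 0.0609 in LOS. ssc-miR-139-3p, an arm of the tumor-restraining miR-139, rose by 1.65 (adjusted p = 0.0144) in LOS and 0.94 (adjusted p = 0.0418) in MOS. ssc-miR-1839-3p_R+2 was too low to be tested. As a list the 12 held 9 rises and 1 fall in LOS, 11 and 1 when adjusted over the list alone, and 11 and 1 in MOS. The list comes from the study's own table and is not independent evidence. LOS calls were lost for ssc-mir-4332-p5_1ss18CA without MOS2 or any CON or LOS library (adjusted p 0.0704 to 0.196), with pseudocount 10 (0.74, adjusted p = 0.280) and with 4 other alternatives (0.0620 to 0.111), among them equal library totals, and for ssc-miR-139-3p without CON2, LOS1 or LOS3 (0.0704 to 0.0836), and the MOS call of ssc-miR-139-3p without any of CON1, CON2, CON3, LOS1, LOS3, MOS1 and MOS3 (0.0525 to 0.137) and with 4 other alternatives (0.0516 to 0.0796).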

Thirteen miRNAs (hsa-miR-141-3p_R+1, PC-5p-9551_196, hsa-miR-222-5p_L+2R-1, hsa-miR-4792_1ss9GT, sha-mir-24-1-p3_1ss2GC, ssc-miR-139-3p, ssc-miR-1839-3p_R+2, ssc-miR-190b, ssc-miR-192, ssc-miR-194a_R+2, ssc-miR-194b-5p_1ss10GA, ssc-miR-215_R+1, and ssc-mir-4332-p5_1ss18CA) were predicted to be involved in apoptosis and autophagy. The top 10 target genes were NR5A1 (nuclear receptor subfamily 5 group A member 1), TGF-ß-R1 (transforming growth factor-beta receptor 1), VEGFC (vascular endothelial growth factor C), WNT5A (Wnt family member 5A), RAC1 (Rac family small GTPase 1), MRAS (muscle RAS oncogene homolog), ITGB1 (integrin subunit beta 1), ACVR1B (activin receptor IB), WNT2B (Wnt family member 2B), and SMAD3 (SMAD family member 3).

The DEmiRNAs played vital roles in several biological processes, including the activation of MAPK activity (GO:0000187), the apoptotic process (GO:0006915), the cellular response to DNA damage stimulus (GO:0006974), the transforming growth factor-beta receptor signaling pathway (GO:0007179), and the positive regulation of cell population proliferation (GO:0008284) (Figure 6 and Supplementary Table S6). Thus, these results provide us with more comprehensive information on the biological effect of H_2_O_2_ treatment in PGCs.

### 3.4. miR-192 Overexpression Promotes Porcine GCs Apoptosis

Previous studies showed that miR-192 expression is significantly upregulated in human endothelial cells [20] and animal ovarian tissues [21] under stress. GC apoptosis is the main cause of follicular atresia. Therefore, the role of miR-192 in this process was further studied. The cultured GCs were transfected with miR-192 mimics or mimics NC. Analysis of cell viability showed that the GC proliferation rate was decreased significantly after transfection with the miR-192 mimics (*p* < 0.05; Figure 7A). Furthermore, the number of GC apoptosis was increased significantly after transfection with the miR-192 mimics when compared to those transfected with the mimics NC (*p* < 0.05; Figure 7B,C). It was recently reported that Bim, a BH3-only member of the BCL-2 family, can induce apoptosis by inactivating anti-apoptotic BCL-2 family members and by promoting Bax activation, which subsequently activates caspase-3-mediated apoptosis [22]. As expected, the mRNA expression levels of the apoptotic-related genes (Bax and Bim) were significantly higher in the GCs transfected with the miR-192 mimics than in those transfected with the mimic NCs (*p* < 0.05; Figure 7D,E). The activity assay suggested that the transfection of miR-192 mimics caused a significant increase in GCs compared with mimics NC (*p* < 0.05; Figure 7F). These results indicate that miR-192 overexpression strongly promoted PGC apoptosis.

### 3.5. miR-192 Knockdown Counteracts H_2_O_2_-Induced PGC Injury

Recent studies have demonstrated that miR-192 is involved in the regulation of apoptotic signaling [20]. To further validate whether H_2_O_2_-induced damage affects the expression of endogenous miR-192 in GCs, the GCs were treated with various concentrations of H_2_O_2_ (0, 50, 100, 250, and 500 μM) for 12 h. The expression level of miR-192 was increased significantly by H_2_O_2_ in a dose-dependent manner (Figure 8A). To assess the effects of miR-192 knockdown on miR-192 expression, cell viability, intracellular ROS levels, and caspase-3 activity, the cultured primary cells was investigated in vitro. The expression levels of miR-192 were significantly decreased in the miR-192 inhibitor group compared with the inhibitor control group, and H_2_O_2_ exposure significantly increased miR-192 expression in the inhibitor control group compared with the expression levels in the miR-192 inhibitor group (*p* < 0.05; Figure 8B). Furthermore, miR-192 knockdown partially rescued H_2_O_2_-induced GC viability loss, when compared with the H_2_O_2_-treated group (*p* < 0.05; Figure 8C). In addition, the cultured GCs transfected with miR-192 inhibitor and treated with H_2_O_2_ appeared to be less susceptible to H_2_O_2_-induced injury, as indicated by the lower caspase-3 activity and intracellular ROS levels compared with the H_2_O_2_-treated inhibitor control group (*p* < 0.05; Figure 8D–F). These results suggest that miR-192 knockdown in porcine GCs may exert a protective effect against H_2_O_2_-induced injury.

### 3.6. Acvr2a Is a miR-192 Target

Among DEmiRNAs, we found that miR-192 was the most significantly upregulated miRNA in PGCs after qRT-CR validation. 

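ssc-miR-192, a p53-induced miRNA abundant in kidney and gut, rose at both doses. It had 142 ± 10.8 normalized counts in CON, 438 ± 39.8 in LOS and 648 ± 173 in MOS (mean ± SD, n = 3). The log2 fold change was 1.62 in LOS (SE 0.20, adjusted p = 0.00162 in limma) and 2.15 in MOS (SE 0.20, adjusted p = 3.79e-05), and every treated library lay above every CON library. Between the doses the difference was 0.53 (adjusted p = 0.0694, exact permutation p = 0.2). Over 26 alternatives the log2 fold change stayed within 1.54 to 1.67 in LOS and within 1.97 to 2.37 in MOS, and all calls were kept, with adjusted p of 0.000151 to 0.0138 and 9.51e-06 to 0.000546 in the 24 alternatives that adjust and unadjusted p of at most 0.00373 and 0.0366 in the models per miRNA. Among the limma rises miR-192 ranked 12 of 19 by fold change and 6 of 19 by p in LOS, and 81 of 153 and 20 of 153 in MOS. These ranks are of sequencing entries, while the paper's statement is about qRT-PCR. The 153 rises held 114 different value profiles, and 33 of the short ones were at 0 in every CON library. Their fold changes depend on the added 1, so the rank by fold change in MOS is a rough one. ssc-miR-215_R+1 ranked above it by p at both doses, 3 of 19 and 12 of 153. Among the rises of Table S1, 13 of 14 in LOS and 14 of 19 in MOS were larger than that of miR-192.

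**Figure D2:**
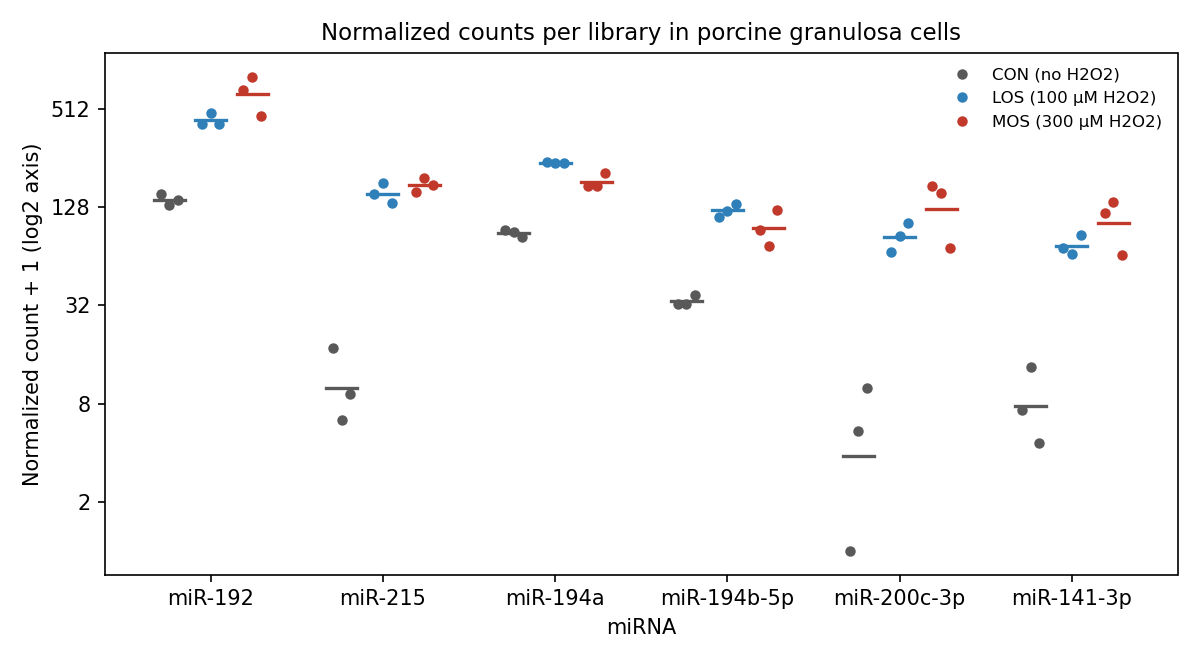
Normalized counts per library, plus 1, of miR-192, miR-215, miR-194a, miR-194b-5p, miR-200c-3p and miR-141-3p in the 3 groups, with a line at the mean of the log2 values.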

Pathway analysis showed that the miR-192 targets are enriched in steroid biosynthesis, the insulin signaling pathway, and the GnRH signaling pathways (Figure 9A). Gene ontology analysis indicated that the miR-192 targets were mainly involved in the regulation of the digestive-system process, the rRNA catabolic process, and RNA surveillance (Figure 9B). Acvr2a was identified as a putative miR-192 target; this gene is widely expressed in ovarian GCs, and it is closely related to GC proliferation and follicular development. Therefore, Acvr2a was chosen as a candidate target gene for further study. Bioinformatics analysis identified a putative miR-192 binding site in the 3′UTR of Acvr2a (Figure 9C). To confirm that Acvr2a is a direct target of miR-192, the WT and mutant vectors were co-transfected HEK293T cells with either miR-192 mimics or mimics NC, and their luciferase activity was measured. The results showed that the miR-192 mimic, but not the mimics NC, markedly suppressed the luciferase activity of the Acvr2a 3′UTR-WT but not that of Acvr2a 3′UTR-MT, suggesting that miR-192 directly targets the 3′-UTR of Acvr2a (Figure 9D). To validate that the Acvr2a is a target of miR-192, the mRNA and protein expression levels of Acvr2a were determined after the transfection of the GCs with the miR-192 mimics or mimics NC. The results indicate that the expression levels of Acvr2a mRNA and the ACVR2A protein markedly decreased in GCs transfected with the miR-192 mimics (*p* < 0.05; Figure 9E,F). These data suggest that Acvr2a is a validated target of miR-192 in PGCs.

### 3.7. miR 192a Knockdown Inhibits PGC Oxidative Damage through the Upregulation of Acvr2a and Suppression of Caspase-3 Activity

ACVR2A expression regulation was previously found to be closely associated with GC proliferation [23]. Therefore, we further studied whether miR-192 knockdown may exert a protective effect against H_2_O_2_-induced PGC apoptosis. As shown in Figure 10A,B, the expression levels of Acvr2a mRNA and the ACVR2A protein were significantly downregulated in the inhibitor control plus H_2_O_2_-treated PGCs compared with H_2_O_2_-free PGCs, and this decreased expression could be significantly increased by miR-192 knockdown. In contrast, PGCs transfected with the miR-192 inhibitor increased their expression levels of Acvr2a mRNA and the ACVR2A protein in the H_2_O_2_-induced PGCs. Furthermore, the caspase-3 mRNA expression and cleaved caspase-3 protein level were increased in the inhibitor control plus H_2_O_2_-treated PGCs compared with H_2_O_2_-free PGCs; this increased expression was reduced by miR-192 knockdown (*p* < 0.05; Figure 10C,D). These results suggest that miR-192 promotes H_2_O_2_-induced PGC apoptosis by modulating the expression of Acvr2a and caspase-3.

### 3.8. Acvr2a Is Required for GSPB2-Mediated PGC Protection against Oxidative Damage

Grape seed procyanidin B2 (GSPB2), a polyphenolic component found in red wine and grapes, has been reported to protect against ovarian oxidative damage [5]. To determine whether GSPB2 regulates cell viability in cultured PGCs under oxidative stress, a CCK-8 assay was employed to determine PGC viability. As shown in Figure 11A,B, H_2_O_2_ significantly reduced PGC viability in a dose-dependent manner, and PGCs pretreated with GSPB2 displayed a marked increase in GSPB2-plus-H_2_O_2_-treated PGCs compared with H_2_O_2_-treated PGCs. The inhibition of Acvr2a expression has been suggested to inhibit GC proliferation and induce apoptosis [23]. To explore whether Acvr2a correlates with GSPB2-mediated apoptosis inhibition during oxidative stress, the transcript encoding Acvr2a was inhibited using RNA interference. As shown in Figure 11C, the expression level of Acvr2a mRNA was markedly lower in PGCs transfected with siRNA plus H_2_O_2_ than those transfected with the SC siRNA. PGCs pretreated with GSPB2 significantly increased the expression level of Acvr2a mRNA. Furthermore, Acvr2a knockdown significantly inhibited the viability of PGCs compared with those transfected with the SC siRNA. PGCs pretreated with GSPB2 exhibited an increase in viability compared with untreated control cells Figure 11D. In addition, by measuring caspase-3 activity under the same conditions (Figure 11E), we further confirmed that Acvr2a is required for GSPB2-mediated PGC protection against oxidative injury.

### 3.9. GSPB2 Protects PGCs from H_2_O_2_-Induced Oxidative Damage through the Downregulation of miR-192

Previous studies have revealed that GSPB2 exhibits inhibitory effects on GC oxidative damage [24]. To determine whether GSPB2 supplement affects the expression of endogenous miR-192 in PGCs, the PGCs were pretreated with GSPB2 for 12 h and, finally, incubated with H_2_O_2_ for 12 h, and the expression of miR-192 was determined via qRT-PCR. As shown in Figure 12A, PGCs treated with H_2_O_2_ significantly enhanced the expression of miR-192 compared with control group, and GSPB2 supplement significantly suppressed the H_2_O_2_-induced upregulation of miR-192 expression in PGCs (*p* < 0.05). Cell viability assays showed that the transfection of the miR-192 inhibitor resulted in the upregulation of PGC viability induced by H_2_O_2_, and the transfection of the miR-192 mimics resulted in the downregulation of PGC viability induced by H_2_O_2_ (*p* < 0.05) (Figure 12B,D). Furthermore, the caspase-3 activity assays indicated that transfection of the miR-192 inhibitor caused the downregulation of caspase-3 activity in H_2_O_2_-treated PGCs (*p* < 0.05). In contrast, PGCs transfected with miR-192 mimics resulted in the upregulation of caspase-3 activity in H_2_O_2_-treated PGCs (*p* < 0.05) (Figure 12C,E). These results indicate that GSPB2 suppressed H_2_O_2_-induced PGC oxidative injury by regulating miR-192 expression.

## 4. Discussion

The ovarian follicle is a primary site for the production of steroid hormones and is vital for normal ovarian function and female reproduction. Although the mammalian ovaries contain numerous preantral follicles at different stages, more than 99% of the follicles are destroyed through follicular atresia, which has been found to be the primary cause of GC apoptosis. OS, which is caused by the overproduction of ROSs and an impaired antioxidant defense system, is also involved in GC apoptosis. Several factors, such as injury, inflammation, smoking, nutrient loss, and aging, are known to accelerate GC apoptosis, resulting in follicular atresia [8]. On the contrary, OS inhibitors suppress GC apoptosis during follicular atresia. For example, OS-induced apoptosis in preovulatory follicles was blocked by treatment with FSH and was related to enhanced GSH synthesis [25]. Proanthocyanidins may protect humans and PGCs against OS-induced apoptosis [24,26]. As master regulators of gene expression, miRNAs may play a significant role in OS-induced GC death. Here, we found that H_2_O_2_ (100 μM and 300 μM) could induce ROS generation, promote cell apoptosis, and decrease cell viability in vitro.

miRNAs function as post-transcriptional gene-expression regulators by inhibiting protein translation or by targeting mRNAs for degradation. Accumulating evidence has shown that OS significantly alters miRNA expression in several cell types, including human, mouse, and bovine cells [27,28,29]. Furthermore, miRNAs have been shown to be the major regulators under conditions of OS [30]. Importantly, studies have substantiated the role of miRNAs in almost all adverse events occurring in the female reproductive system, including PCOS, POF, and POI. It has also been shown that a number of miRNAs may be involved in regulating GC proliferation (i.e., miR-145 and miR-224), differentiation (i.e., miR-224, miR-383, and miR-378), and apoptosis (i.e., miR-23a, miR-21, and miR-26b) [6,31]. In this study, we identified 22 DEmiRNAs (14 upregulated and 8 downregulated) in the LOS group and 33 DEmiRNAs (19 upregulated and 14 downregulated) in the MON group through miRNA-Seq (|log2 (fold change)| ≥ 1 and *p*-value < 0.05). Moreover, several of these miRNAs have been proven to be regulated by various stimuli in different types of cells. For example, a higher expression of miR-200c triggered by OS in vitro significantly attenuates cell growth and induces apoptosis and senescence in human umbilical vein endothelial cells [32]. miR-27a-5p has been proven to be induced by inflammatory stimuli, such as Ox-PAPC, IL-1β and TNFα, which subsequently modulate the extent of NF-kB signaling in HUVECs [33]. The miR-375 levels were significantly upregulated in doxorubicin-treated rat and mouse cardiomyocytes, and the inhibition of miR-375 reduced inflammation and increased the survival of cardiomyocytes [34]. Additionally, several DEmiRNAs, such as miR-139-3p, miR-190b, and miR-19b, are known to be involved in proliferation, growth, aging and apoptosis in HeLa cells, follicular fluid, and SH-SY5Y cells by targeting NOB1, EXT1, and HAPLN4, respectively [35,36,37].

Additionally, OS may trigger or mediate multiple signaling pathways to regulate cellular processes, such as the PI3K-Akt [38], FoxO [10], mTOR [39], NF-kB [40], and JNK signaling pathways [41]. Here, we identified the top 20 pathways in PGCs following exposure to OS through the enrichment analysis of multiple miRNA target genes (Figure 3B,D). Interestingly, we observed that the signaling pathways mentioned above also existed in our enrichment analysis. Furthermore, Ras signaling, Rap1 signaling, and pathways in cancer were also enriched. Several of these pathways play a role in cell survival, autophagy, and apoptosis. For example, the FoxO and NF-kB signaling pathways are directly involved in the survival of porcine and mouse GCs [38,39,42,43]. Moreover, PI3K-Akt activation and JNK inhibition have been shown to inhibit apoptosis in porcine and mouse GCs in response to OS [38,42,44]. Pathway analysis of our data suggests that OS might induce the initiation and development of PGC death by inhibiting the activation of pathways related to cell survival and activating proapoptotic pathways.

Previous studies have demonstrated that OS significantly alters gene expression in different types of cells [10,26,32]. Here, a network, consisting of target mRNAs and dysregulated miRNAs obtained from the LOS group and MON group versus CON, was constructed (Figure 5). Moreover, multiple hub genes, including FoxO1, TGFBR1, ACVR1B, SMAD3, SMAD7, BMPR2, XIAP, and ESR1, were identified. Among them, FoxO1, a key modulator of stress, has been proven to be regulated by H_2_O_2_-induced OS at different levels [6,10]. SMAD3 BMPR2, XIAP, and ESR1 have also been proven to be regulated by OS in skin fibroblasts [45], vascular smooth-muscle cells [46], PC6.3 cells [47], and breast cancer [48]. In addition, these genes have been reported to be major regulators affecting cell state and function. For instance, TGFB1, BMP7, BMP6, BMPR2, SMAD3, SMAD1, and SMAD7 are involved in cell proliferation and apoptosis. ACVR1B, ESR1, TGFBR1, and NR5A1 are associated with hormone secretion and cytokine responses. FoxO1, XIAP, BAD, ATG12, FAS, and GADD45B are apoptosis and autophagy factors. The functions of these miRNA target genes could partially explain the effects of H_2_O_2_-induced OS on PGC function and state.

miRNAs are known to play essential roles in several cellular processes [49,50]. In this study, we performed miRNA–GO network analysis based on the relationship between significant biological functions and miRNAs. The results showed that MAPK activity, the apoptotic process, the cellular response to DNA damage stimulus, the TGF-β receptor signaling pathway, and positive regulation of the proliferation of the cellular population were enriched in the miRNA–GO regulatory network. Moreover, these biological processes were associated with different cell types. For example, it was found that the miR-19b-induced anti-apoptosis effect was promoted by the MAPK pathway in SH-SY5Y cells [37]. miR139-3p may act as a tumor suppressor that inhibits cell migration, proliferation, and invasion, and induces cell apoptosis through the downregulation of NOB1 expression [35]. In addition, miR-192 can target the RB1 gene to induce lung cancer cell apoptosis through the caspase pathway [51]. Thus, these data indicate that H_2_O_2_-induced OS may regulate the biological functions of PGCs by altering the expression of specific miRNAs.

Recent studies suggest that miR-192 is regulated by hypoxia and oxidative stress. For instance, in the ovary of the marine medaka, miR-192 was found to be statistically significantly upregulated under hypoxia [21], suggesting that miR-192 plays a regulatory role in ovaries under hypoxic stress. In endothelial cells (ECs), Paola et al. reported that miR-192 was most induced by oxidative stress, and miR-192 overexpression significantly decreased ECs proliferation and induced EC death, indicating that miR-192 has a potential role in cell survival [20]. The results of this study show that miR-192 levels are significantly increased in the PGCs subjected to H_2_O_2_ exposure. MiR-192 knockdown enhances cell viability and reduces caspase-3 activity following H_2_O_2_ incubation (Figure 8). ACVR2A is a critical regulator of follicle development in mammals [52]. Acvr2a knockdown can lead to the inhibition of GC proliferation [23]. Our current study indicates that miR-192 overexpression reduces Acvr2a mRNA and ACVR2A protein levels in PGCs by targeting Acvr2a 3′UTR (Figure 9). Furthermore, the mRNA and protein expression levels of Acvr2a decrease in PGCs after H_2_O_2_ exposure, and miR-192 knockdown significantly enhances Acvr2a levels. These findings indicate that increases in miR-192 expression and decreases in Acvr2a expression resulting from H_2_O_2_ treatment cause PGC oxidative injury.

Our findings show that miR-192 expression is significantly upregulated in PGCs following H_2_O_2_ treatment. This finding is in line with those of previous reports [20,21]. Furthermore, miR-192 expression is markedly increased in GCs of women’s with diminished ovarian reserves [53], suggesting that it might be connected to GC proliferation and survival. Therefore, we further studied the role of miR-192 in H_2_O_2_-triggered PGC damage. Using overexpression, knockdown, bioinformatic analysis, luciferase assays, and mRNA and protein expression analyses, we confirmed that Acvr2a is a target of miR-192. Acvr2a is the critical receptor type II A of activin, a member of the transforming growth factor-beta (TGF-β) superfamily through which activin or related TGF-β ligands induce FSH production [54]. In mice, the inhibition of Acvr2a expression results in GC apoptosis [23]. Furthermore, targeted depletion of Acvr2a in mice increased the number of atretic follicles [55]. The results herein show that Acvr2a expression is markedly decreased in H_2_O_2_-treated GC apoptosis. Furthermore, miR-192 inhibition markedly reverses the expression of Acvr2a mRNA and the ACVR2A protein during H_2_O_2_ exposure (Figure 10). These results indicate that Acvr2a is a direct target of miR-192 and that it mediates the role of miR-192 in PGC oxidative damage during H_2_O_2_ exposure. Meanwhile, all of these findings lead us to speculate that miR-192 mediates H_2_O_2_-induced PGC apoptosis by suppressing Acvr2a expression, resulting in the dephosphorylation of type I receptors and the inactivation of intracellular R-Smad signal transducers, thereby increasing the relative abundance of Bim and Bax and causing caspase-3-mediated apoptosis.

GSPB2 is one of the main components of grape seed proanthocyanidin extract (GSPE). Growing evidence suggest that GSPB2 alleviates oxidative-stress-activated GC apoptosis [24,26]. In this study, we found that PGCs pretreated with GSPB2 for 12 h dramatically inhibit the cell-viability loss triggered by H_2_O_2_. Furthermore, GSPB2 markedly inhibited caspase-3 activity induced by H_2_O_2_ in PGCs, which was associated with the increasing expression of Acvr2a (Figure 11). Here, we aimed to elucidate the key role of miR-192 in PGC injury triggered by H_2_O_2_, and whether GSPB2-mediated PGC protection is correlated with miR-192 regulation. Our data suggest that the expression level of miR-192 is markedly increased in PCs treated with H_2_O_2_, but this level is significantly decreased in PGCs pretreated with GSPB2 prior to H_2_O_2_. Moreover, miR-192 knockdown enhanced the cytoprotective role of GSPB2 against H_2_O_2_-triggered PGC damage. Collectively, these data demonstrate that the cytoprotective role of GSPB2 against H_2_O_2_-triggered PGC damage occurs partially through the downregulation of miR-192.

## 5. Conclusions

In conclusion, the depression of miR-192 alleviates oxidative stress by directly targeting Acvr2a in H_2_O_2_-caused PGC damage. miR-192/Acvr2a might act as a potential and novel therapeutic target for oxidative-stress-induced PGC injury. These results also provide important insights into the potential discovery and development of GSPB2 as a novel drug for reproductive-disease treatment.

## Figures and Tables

**Figure 1:**
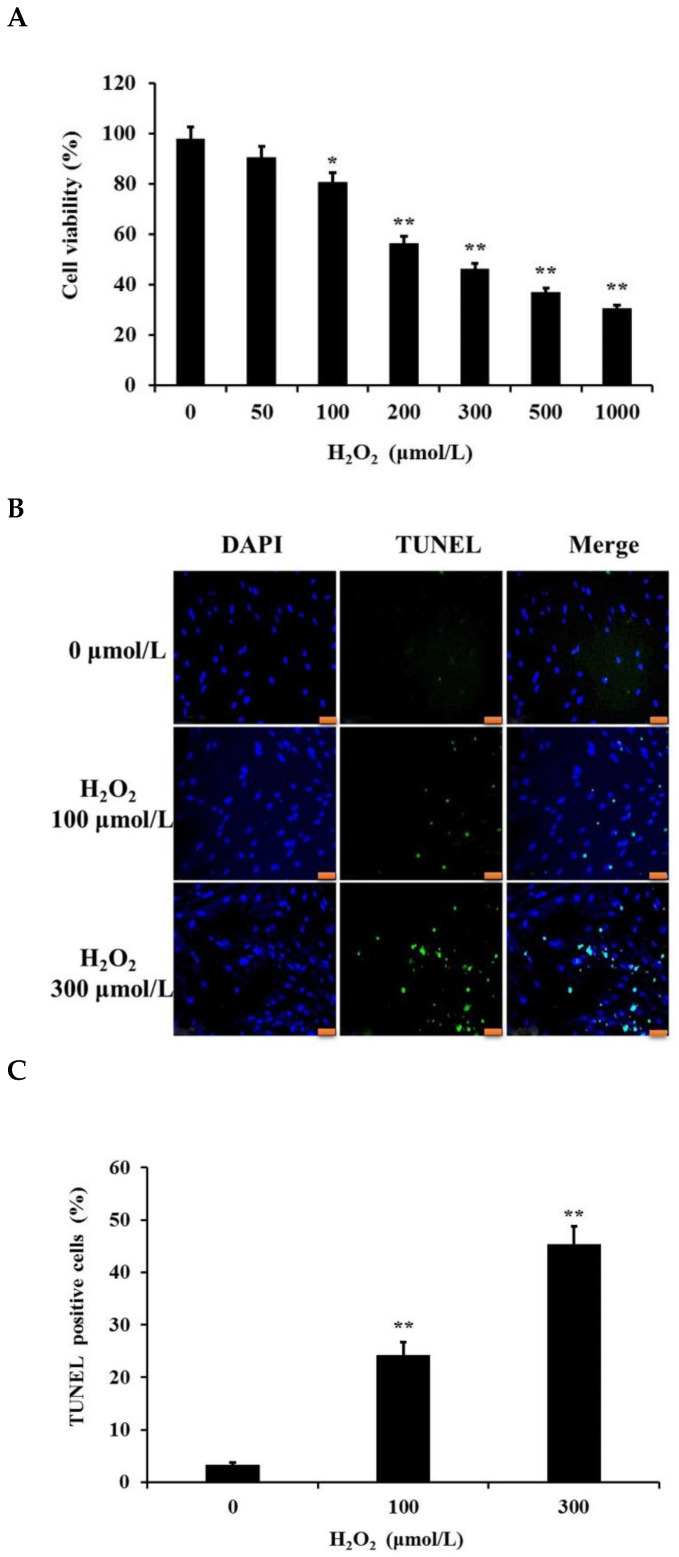
The H_2_O_2_-mediated OS model in PGCs. (**A**) Primary cultured GCs were treated with different concentrations of H_2_O_2_ for 12 h. The CCK-8 assay was used to determine GC viability. (**B**) GC apoptosis was determined via TUNEL analysis; scale bars correspond to 50 μm. (**C**) The average number of TUNEL-positive nuclei/visual fields was used to quantify GC apoptosis. Data represent mean ± S.E.; each group: *n* = 3. * *p* < 0.05, ** *p* < 0.01 compared to control group.

**Figure 2:**
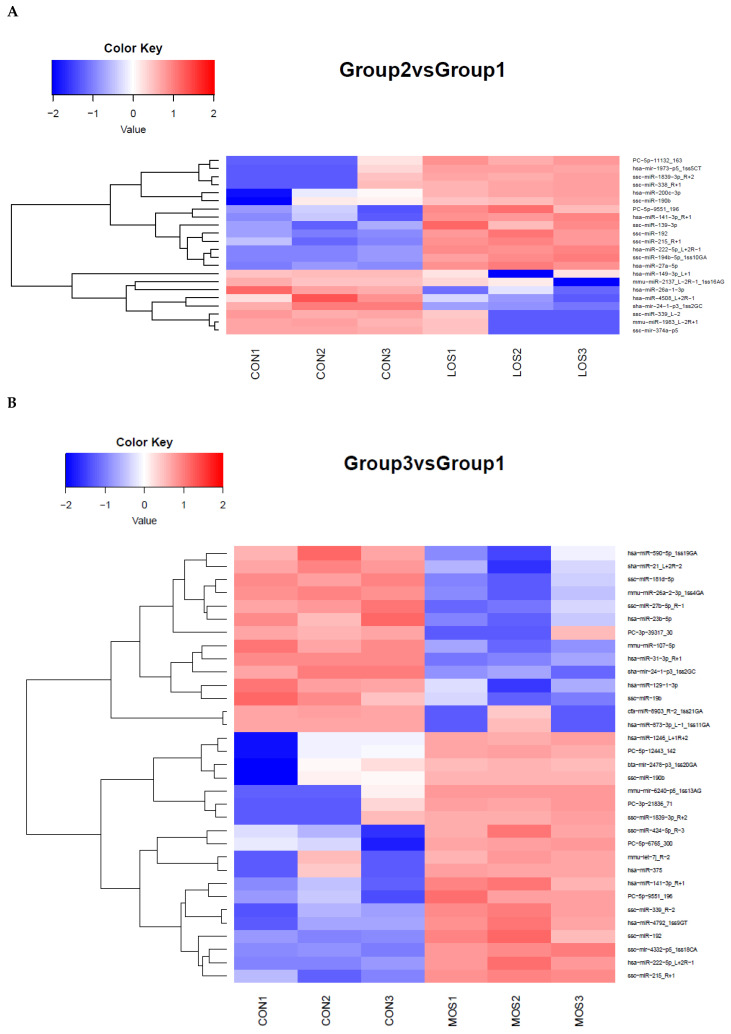

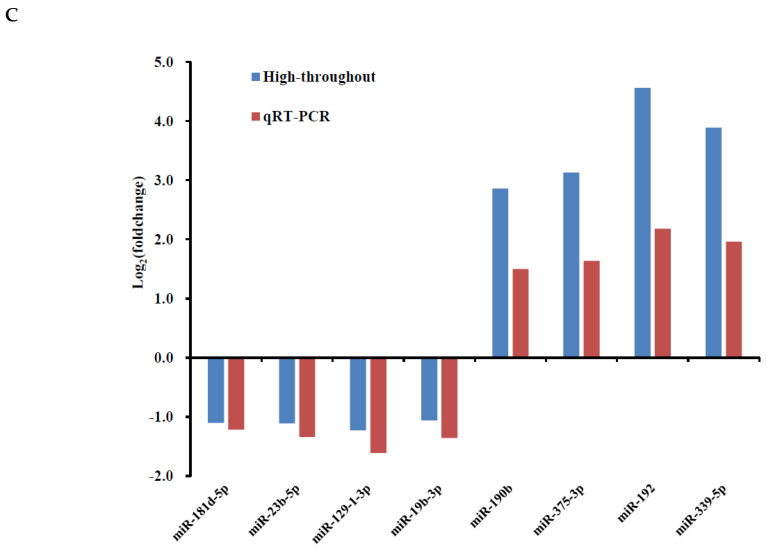
Alterations in the miRNA profiles in H_2_O_2_ treated PGCs. (**A**) The heat map of 22 DEmiRNAs between low-concentration group (LOS) and normal control (CON). The color scale of the heat map ranges from blue (low expression) to red (high expression). (**B**) The heat map of 33 DEmiRNAs between high-concentration group (MOS) and normal control (CON). Low-concentration group (LOS): 100 μM H_2_O_2_; high-concentration group (MOS): 300 μM H_2_O_2_; (**C**) DE miRNAs with high fold changes were chosen for qRT-PCR validation. Dates were normalized using the U6 gene. The data are presented as mean ± S.E. (*n* = 3). The values are shown as log2 (fold change).

**Figure 3:**
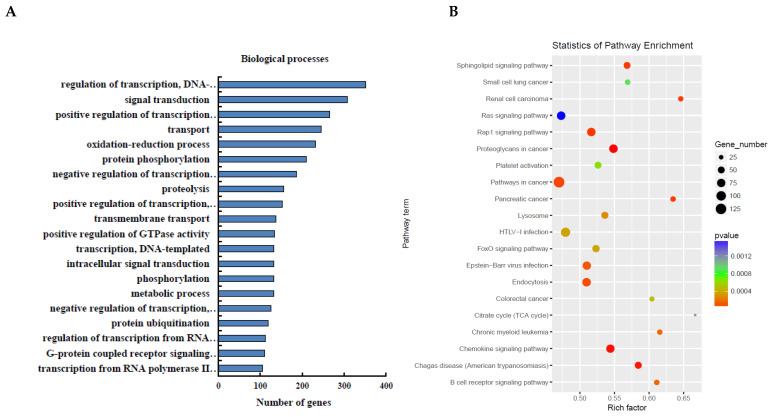

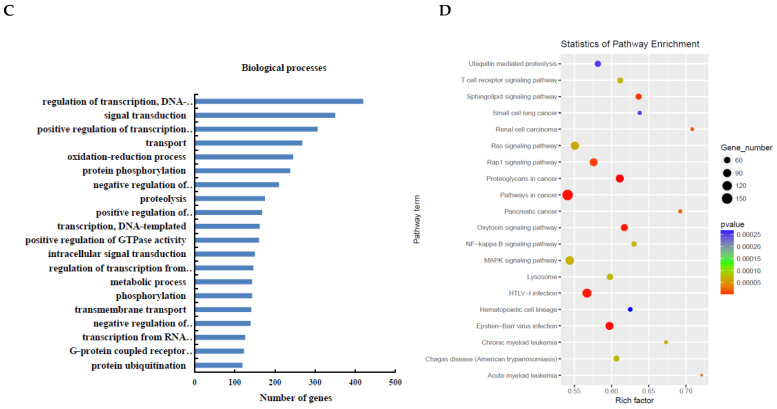
Enrichment analysis of predicted target genes of deregulated miRNAs. (**A**) Significantly altered cellular processes of predicted target genes of DEmiRNAs after H_2_O_2_ treatment (100 μM). (**B**) Significantly altered pathways of the target genes. (**C**) Significantly altered cellular processes of predicted target genes of DEmiRNAs after H_2_O_2_ treatment (300 μM). (**D**) Significantly altered pathways of the target genes.

**Figure 4:**
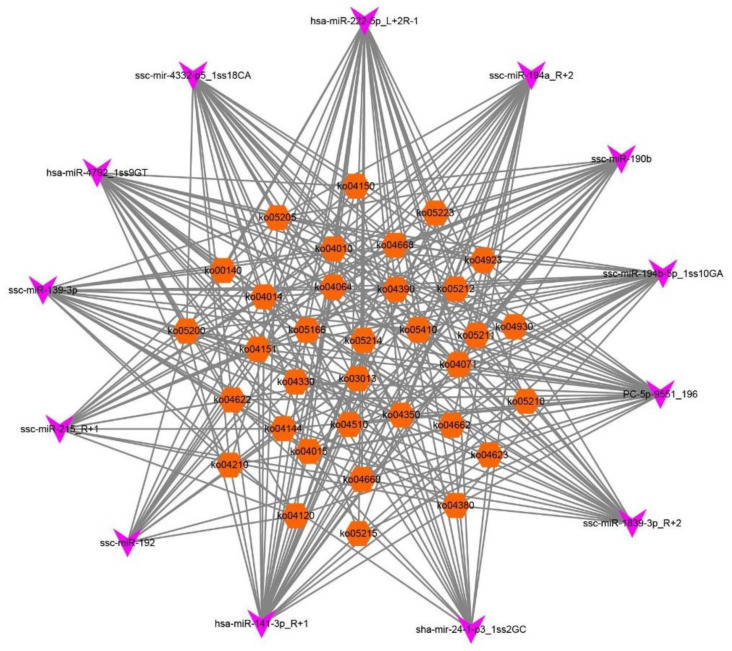
DEmiRNA–KEGG network analysis. The miRNA–KEGG network was built based on the interactions between signal pathways and their respective DEmiRNAs. For the network, the diamond nodes represent miRNA, and the orange nodes represent pathways affected by two/three DE miRNAs.

**Figure 5:**
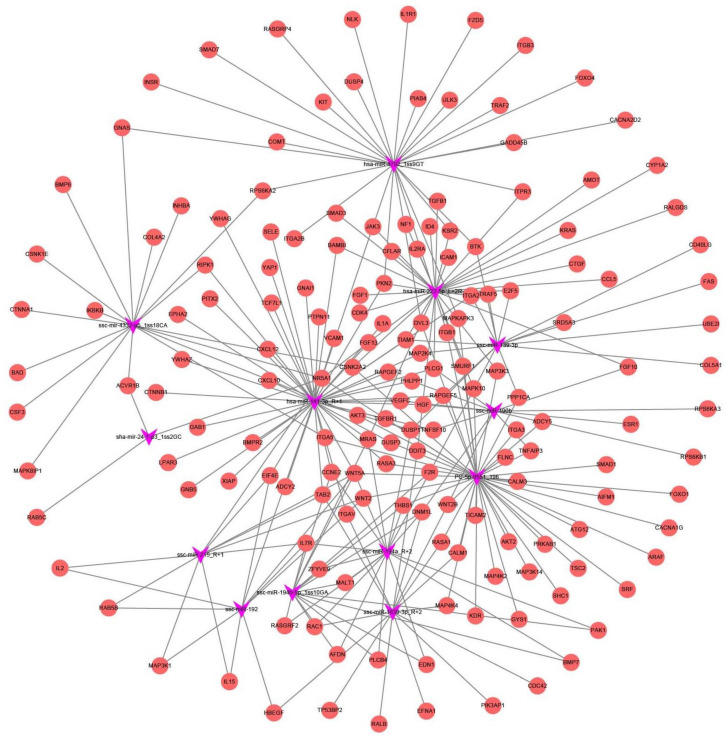
DEmiRNA–Gene network analysis. The miRNA–Gene network was built based on the interactions between miRNAs and the intersected target genes. This analysis illustrates the key regulatory functions of the identified miRNAs and their target genes. For the network, the diamond nodes represent miRNA, and the orange circles represent genes.

**Figure 6:**
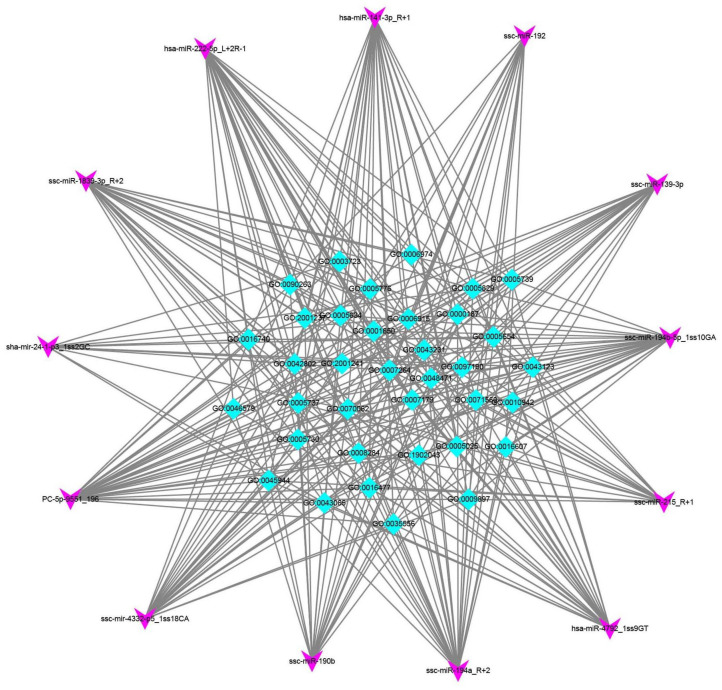
DEmiRNA–GO network analysis. The miRNA–GO network was built based on the relationship between significant biological functions and DEmiRNAs. The squares represent GOs affected by miRNAs, and the diamond nodes represent miRNA.

**Figure 7:**
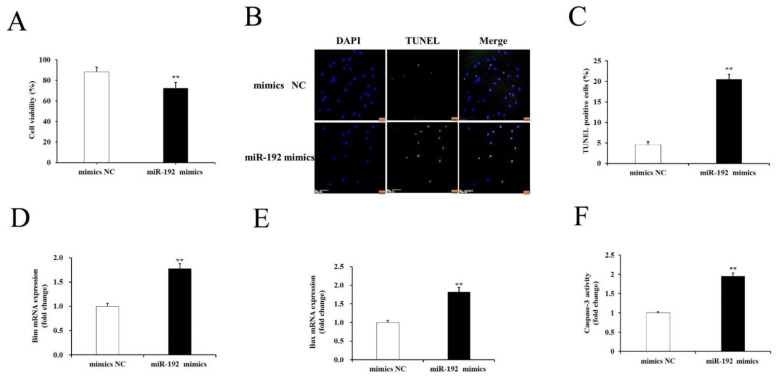
Overexpression of miR-192 induces PGCs apoptosis. (**A**) Effects of miR-192 overexpression on the proliferation of PGCs. (**B**) Apoptosis of GCs was evaluated using TUNEL assay; scale bars correspond to 50 μm. (**C**) Quantification of TUNEL-positive cells in porcine GCs. (**D**) The expression analysis of Bim. The relative expression data were normalized to β-actin. (**E**) The expression analysis of Bax. (**F**) The analysis of caspase-3 activity. The *t*-test was used to examine the differences between the groups. Data are presented as the means ± SE. (*n* = 3). ** *p* < 0.01.

**Figure 8:**
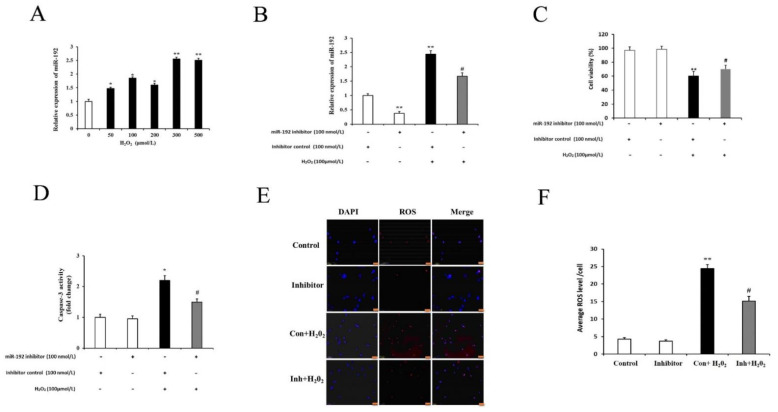
Downregulation of miR-192 alleviates H_2_O_2_-induced PGC injury. (**A**) The expression levels of miR192 in cultured PGCs were measured after 12 h of exposure to different H_2_O_2_ concentrations. (**B**) Transfection with miR-192 inhibitor decreased PGC miR-192 levels significantly. (**C**) Effects of miR-192 downregulation on PGC proliferation. (**D**) Effects of miR-192 downregulation on caspase-3 activity. (**E**) Effects of miR-192 downregulation on intracellular ROS levels, scale bars correspond to 50 μm. (**F**) Quantification of intracellular ROS levels. Each value is expressed as the mean ± S.E. (*n* = 3). * *p* <0.05 and ** *p* < 0.001 vs. con; # *p* < 0.01 Inh + H_2_O_2_ vs. con+ H_2_O_2_.

**Figure 9:**
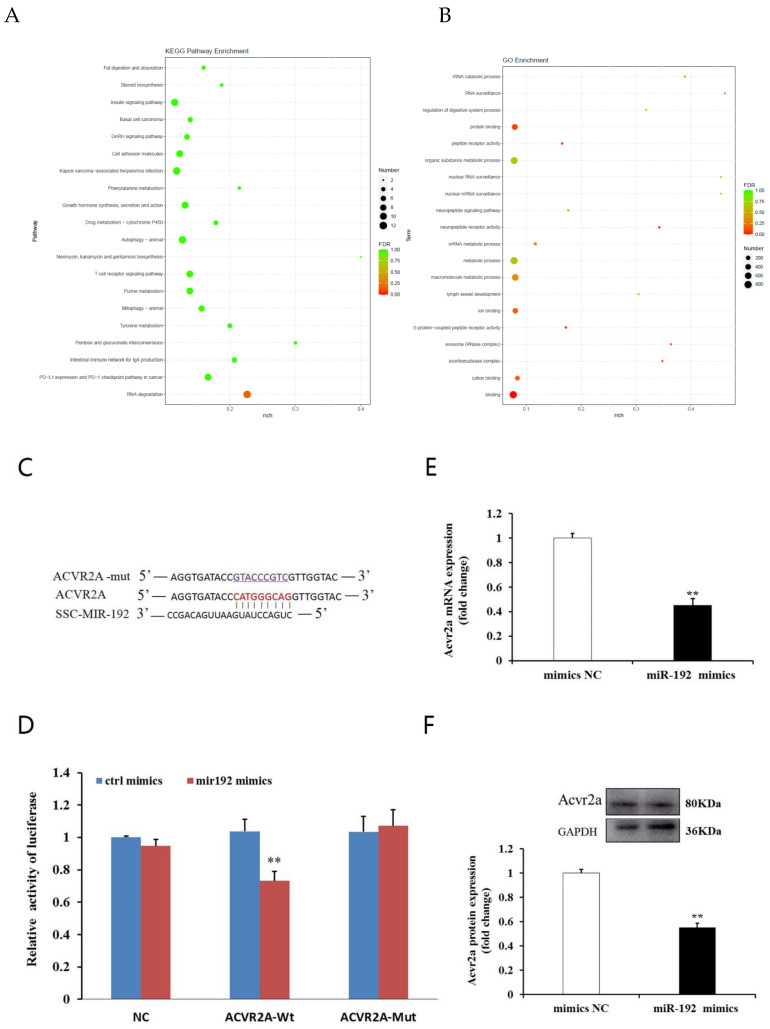
Identification of the miR-192 target gene. (**A**) Bubble chart indicating the KEGG pathways associated with miR-192 targets. (**B**) GO enrichment analysis of miR-192 targets. (**C**) The predicted binding region between miR-192 and Acvr2a mRNA was predicted using bioinformatics analysis. (**D**) Luciferase activity assay. (**E**) The mRNA expression of Acvr2a was assessed in GCs transfected with miR-192 mimics via RT-PCR. (**F**) At 48 h post-transfection, ACVR2A protein level in cultural PGCs was determined via Western blotting. GAPDH expression levels were used to normalize protein levels. Data are presented as means ± SE. (*n* = 3). ** *p* < 0.01.

**Figure 10:**
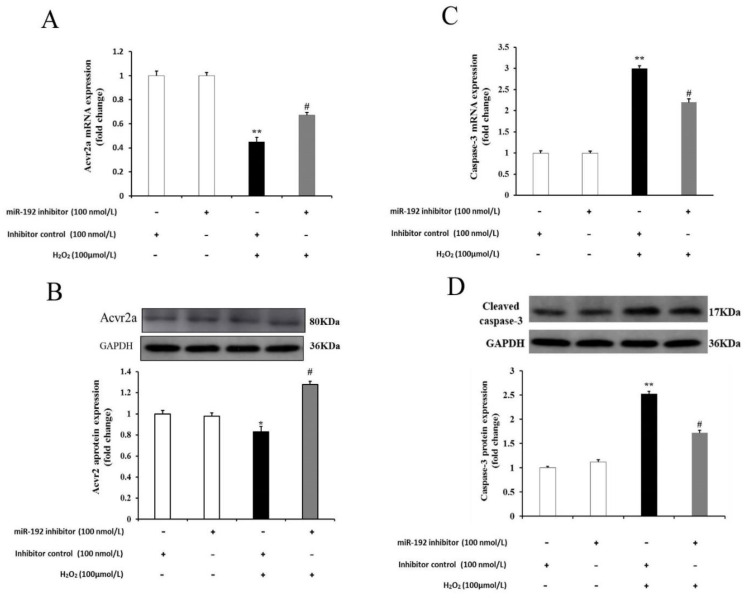
Downregulation of miR-192 attenuates H_2_O_2_-induced oxidative injury in PGCs through the regulation of Acvr2a and caspase-3. (**A**) Effects of miR-192 downregulation on the mRNA expression of Acvr2a. (**B**) Effects of miR-192 downregulation on the protein expression of ACVR2A. (**C**) Effects of miR-192 downregulation on the mRNA expression of caspase-3. (**D**) Effects of miR-192 downregulation on the protein levels of cleaved caspase-3. Data are shown as mean ± SE. (*n* = 3). * *p* < 0.05, ** *p* < 0.01 vs. the H_2_O_2_-free group (control); # *p* < 0.05 vs. the H_2_O_2_ plus inhibitor control.

**Figure 11:**
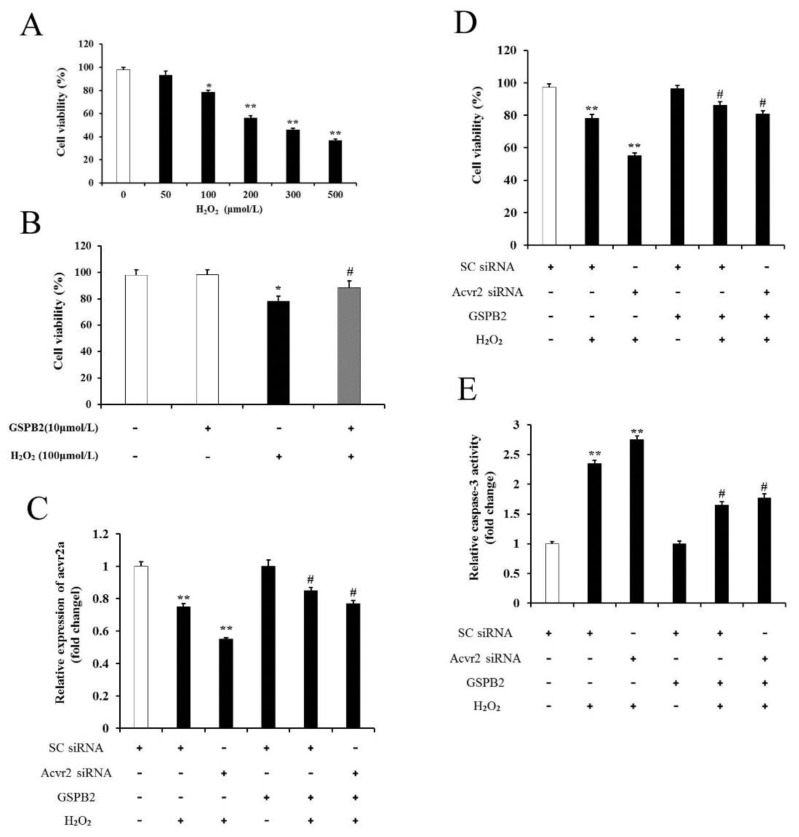
Acvr2a involved in GSPB2-mediated PGC protection during oxidative stress. (**A**) Primary cultured PGCs were treated with different concentrations of H_2_O_2_ for 12 h. Cell viability was then determined using CCK-8 assay. (**B**) PGCs were pretreated with or without GSPB2 (10 μM) for 12 h, rinsed in PBS, and then, incubated with 100 μM H_2_O_2_ for 12 h. Cells were then collected for measurement of cell viability. * *p* < 0.05, ** *p* < 0.01 vs. control group; # *p* < 0.05 vs. the H_2_O_2_-treated group. Data are shown as mean ± SE (*n* = 3). (**C**) PGCs transfected with Acvr2a siRNA or scrambled control siRNA for 24 h were cultured for another 12 h in the presence or absence of 10 μM GSPB2, and then, incubated with 100 μM H_2_O_2_ for 12 h. The mRNA expression of Acvr2a was determined via qRT-PCR. (**D**) Cell viability was determined using the CCK-8 assay. (**E**) Caspase-3 activity was measured using ELISA. Data are shown as mean ± SE. (*n* = 3). ** *p* < 0.05 vs. SC siRNA-alone group; # *p* < 0.05 vs. SC siRNA plus GSPB2 pretreatment.

**Figure 12:**
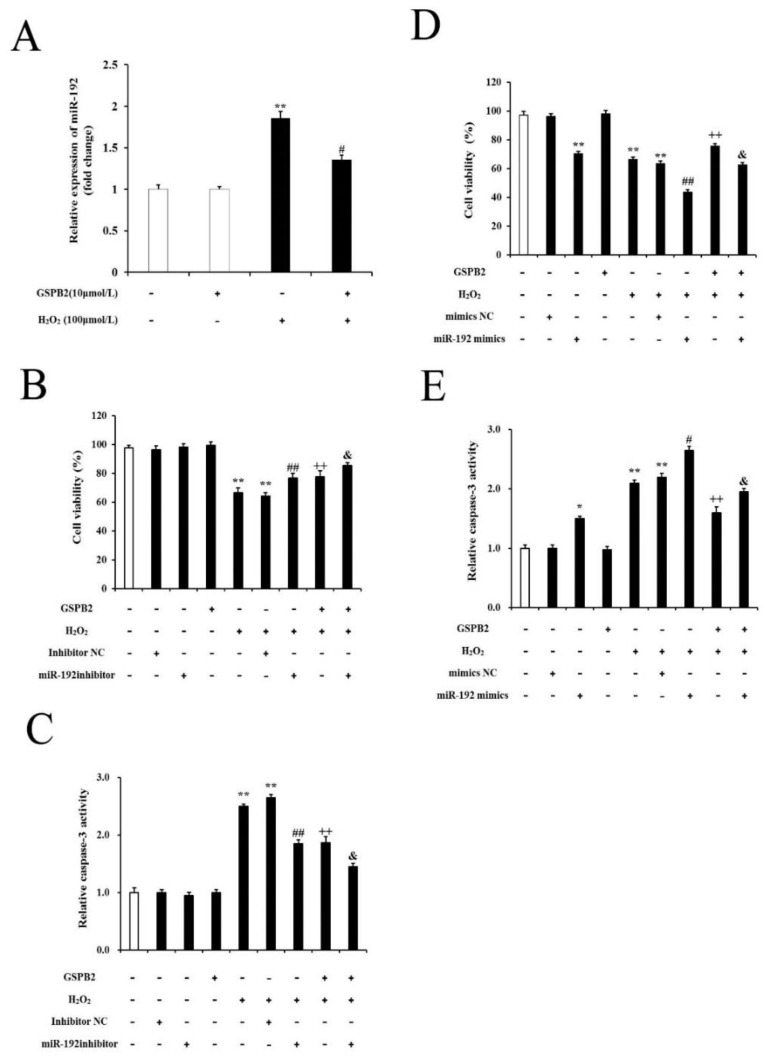
GSPB2 counteracts H_2_O_2_-induced PGC injury through the regulation of miR-192. (**A**) PGCs were pretreated with or without GSPB2 (10 μM) for 12 h, rinsed in PBS, and then, incubated with 100 μM H_2_O_2_ for 12 h. The expression of miR-192 was determined via qRT-PCR. Data are shown as mean ± SE. (*n* = 3). ** *p* < 0.01 vs. the control; ## *p* < 0.05 vs. H_2_O_2_ group. (**B**) PGCs were transfected with miR-192 inhibitor for 24 h; then, they were treated with or without GSPB2 (10 μM) for 12 h, and finally, incubated with H_2_O_2_ (100 μM) for 12 h. A CCK-8 assay was used to determine PGC viability. (**C**) PGCs were treated as above. The detection of caspase-3 activity was conducted via ELISA assay. (**D**) PGCs were transfected with miR-192 mimic for 24 h; then, they were treated with or without GSPB2 (10 μM) for 12 h, and finally, incubated with H_2_O_2_ (100 μM) for 12 h. PGC viability was determined via CCK-8 assay. (**E**) PGCs were treated as above. Caspase-3 activity was measured via ELISA assay. Data are shown as mean ± SE. (*n* = 3). ** *p* < 0.01 vs. the control; ## *p* < 0.01 vs. H_2_O_2_ plus miR-192 inhibitor; ++ *p* < 0.01 vs. GSPB2-alone group; & *p* < 0.05 vs. the GSPB2-plus-H_2_O_2_ group. * *p* < 0.05, # *p* < 0.05.

## Data Availability

The sequence data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE201369.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11152362/s1, Supplementary Table S1: up- and downregulated miRNAs in H_2_O_2_-treated porcine GCs; Supplementary Table S2: predicted target genes of differentially expressed miRNAs in 100 μM H_2_O_2_-treated porcine GCs; Supplementary Table S3: predicted target genes of differentially expressed miRNAs in 300 μM H_2_O_2_-treated porcine GCs. Supplementary Table S4: pathways regulated by 13 differentially expressed miRNAs; Supplementary Table S5: genes regulated by 13 differentially expressed miRNAs; Supplementary Table S6: biological processes regulated by 13 differentially expressed miRNAs.

## References

[1] Zhang J.-Q., Gao B.-W., Guo H.-X., Ren Q.-L., Wang X.-W., Chen J.-F., Wang J., Zhang Z.-J., Ma Q., Xing B.-S. (2019). miR-181a promotes porcine granulosa cell apoptosis by targeting TGFBR1 via the activin signaling pathway. Mol. Cell. Endocrinol..

[2] Tu J., Cheung H.H., Chan C.L.-K., Chan W.Y. (2019). The Role of microRNAs in Ovarian Granulosa Cells in Health and Disease. Front. Endocrinol..

[3] Saller S., Kunz L., Berg D., Berg U., Lara H., Urra J., Hecht S., Pavlik R., Thaler C., Mayerhofer A. (2014). Dopamine in human follicular fluid is associated with cellular uptake and metabolism-dependent generation of reactive oxygen species in granulosa cells: Implications for physiology and pathology. Hum. Reprod..

[4] Giuseppina B., Bussolati S., Sujen Eleonora S., Francesca G. (2008). Reactive oxygen species and anti-oxidant defences in swine follicular fluids. Reprod. Fertil. Dev..

[5] Zhang J.-Q., Gao B.-W., Wang J., Ren Q.-L., Chen J.-F., Ma Q., Zhang Z.-J., Xing B.-S. (2016). Critical Role of FoxO1 in Granulosa Cell Apoptosis Caused by Oxidative Stress and Protective Effects of Grape Seed Procyanidin B2. Oxidative Med. Cell. Longev..

[6] Zhang M., Zhang Q., Hu Y., Xu L., Jiang Y., Zhang C., Ding L., Jiang R., Sun J., Sun H. (2017). miR-181a increases FoxO1 acetylation and promotes granulosa cell apoptosis via SIRT1 downregulation. Cell Death Dis..

[7] Luderer U. (2014). Ovarian Toxicity from Reactive Oxygen Species. Vitam. Horm..

[8] Devine P.J., Perreault S.D., Luderer U. (2012). Roles of Reactive Oxygen Species and Antioxidants in Ovarian Toxicity1. Biol. Reprod..

[9] Jia-Qing Z., Ming S., Cheng-Cheng Z., Feng-Xiang Y., Ze-Qun L., Nazim A., Shao-Chen S., Kui L., Hong-Lin L. (2014). 3-nitropropionic acid induces ovarian oxidative stress and impairs follicle in mouse. PLoS ONE.

[10] Ming S., Fei L., Jiaqing Z., Yiting T., Wei-Kang C., Honglin L. (2012). Involvement of the up-regulated foxo1 expression in follicular granulosa cell apoptosis induced by oxidative stress. J. Biol. Chem..

[11] Roy C., Lavoie M., Richard G., Archambault A., Lapointe J. (2016). Evidence that oxidative stress is higher in replacement gilts than in multiparous sows. J. Anim. Physiol. Anim. Nutr..

[12] Yang Y.Y., Hu C.J., Zhao X.C., Xiao K.L., Deng M., Zhang L., Qiu X.G., Deng J.P., Yin Y.L., Tan C.Q. (2019). Dietary energy sources during late gestation and lactation of sows: Effects on performance, glucolipid metabolism, oxidative status of sows, and their offspring1. J. Anim. Sci..

[13] Zhang J., Xu Y., Liu H., Pan Z. (2019). Micrornas in ovarian follicular atresia and granulosa cell apoptosis. Reprod. Biol. Endocrinol..

[14] Donadeu F.X., Schauer S.N., Sontakke S.D. (2012). Involvement of miRNAs in ovarian follicular and luteal development. J. Endocrinol..

[15] Xu L., Sun H., Zhang M., Jiang Y., Zhang C., Zhou J., Ding L., Hu Y., Yan G. (2017). MicroRNA-145 protects follicular granulosa cells against oxidative stress-induced apoptosis by targeting Krüppel-like factor 4. Mol. Cell. Endocrinol..

[16] Cao R., Wu W., Zhou X., Liu K., Li B., Huang X., Zhang Y., Liu H. (2015). Let-7g induces granulosa cell apoptosis by targeting MAP3K1 in the porcine ovary. Int. J. Biochem. Cell Biol..

[17] Lee B.M., Chun J.L., Lee J.H., Kim E.Y., Park K.-S., Lee J.-H., Daigneault B.W., Smith G.W., Kim K.J., Chang K.-T. (2018). Follistatin Rescues Blastocyst Development of Poor Quality Porcine Cumulus-Oocyte Complexes by Delaying Meiotic Resumption with Decreased cGMP. Reprod. Sci..

[18] Wei H.-K., Zhou Y., Jiang S., Tao Y.-X., Sun H., Peng J., Jiang S. (2013). Feeding a DHA-enriched diet increases skeletal muscle protein synthesis in growing pigs: Association with increased skeletal muscle insulin action and local mRNA expression of insulin-like growth factor 1. Br. J. Nutr..

[19] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative pcr and the 2(-delta delta c(t)) method. Methods.

[20] Fuschi P., Carrara M., Voellenkle C., Garcia-Manteiga J.M., Righini P., Maimone B., Sangalli E., Villa F., Specchia C., Picozza M. (2017). Central role of the p53 pathway in the noncoding-RNA response to oxidative stress. Aging.

[21] Lai K.P., Li J.-W., Tse A.C.-K., Chan T.-F., Wu R.S.-S. (2016). Hypoxia alters steroidogenesis in female marine medaka through miRNAs regulation. Aquat. Toxicol..

[22] Dong L., Vaux D.L. (2020). Glucocorticoids can induce BIM to trigger apoptosis in the absence of BAX and BAK1. Cell Death Dis..

[23] Zhang Q., Sun H., Jiang Y., Ding L., Wu S., Fang T., Yan G., Hu Y. (2013). MicroRNA-181a Suppresses Mouse Granulosa Cell Proliferation by Targeting Activin Receptor IIA. PLoS ONE.

[24] Barbe A., Ramé C., Mellouk N., Estienne A., Bongrani A., Brossaud A., Riva A., Guérif F., Froment P., Dupont J. (2019). Effects of Grape Seed Extract and Proanthocyanidin B2 on In Vitro Proliferation, Viability, Steroidogenesis, Oxidative Stress, and Cell Signaling in Human Granulosa Cells. Int. J. Mol. Sci..

[25] Miyun T.T., Ulrike L. (2006). Opposing effects of glutathione depletion and follicle-stimulating hormone on reactive oxygen species and apoptosis in cultured preovulatory rat follicles. Endocrinology.

[26] Zhang J.-Q., Wang X.-W., Chen J.-F., Ren Q.-L., Wang J., Gao B.-W., Shi Z.-H., Zhang Z.-J., Bai X.-X., Xing B.-S. (2019). Grape Seed Procyanidin B2 Protects Porcine Ovarian Granulosa Cells against Oxidative Stress-Induced Apoptosis by Upregulating let-7a Expression. Oxidative Med. Cell. Longev..

[27] Luo Y., Wen X., Wang L., Gao J., Wang Z., Zhang C., Zhang P., Lu C., Duan L., Tian Y. (2016). Identification of MicroRNAs Involved in Growth Arrest and Apoptosis in Hydrogen Peroxide-Treated Human Hepatocellular Carcinoma Cell Line HepG2. Oxidative Med. Cell. Longev..

[28] Fatemi N., Sanati M.H., Shamsara M., Moayer F., Zavarehei M.J., Pouya A., Sayyahpour F., Ayat H., Gourabi H. (2014). TBHP-induced oxidative stress alters microRNAs expression in mouse testis. J. Assist. Reprod. Genet..

[29] Sohel M.H., Akyuz B., Konca Y., Arslan K., Sariozkan S., Cinar M.U. (2019). Oxidative stress modulates the expression of apoptosis-associated microRNAs in bovine granulosa cells in vitro. Cell Tissue Res..

[30] Ebrahimi S.O., Reiisi S., Shareef S. (2020). miRNAs, oxidative stress, and cancer: A comprehensive and updated review. J. Cell. Physiol..

[31] Chunxue Z., Jingtao S., Shuangbo K., Mei Z., Qun Z., Jidong Z., Xin Z., Nannan K., Yue J., Lijun D. (2019). Microrna-181a promotes follicular granulosa cell apoptosis via sphingosine-1-phosphate receptor 1 expression downregulation. Biol. Reprod..

[32] Magenta A., Cencioni C., Fasanaro P., Zaccagnini G., Greco S., Sarra-Ferraris G., Capogrossi M.C. (2011). Mir-200c is upregulated by oxidative stress and induces endothelial cell apoptosis and senescence via zeb1 inhibition. Cell Death Differ..

[33] Romay M.C., Che N., Becker S.N., Pouldar D., Hagopian R., Xiao X., Lusis A.J., Berliner J.A., Civelek M. (2015). Regulation of nf-κb signaling by oxidized glycerophospholipid and il-1β induced mirs-21-3p and -27a-5p in human aortic endothelial cells. J. Lipid Res..

[34] Zhang H., Tian Y., Liang D., Fu Q., Jia L., Wu D., Zhu X. (2020). The Effects of Inhibition of MicroRNA-375 in a Mouse Model of Doxorubicin-Induced Cardiac Toxicity. Med. Sci. Monit..

[35] Huang P., Xi J., Liu S. (2016). MiR-139-3p induces cell apoptosis and inhibits metastasis of cervical cancer by targeting NOB1. Biomed. Pharmacother..

[36] Diez-Fraile A., Lammens T., Tilleman K., Witkowski W., Verhasselt B., Sutter P.D., Benoit Y., Espeel M., D’Herde K. (2014). Age-associated differential microrna levels in human follicular fluid reveal pathways potentially determining fertility and success of in vitro fertilization. Hum. Fertil..

[37] Wei L., Geng L., Yong C. (2018). Mir-19b alleviates mpp+-induced neuronal cytotoxicity via targeting the hapln4/mapk pathway in sh-sy5y cells. RSC Adv..

[38] Shen M., Liu Z., Li B., Teng Y., Zhang J., Tang Y., Sun S.-C., Liu H. (2014). Involvement of FoxO1 in the effects of follicle-stimulating hormone on inhibition of apoptosis in mouse granulosa cells. Cell Death Dis..

[39] Shen M., Jiang Y., Guan Z., Cao Y., Li L., Liu H., Sun S.-C. (2017). Protective mechanism of FSH against oxidative damage in mouse ovarian granulosa cells by repressing autophagy. Autophagy.

[40] Shi J., Sun X., Lin Y., Zou X., Li Z., Liao Y., Zhang H. (2014). Endothelial cell injury and dysfunction induced by silver nanoparticles through oxidative stress via ikk/nf-κb pathways. Biomaterials.

[41] Liu S., Shen M., Li C., Wei Y., Meng X., Li R., Cao Y., Wu W., Liu H. (2019). PKCδ contributes to oxidative stress-induced apoptosis in porcine ovarian granulosa cells via activating JNK. Theriogenology.

[42] Wang X.-L., Wu Y., Tan L.-B., Tian Z., Liu J.-H., Zhu D.-S., Zeng S.-M. (2012). Follicle-stimulating Hormone Regulates Pro-apoptotic Protein Bcl-2-interacting Mediator of Cell Death-Extra Long (BimEL)-induced Porcine Granulosa Cell Apoptosis. J. Biol. Chem..

[43] Gao H., Lin L., Haq I.U., Zeng S.M. (2016). Inhibition of nf-κb promotes autophagy via jnk signaling pathway in porcine granulosa cells. Biochem. Biophys. Res. Commun..

[44] Cao Y., Shen M., Jiang Y., Sun S.-C., Liu H. (2018). Melatonin reduces oxidative damage in mouse granulosa cells via restraining JNK-dependent autophagy. Reproduction.

[45] He T., Quan T., Voorhees J.J., Fisher G.J. (2009). Oxidative stress impairs tgf-beta responsiveness by coordinate down-regulation of type ii tgf-beta receptor and smad3 in primary human skin fibroblasts. J. Investig. Dermatol..

[46] Lane K.L., Talati M., Austin E., Hemnes A.R., Johnson J.A., Fessel J.P., Blackwell T., Mernaugh R.L., Robinson L., Fike C. (2011). Oxidative Injury is a Common Consequence of BMPR2 Mutations. Pulm. Circ..

[47] Kairisalo M., Bonomo A., Hyrskyluoto A., Mudò G., Belluardo N., Korhonen L., Lindholm D. (2011). Resveratrol reduces oxidative stress and cell death and increases mitochondrial antioxidants and XIAP in PC6.3-cells. Neurosci. Lett..

[48] Mobley J.A., Brueggemeier R.W. (2004). Estrogen receptor-mediated regulation of oxidative stress and DNA damage in breast cancer. Carcinogenesis.

[49] Ebert M.S., Sharp P.A. (2012). Roles for MicroRNAs in Conferring Robustness to Biological Processes. Cell.

[50] Geula H., Hermona S. (2011). Cholinesterase-targeting micrornas identified in silico affect specific biological processes. Front. Mol. Neurosci..

[51] Feng S., Cong S., Zhang X., Bao X., Wang W., Li H., Wang Z., Wang G., Xu J., Du B. (2011). MicroRNA-192 targeting retinoblastoma 1 inhibits cell proliferation and induces cell apoptosis in lung cancer cells. Nucleic Acids Res..

[52] Schang G., Ongaro L., Schultz H., Wang Y., Zhou X., Brûlé E., Boehm U., Lee S.-J., Bernard D.J. (2020). Murine FSH Production Depends on the Activin Type II Receptors ACVR2A and ACVR2B. Endocrinology.

[53] Woo I., Christenson L.K., Gunewardena S., Ingles S.A., Thomas S., Ahmady A., Chung K., Bendikson K., Paulson R., McGinnis L.K. (2018). Micro-RNAs involved in cellular proliferation have altered expression profiles in granulosa of young women with diminished ovarian reserve. J. Assist. Reprod. Genet..

[54] Ongaro L., Zhou X., Cui Y., Boehm U., Bernard D.J. (2019). Gonadotrope-specific deletion of the BMP type 2 receptor does not affect reproductive physiology in mice. Biol. Reprod..

[55] Matzuk M.M., Kumar T.R., Bradley A. (1995). Different phenotypes for mice deficient in either activins or activin receptor type II. Nature.

# Supplementary material for: Downregulation of miR-192 Alleviates Oxidative Stress-Induced Porcine Granulosa Cell Injury by Directly Targeting Acvr2a
**Source:** Cells. 2022 Aug 1;11(15):2362. doi: 10.3390/cells11152362
**Supplement:** Supplementary file 1

Supplementary Information for

Downregulation of miR-192 alleviates oxidative stress-induced porcine granulosa cell injury by directly targeting acvr2a

Supplementary Table S1. Up- and down-regulated miRNAs in H2O2 treated porcine granulosa cells

Low concentration (100 μ M) versus control group				
miRNA ID	Mature sequence (5'-3')	p-value	log2FC	Regulation
ssc-miR-339_L-2	CCTGTCCTCCAGGAGCTCA	1.92×10^{-2}	-2.68	down
ssc-mir-374a-p5	CTTATCAGGTTGTATTGTAA	3.84×10^{-2}	-2.46	down
mmu-miR-1983_L-2R+1	CACCTGGAGCATGTTTCTT	2.95×10^{-2}	-2.40	down
hsa-miR-26a-1-3p	CCTATTCTTGGTTACTTGCACG	1.81×10^{-2}	-1.93	down
mmu-miR-2137_L-2R-1	CGGCGGGAGCCCCGGGGA	3.18×10^{-2}	-1.75	down
hsa-miR-149-3p_L+1	GAGGGAGGGACGGGGGCTGTG<br>C	4.23×10^{-2}	-1.72	down
hsa-miR-4508_L+2R-1	AAGCGGGGCTGGGCGCGC	4.82×10^{-2}	-1.16	down
sha-mir-24-1-p3_1ss2GC	TCGATTGGACCCGCCCTCCG	3.84×10^{-3}	-1.11	down
ssc-miR-192	CTGACCTATGAATTGACAGCC	3.73×10^{-3}	1.63	up
ssc-miR-139-3p	TGGAGACGCGGCCCTGTTGGAG<br>T	2.24×10^{-2}	1.76	up
hsa-miR-27a-5p	AGGGCTTAGCTGCTTGTGAGCA	2.07×10^{-3}	1.82	up
ssc-miR-194b-5p_1	TGTAACAGCAACTCCATGTGGA	3.78×10^{-3}	1.88	up
ssc-miR-338_R+1	TCCAGCATCAGTGATTTTGTGA	4.72×10^{-2}	2.21	up
ssc-miR-1839-3p_R+2	AGACCTACTTTTCTACCAACAGC	1.82×10^{-2}	2.60	up
ssc-miR-190b	TGATATGTTTGATATTGGGTTG	2.78×10^{-2}	2.65	up
PC-5p-9551_196	CTCCCTGGGCTCTGCCTCCC	3.73×10^{-2}	2.78	up
hsa-miR-222-5p_L+2R-1	GGCTCAGTAGCCAGTGTAGATC<br>C	1.70×10^{-3}	2.88	up
hsa-miR-141-3p_R+1	TAACACTGTCTGGTAAAGATGG<br>C	2.87×10^{-3}	3.31	up
hsa-mir-1973-p5	GTATTCTGACCGTGCAAAGGTAG<br>CA	1.29×10^{-3}	3.95	up
ssc-miR-215_R+1	ATGACCTATGAATTGACAGACA	5.18×10^{-3}	3.96	up
hsa-miR-200c-3p	TAATACTGCCGGGTAATGATGGA	1.15×10^{-2}	4.23	up
PC-5p-11132_163	TGTCTAGAAAGTCTGTTGT	3.39×10^{-2}	4.48	up
High concentration (300 μ M) versus control group				

cfa-miR-8903_R-2_1ss21GA	TCTTGGGCCCCACCCCCGGA	1.43×10^{-2}	-2.96	down
hsa-miR-873-3p_L-1_1ss11GA	GAGACTGATAAGTTCCCGGA	3.86×10^{-2}	-2.51	down
PC-3p-39317_30	TGCCTCCCTCTGTGCCACAGT	4.90×10^{-2}	-2.22	down
sha-miR-21_L+2R-2	AATAGCTTATCAGACTGATGTTGAC	3.02×10^{-3}	-1.68	down
ssc-miR-27b-5p_R-1	AGAGCTTAGCTGATTGGTGAAC	2.16×10^{-3}	-1.52	down
mmu-miR-26a-2-3p_1ss4GA	CCTATTCTTGATTACTTGTTC	2.40×10^{-3}	-1.52	down
mmu-miR-107-5p	AGCTTCTTACAGTGTGCCTTG	2.28×10^{-3}	-1.26	down
hsa-miR-129-1-3p	AAGCCCTTACCCCAAAAAGTAT	5.35×10^{-3}	-1.23	down
sha-mir-24-1-p3_1ss2GC	TCGATTGGACCCGCCCTCCG	1.72×10^{-3}	-1.20	down
hsa-miR-31-3p_R+1	TGCTATGCCAACATATTGCCATC	1.17×10^{-3}	-1.16	down
hsa-miR-590-5p_1ss19GA	GAGCTTATTCATAAAAGTACAG	1.29×10^{-2}	-1.13	down
hsa-miR-23b-5p	TGGGTTCCTGGCATGCTGATTT	7.44×10^{-3}	-1.11	down
ssc-miR-181d-5p	AACATTCATTGTTGTCGGTGGGT<br>T	3.99×10^{-3}	-1.10	down
ssc-miR-19b	TGTGCAAATCCATGCAAACTG<br>A	1.02×10^{-2}	-1.06	down
bta-mir-2478-p3_1ss20GA	ATCCCACTTCTGACACCATA	2.32×10^{-2}	1.87	up
hsa-miR-222-5p_L+2R-1	GGCTCAGTAGCCAGTGTAGATC<br>C	9.18×10^{-3}	1.92	up
ssc-miR-424-5p_R-3	CAGCAGCAATTCATGTTTT	9.36×10^{-3}	1.93	up
ssc-miR-339_R-2	TCCCTGTCTCCAGGAGCT	1.94×10^{-3}	1.96	up
ssc-miR-192	CTGACCTATGAATTGACAGCC	3.66×10^{-2}	2.19	up
ssc-miR-1839-3p_R+2	AGACCTACTTTTCTACCAACAGC	3.88×10^{-2}	2.29	up
mmu-let-7j_R-2	TGAGGTATTAGTTTGTGCTGTT	3.27×10^{-2}	2.50	up
ssc-miR-190b	TGATATGTTTGATATTGGGTTG	2.71×10^{-3}	2.86	up
PC-5p-9551_196	CTCCCTGGGCTCTGCCTCCC	2.49×10^{-2}	2.97	up
hsa-miR-375	TTTGTTTCGTTTCGGCTCGCGTGA	4.76×10^{-3}	3.13	up
hsa-miR-141-3p_R+1	TAACACTGTCTGGTAAAGATGG<br>C	4.43×10^{-2}	3.83	up
PC-3p-21836_71	CTCTTTTCTTTGTGAAGG	2.08×10^{-2}	4.08	up
ssc-miR-215_R+1	ATGACCTATGAATTGACAGACA	1.59×10^{-3}	4.12	up
hsa-miR-1246_L+1R+2	AAATGGATTTTGGAGCAGGGA	1.02×10^{-2}	4.15	up
PC-5p-12443_142	CAGCCTCTGGCATGTTGGA	1.81×10^{-2}	4.52	up
hsa-miR-4792_1ss9GT	CGGTGAGCTCTCGCTGGC	4.27×10^{-2}	4.66	up
PC-5p-6765_300	TGTGCTTGCTGAGGAGC	6.38×10^{-2}	5.85	up
mmu-mir-6240-p5_1ss13AG	TCGCGAAGGCCCGCGGCGG	3.83×10^{-5}	5.99	up

ssc-mir-4332-<br>p5_1ss18CA	CGGCCGCCGCCGGGCGCATT	3.98×10^{-2}	7.58	up

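The fold changes of Table S1 followed from the normalized counts, each within 0.01 of the log2 ratio of the group means, for 22 of 22 entries in LOS and 33 of 33 in MOS. A comparison per miRNA with a separate variance for each group, chosen after Table S1 was seen, came within 2% of its p-values for 22 of 22 and 32 of 33 entries. The exception was the predicted candidate PC-5p-6765_300, where the printed p-value is 6.38e-2 and the comparison gave 0.00638. Over all entries this comparison passed the cut-off for 35 in LOS and 70 in MOS, beside 5 and 52 entries that were at 0 in 1 of the groups. Table S1 holds 22 of the 35 and 33 of the 70. ssc-miR-183_R-1, a sensory and epithelial miRNA, was among those past the cut-off in LOS that it does not hold. The 13 network miRNAs were exactly the 13 entries that passed in LOS and in MOS under this comparison, among them ssc-miR-194a_R+2, which Table S1 gives at neither dose.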

$|\text{Log}_2(\text{Fold change})| \geq 1$ and $p\text{-value} < 0.05$ was the cut-off criteria for DE miRNAs.

Supplementary Table S2. Predicted target genes of differentially expressed miRNAs in 100 μM H_2O_2 treated porcine GCs

Gene ID	Symbol	miRNA ID
ENSSSCG00000000002	GTSE1	mmu-miR-1983_L-2R+1
ENSSSCG00000000003	TTC38	ssc-miR-192
ENSSSCG00000000003	TTC38	ssc-miR-215_R+1
ENSSSCG00000000003	TTC38	ssc-miR-338_R+1
ENSSSCG00000000011	ENSSSCG00000000011	ssc-miR-339_L-2
ENSSSCG00000000013	ENSSSCG00000000013	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000018	ENSSSCG00000000018	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000029	SCUBE1	hsa-miR-149-3p_L+1
ENSSSCG00000000029	SCUBE1	hsa-miR-4508_L+2R-1
ENSSSCG00000000029	SCUBE1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000029	SCUBE1	ssc-miR-339_L-2
ENSSSCG00000000031	MCAT	PC-5p-9551_196
ENSSSCG00000000036	PACSIN2	PC-5p-9551_196
ENSSSCG00000000036	PACSIN2	hsa-miR-141-3p_R+1
ENSSSCG00000000040	43346	hsa-miR-149-3p_L+1
ENSSSCG00000000040	43346	ssc-miR-192
ENSSSCG00000000040	43346	ssc-miR-215_R+1
ENSSSCG00000000040	43346	ssc-miR-339_L-2
ENSSSCG00000000045	ENSSSCG00000000045	ssc-miR-338_R+1
ENSSSCG00000023108	ENSSSCG00000023108	hsa-miR-149-3p_L+1
ENSSSCG00000023108	ENSSSCG00000023108	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000058	SNU13	hsa-miR-149-3p_L+1
ENSSSCG00000000058	SNU13	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000059	XRCC6	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000060	DESI1	PC-5p-9551_196
ENSSSCG00000000064	ACO2	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000066	L3MBTL2	PC-5p-9551_196
ENSSSCG00000000066	L3MBTL2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000066	L3MBTL2	ssc-miR-139-3p
ENSSSCG00000000066	L3MBTL2	ssc-miR-1839-3p_R+2
ENSSSCG00000000066	L3MBTL2	ssc-miR-338_R+1
ENSSSCG00000000067	CHADL	hsa-miR-27a-5p

ENSSSCG00000000072	SLC25A17	hsa-miR-200c-3p
ENSSSCG00000000077	ADSL	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000080	GRAP2	PC-5p-9551_196
ENSSSCG00000000082	CACNA1I	hsa-miR-4508_L+2R-1
ENSSSCG00000000093	DNAL4	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000095	GTPBP1	hsa-miR-149-3p_L+1
ENSSSCG00000000095	GTPBP1	hsa-miR-27a-5p
ENSSSCG00000000095	GTPBP1	hsa-miR-4508_L+2R-1
ENSSSCG00000000107	CSNK1E	hsa-miR-200c-3p
ENSSSCG00000000107	CSNK1E	hsa-miR-4508_L+2R-1
ENSSSCG00000000111	BAIAP2L2	ssc-miR-139-3p
ENSSSCG00000000117	ENSSSCG00000000117	PC-5p-9551_196
ENSSSCG00000000120	ANKRD54	ssc-miR-338_R+1
ENSSSCG00000029945	ENSSSCG00000029945	PC-5p-9551_196
ENSSSCG00000000130	CYTH4	PC-5p-9551_196
ENSSSCG00000000130	CYTH4	hsa-miR-26a-1-3p
ENSSSCG00000000130	CYTH4	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000134	MPST	ssc-miR-339_L-2
ENSSSCG00000000136	CSF2RB	hsa-miR-149-3p_L+1
ENSSSCG00000000136	CSF2RB	hsa-miR-27a-5p
ENSSSCG00000000137	NCF4	PC-5p-9551_196
ENSSSCG00000000137	NCF4	ssc-miR-139-3p
ENSSSCG00000000138	PVALB	sha-mir-24-1-p3_1ss2GC
ENSSSCG00000000139	IFT27	ssc-miR-139-3p
ENSSSCG00000000142	FOXRED2	hsa-miR-149-3p_L+1
ENSSSCG00000000142	FOXRED2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000142	FOXRED2	hsa-miR-26a-1-3p
ENSSSCG00000000142	FOXRED2	mmu-miR-1983_L-2R+1
ENSSSCG00000000142	FOXRED2	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000142	FOXRED2	ssc-miR-1839-3p_R+2
ENSSSCG00000000142	FOXRED2	ssc-miR-339_L-2
ENSSSCG00000000144	TXN2	PC-5p-9551_196
ENSSSCG00000000144	TXN2	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000144	TXN2	ssc-miR-139-3p
ENSSSCG00000000157	BPIFC	PC-5p-9551_196
ENSSSCG00000000157	BPIFC	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000158	RTCB	hsa-miR-141-3p_R+1
ENSSSCG00000000160	PRDM4	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000162	BTBD11	ssc-miR-190b
ENSSSCG00000000175	ENSSSCG00000000175	PC-5p-9551_196
ENSSSCG00000000176	CACNB3	PC-5p-9551_196
ENSSSCG00000000176	CACNB3	mmu-miR-1983_L-2R+1
ENSSSCG00000000181	RND1	hsa-miR-149-3p_L+1
ENSSSCG00000000181	RND1	ssc-miR-339_L-2

ENSSSCG00000000191	NR5A1	PC-5p-9551_196
ENSSSCG00000000195	PRPH	hsa-miR-27a-5p
ENSSSCG00000000195	PRPH	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000203	ENSSSCG00000000203	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000206	FAIM2	PC-5p-11132_163
ENSSSCG00000000206	FAIM2	hsa-miR-149-3p_L+1
ENSSSCG00000000211	AQP5	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000214	ENSSSCG00000000214	PC-5p-9551_196
ENSSSCG00000000214	ENSSSCG00000000214	hsa-miR-141-3p_R+1
ENSSSCG00000000216	ENSSSCG00000000216	PC-5p-9551_196
ENSSSCG00000000216	ENSSSCG00000000216	hsa-miR-149-3p_L+1
ENSSSCG00000000216	ENSSSCG00000000216	ssc-miR-139-3p
ENSSSCG00000000223	ENSSSCG00000000223	hsa-miR-149-3p_L+1
ENSSSCG00000000223	ENSSSCG00000000223	hsa-miR-26a-1-3p
ENSSSCG00000000223	ENSSSCG00000000223	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000223	ENSSSCG00000000223	ssc-miR-192
ENSSSCG00000000223	ENSSSCG00000000223	ssc-miR-215_R+1
ENSSSCG00000000223	ENSSSCG00000000223	ssc-miR-338_R+1
ENSSSCG00000000224	SMAGP	hsa-miR-149-3p_L+1
ENSSSCG00000000232	ACVRL1	PC-5p-9551_196
ENSSSCG00000000232	ACVRL1	ssc-miR-1839-3p_R+2
ENSSSCG00000000232	ACVRL1	ssc-miR-339_L-2
ENSSSCG00000000233	ACVR1B	sha-mir-24-1-p3_1ss2GC
ENSSSCG00000000235	KRT82	PC-5p-9551_196
ENSSSCG00000000235	KRT82	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000235	KRT82	ssc-miR-339_L-2
ENSSSCG00000000243	ENSSSCG00000000243	ssc-mir-374a-p5
ENSSSCG00000000244	PPBP	ssc-miR-339_L-2
ENSSSCG00000000246	ENSSSCG00000000246	hsa-miR-27a-5p
ENSSSCG00000000248	KRT5	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000251	KRT1	ssc-miR-192
ENSSSCG00000000251	KRT1	ssc-miR-215_R+1
ENSSSCG00000000252	KRT8	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000258	RARG	PC-5p-9551_196
ENSSSCG00000000258	RARG	hsa-miR-149-3p_L+1
ENSSSCG00000000258	RARG	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000259	CSAD	hsa-miR-141-3p_R+1
ENSSSCG00000000259	CSAD	hsa-miR-149-3p_L+1
ENSSSCG00000000259	CSAD	ssc-miR-139-3p
ENSSSCG00000000262	SPRYD3	hsa-miR-141-3p_R+1
ENSSSCG00000000262	SPRYD3	hsa-miR-149-3p_L+1
ENSSSCG00000000268	AAAS	PC-5p-9551_196
ENSSSCG00000000268	AAAS	hsa-miR-141-3p_R+1
ENSSSCG00000000268	AAAS	mmu-miR-1983_L-2R+1

ENSSSCG00000000271	AMHR2	PC-5p-9551_196
ENSSSCG00000000271	AMHR2	ssc-miR-339_L-2
ENSSSCG00000000274	PCBP2	mmu-miR-1983_L-2R+1
ENSSSCG00000000290	COPZ1	hsa-miR-149-3p_L+1
ENSSSCG00000000293	ITGA5	PC-5p-9551_196
ENSSSCG00000000293	ITGA5	hsa-miR-149-3p_L+1
ENSSSCG00000000293	ITGA5	ssc-miR-339_L-2
ENSSSCG00000000297	ENSSSCG00000000297	hsa-miR-4508_L+2R-1
ENSSSCG00000000297	ENSSSCG00000000297	mmu-miR-1983_L-2R+1
ENSSSCG00000000297	ENSSSCG00000000297	ssc-miR-339_L-2
ENSSSCG00000000361	CD63	mmu-miR-1983_L-2R+1
ENSSSCG00000000363	GDF11	hsa-miR-149-3p_L+1
ENSSSCG00000000363	GDF11	hsa-miR-26a-1-3p
ENSSSCG00000000366	DNAJC14	ssc-miR-192
ENSSSCG00000000366	DNAJC14	ssc-miR-215_R+1
ENSSSCG00000000369	PYM1	PC-5p-9551_196
ENSSSCG00000000369	PYM1	hsa-miR-141-3p_R+1
ENSSSCG00000000369	PYM1	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000370	ENSSSCG00000000370	hsa-miR-200c-3p
ENSSSCG00000000373	CDK2	hsa-miR-200c-3p
ENSSSCG00000000377	ENSSSCG00000000377	PC-5p-9551_196
ENSSSCG00000000377	ENSSSCG00000000377	hsa-miR-149-3p_L+1
ENSSSCG00000000379	ESYT1	PC-5p-9551_196
ENSSSCG00000000379	ESYT1	ssc-miR-339_L-2
ENSSSCG00000000382	ENSSSCG00000000382	PC-5p-9551_196
ENSSSCG00000000382	ENSSSCG00000000382	hsa-miR-149-3p_L+1
ENSSSCG00000000382	ENSSSCG00000000382	ssc-miR-139-3p
ENSSSCG00000000383	ENSSSCG00000000383	PC-5p-9551_196
ENSSSCG00000000385	SLC39A5	mmu-miR-1983_L-2R+1
ENSSSCG00000000399	TIMELESS	hsa-miR-149-3p_L+1
ENSSSCG00000000399	TIMELESS	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000401	ENSSSCG00000000401	mmu-miR-1983_L-2R+1
ENSSSCG00000000403	BAZ2A	hsa-miR-149-3p_L+1
ENSSSCG00000000403	BAZ2A	hsa-miR-27a-5p
ENSSSCG00000000406	PTGES3	hsa-miR-141-3p_R+1
ENSSSCG00000000406	PTGES3	ssc-mir-374a-p5
ENSSSCG00000000408	ENSSSCG00000000408	mmu-miR-1983_L-2R+1
ENSSSCG00000025960	ENSSSCG00000025960	ssc-miR-338_R+1
ENSSSCG00000000411	ENSSSCG00000000411	hsa-miR-149-3p_L+1
ENSSSCG00000025542	ENSSSCG00000025542	PC-5p-9551_196
ENSSSCG00000000418	TAC3	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000420	ENSSSCG00000000420	hsa-miR-4508_L+2R-1
ENSSSCG00000000420	ENSSSCG00000000420	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000423	ENSSSCG00000000423	hsa-miR-200c-3p

ENSSSCG00000000426	ENSSSCG00000000426	hsa-miR-149-3p_L+1
ENSSSCG00000026524	ENSSSCG00000026524	ssc-miR-338_R+1
ENSSSCG00000000433	B4GALNT1	ssc-miR-139-3p
ENSSSCG00000000437	ENSSSCG00000000437	PC-5p-9551_196
ENSSSCG00000000437	ENSSSCG00000000437	hsa-miR-149-3p_L+1
ENSSSCG00000000437	ENSSSCG00000000437	mmu-miR-1983_L-2R+1
ENSSSCG00000000437	ENSSSCG00000000437	ssc-miR-139-3p
ENSSSCG00000000437	ENSSSCG00000000437	ssc-miR-1839-3p_R+2
ENSSSCG00000000437	ENSSSCG00000000437	ssc-miR-192
ENSSSCG00000000439	KIF5A	PC-5p-9551_196
ENSSSCG00000000439	KIF5A	hsa-miR-149-3p_L+1
ENSSSCG00000000443	ENSSSCG00000000443	ssc-miR-139-3p
ENSSSCG00000000443	ENSSSCG00000000443	ssc-miR-1839-3p_R+2
ENSSSCG00000000443	ENSSSCG00000000443	ssc-miR-339_L-2
ENSSSCG00000000443	ENSSSCG00000000443	ssc-mir-374a-p5
ENSSSCG00000000456	SLC16A7	PC-5p-9551_196
ENSSSCG00000000456	SLC16A7	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000456	SLC16A7	ssc-miR-192
ENSSSCG00000000456	SLC16A7	ssc-miR-215_R+1
ENSSSCG00000000457	ENSSSCG00000000457	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000457	ENSSSCG00000000457	ssc-miR-1839-3p_R+2
ENSSSCG00000000457	ENSSSCG00000000457	ssc-miR-338_R+1
ENSSSCG00000000458	MON2	ssc-miR-192
ENSSSCG00000000458	MON2	ssc-miR-215_R+1
ENSSSCG00000028869	ENSSSCG00000028869	ssc-miR-190b
ENSSSCG00000000481	IFNG	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000481	IFNG	ssc-mir-374a-p5
ENSSSCG00000000500	ENSSSCG00000000500	hsa-miR-149-3p_L+1
ENSSSCG00000000510	TMEM19	hsa-miR-141-3p_R+1
ENSSSCG00000000512	TBC1D15	hsa-miR-141-3p_R+1
ENSSSCG00000000512	TBC1D15	ssc-miR-190b
ENSSSCG00000000519	GLIPR1	hsa-miR-26a-1-3p
ENSSSCG00000000519	GLIPR1	ssc-miR-1839-3p_R+2
ENSSSCG00000000519	GLIPR1	ssc-miR-192
ENSSSCG00000000519	GLIPR1	ssc-miR-215_R+1
ENSSSCG00000000520	KRR1	PC-5p-11132_163
ENSSSCG00000000520	KRR1	PC-5p-9551_196
ENSSSCG00000000520	KRR1	hsa-miR-141-3p_R+1
ENSSSCG00000000520	KRR1	hsa-miR-222-5p_L+2R+1
ENSSSCG00000000520	KRR1	hsa-miR-26a-1-3p
ENSSSCG00000000520	KRR1	mmu-miR-1983_L-2R+1
ENSSSCG00000000522	NAP1L1	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000529	DNM1L	PC-5p-11132_163
ENSSSCG00000000529	DNM1L	ssc-miR-1839-3p_R+2

ENSSSCG00000000529	DNM1L	ssc-miR-190b
ENSSSCG00000000529	DNM1L	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000529	DNM1L	ssc-miR-339_L-2
ENSSSCG00000000529	DNM1L	ssc-mir-374a-p5
ENSSSCG00000000534	IPO8	hsa-miR-149-3p_L+1
ENSSSCG00000000534	IPO8	hsa-miR-200c-3p
ENSSSCG00000000534	IPO8	mmu-miR-1983_L-2R+1
ENSSSCG00000000534	IPO8	ssc-miR-339_L-2
ENSSSCG00000000536	ERGIC2	hsa-miR-27a-5p
ENSSSCG00000000536	ERGIC2	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000536	ERGIC2	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000539	ENSSSCG00000000539	hsa-miR-141-3p_R+1
ENSSSCG00000000539	ENSSSCG00000000539	ssc-miR-190b
ENSSSCG00000000541	FAR2	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000541	FAR2	ssc-mir-374a-p5
ENSSSCG00000000544	PTHLH	hsa-miR-200c-3p
ENSSSCG00000000544	PTHLH	ssc-miR-190b
ENSSSCG00000000545	KLHL42	ssc-miR-192
ENSSSCG00000000545	KLHL42	ssc-miR-215_R+1
ENSSSCG00000000547	MRPS35	hsa-miR-141-3p_R+1
ENSSSCG00000000547	MRPS35	hsa-miR-200c-3p
ENSSSCG00000000549	PPFIBP1	hsa-miR-149-3p_L+1
ENSSSCG00000000549	PPFIBP1	hsa-miR-200c-3p
ENSSSCG00000000552	MED21	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000553	TM7SF3	PC-5p-9551_196
ENSSSCG00000000553	TM7SF3	ssc-miR-338_R+1
ENSSSCG00000000554	FGFR1OP2	hsa-miR-141-3p_R+1
ENSSSCG00000000554	FGFR1OP2	hsa-miR-149-3p_L+1
ENSSSCG00000000554	FGFR1OP2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000555	ENSSSCG00000000555	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000555	ENSSSCG00000000555	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000577	GYS2	hsa-miR-200c-3p
ENSSSCG00000000579	GOLT1B	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000580	RECQL	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000580	RECQL	ssc-miR-1839-3p_R+2
ENSSSCG00000000583	PYROXD1	PC-5p-9551_196
ENSSSCG00000000583	PYROXD1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000584	SLCO1A2	PC-5p-9551_196
ENSSSCG00000000584	SLCO1A2	ssc-miR-1839-3p_R+2
ENSSSCG00000000584	SLCO1A2	ssc-miR-339_L-2
ENSSSCG00000000587	AEBP2	hsa-miR-141-3p_R+1
ENSSSCG00000000587	AEBP2	hsa-miR-26a-1-3p
ENSSSCG00000000600	ENSSSCG00000000600	hsa-miR-200c-3p
ENSSSCG00000000601	ENSSSCG00000000601	hsa-miR-149-3p_L+1

ENSSSCG00000000604	ARHGDIB	hsa-miR-149-3p_L+1
ENSSSCG00000000604	ARHGDIB	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000607	ART4	hsa-miR-27a-5p
ENSSSCG00000000607	ART4	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000607	ART4	ssc-miR-1839-3p_R+2
ENSSSCG00000000611	WBP11	PC-5p-9551_196
ENSSSCG00000000611	WBP11	hsa-miR-141-3p_R+1
ENSSSCG00000000611	WBP11	ssc-miR-1839-3p_R+2
ENSSSCG00000000612	ATF7IP	ssc-miR-338_R+1
ENSSSCG00000000613	ENSSSCG00000000613	PC-5p-9551_196
ENSSSCG00000000619	FAM234B	hsa-miR-149-3p_L+1
ENSSSCG00000000619	FAM234B	mmu-miR-1983_L-2R+1
ENSSSCG00000000619	FAM234B	ssc-miR-192
ENSSSCG00000000619	FAM234B	ssc-miR-215_R+1
ENSSSCG00000000619	FAM234B	ssc-miR-338_R+1
ENSSSCG00000000620	ENSSSCG00000000620	hsa-miR-200c-3p
ENSSSCG00000000620	ENSSSCG00000000620	ssc-miR-339_L-2
ENSSSCG00000000623	BCL2L14	ssc-miR-339_L-2
ENSSSCG00000000625	LRP6	hsa-miR-149-3p_L+1
ENSSSCG00000000625	LRP6	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000633	YBX3	ssc-miR-338_R+1
ENSSSCG00000000634	STYK1	PC-5p-11132_163
ENSSSCG00000000634	STYK1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000634	STYK1	ssc-mir-374a-p5
ENSSSCG00000000640	ENSSSCG00000000640	hsa-miR-26a-1-3p
ENSSSCG00000000640	ENSSSCG00000000640	hsa-miR-27a-5p
ENSSSCG00000000640	ENSSSCG00000000640	ssc-mir-374a-p5
ENSSSCG00000000645	GABARAPL1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000645	GABARAPL1	ssc-miR-339_L-2
ENSSSCG00000000647	OLR1	ssc-miR-192
ENSSSCG00000000647	OLR1	ssc-miR-215_R+1
ENSSSCG00000000648	CLEC7A	hsa-miR-149-3p_L+1
ENSSSCG00000000648	CLEC7A	ssc-mir-374a-p5
ENSSSCG00000000648	CLEC7A	hsa-miR-149-3p_L+1
ENSSSCG00000000648	CLEC7A	ssc-mir-374a-p5
ENSSSCG00000000648	CLEC7A	hsa-miR-149-3p_L+1
ENSSSCG00000000648	CLEC7A	ssc-mir-374a-p5
ENSSSCG00000000653	CD69	ssc-mir-374a-p5
ENSSSCG00000000653	CD69	hsa-miR-141-3p_R+1
ENSSSCG00000000653	CD69	hsa-miR-26a-1-3p
ENSSSCG00000000653	CD69	ssc-mir-374a-p5
ENSSSCG00000000655	KLRF1	hsa-miR-27a-5p
ENSSSCG00000000655	KLRF1	mmu-miR-1983_L-2R+1
ENSSSCG00000000655	KLRF1	ssc-mir-374a-p5

ENSSSCG00000000662	M6PR	hsa-miR-200c-3p
ENSSSCG00000000662	M6PR	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000685	TPI1	PC-5p-9551_196
ENSSSCG00000000685	TPI1	hsa-miR-27a-5p
ENSSSCG00000000685	TPI1	ssc-miR-139-3p
ENSSSCG00000000687	CD4	hsa-miR-149-3p_L+1
ENSSSCG00000000687	CD4	hsa-miR-149-3p_L+1
ENSSSCG00000000690	ENSSSCG00000000690	hsa-miR-149-3p_L+1
ENSSSCG00000000690	ENSSSCG00000000690	hsa-miR-4508_L+2R-1
ENSSSCG00000000691	ENSSSCG00000000691	hsa-miR-149-3p_L+1
ENSSSCG00000000692	PIANP	hsa-miR-149-3p_L+1
ENSSSCG00000000702	ZNF384	hsa-miR-149-3p_L+1
ENSSSCG00000000702	ZNF384	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000704	TAPBPL	PC-5p-9551_196
ENSSSCG00000000704	TAPBPL	hsa-miR-149-3p_L+1
ENSSSCG00000000704	TAPBPL	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000704	TAPBPL	ssc-miR-339_L-2
ENSSSCG00000000709	PLEKHG6	PC-5p-9551_196
ENSSSCG00000000709	PLEKHG6	hsa-miR-149-3p_L+1
ENSSSCG00000000713	ENSSSCG00000000713	ssc-miR-139-3p
ENSSSCG00000000723	C12orf4	ssc-miR-338_R+1
ENSSSCG00000000728	PARP11	PC-5p-9551_196
ENSSSCG00000000728	PARP11	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000730	PRMT8	hsa-miR-149-3p_L+1
ENSSSCG00000000730	PRMT8	ssc-miR-1839-3p_R+2
ENSSSCG00000000730	PRMT8	ssc-miR-339_L-2
ENSSSCG00000000735	TSPAN9	hsa-miR-141-3p_R+1
ENSSSCG00000000735	TSPAN9	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000736	TEAD4	hsa-miR-4508_L+2R-1
ENSSSCG00000000736	TEAD4	hsa-miR-4508_L+2R-1
ENSSSCG00000000739	FOXM1	PC-5p-11132_163
ENSSSCG00000000739	FOXM1	hsa-miR-149-3p_L+1
ENSSSCG00000000739	FOXM1	ssc-miR-339_L-2
ENSSSCG00000000742	ITFG2	ssc-mir-374a-p5
ENSSSCG00000000746	WASH1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000746	WASH1	ssc-miR-339_L-2
ENSSSCG00000000749	SLC6A12	PC-5p-11132_163
ENSSSCG00000000749	SLC6A12	ssc-miR-339_L-2
ENSSSCG00000000751	CCDC77	PC-5p-9551_196
ENSSSCG00000000753	WNK1	hsa-miR-149-3p_L+1
ENSSSCG00000000753	WNK1	ssc-miR-192
ENSSSCG00000000753	WNK1	ssc-miR-215_R+1
ENSSSCG00000000753	WNK1	ssc-miR-338_R+1
ENSSSCG00000000753	WNK1	ssc-miR-339_L-2

ENSSSCG00000000753	WNK1	ssc-mir-374a-p5
ENSSSCG00000000754	RAD52	PC-5p-9551_196
ENSSSCG00000000754	RAD52	mmu-miR-1983_L-2R+1
ENSSSCG00000000760	LRTM2	ssc-miR-139-3p
ENSSSCG00000000760	LRTM2	ssc-miR-338_R+1
ENSSSCG00000027190	ENSSSCG00000027190	hsa-miR-222-5p_L+2R-1
ENSSSCG00000027190	ENSSSCG00000027190	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000774	USP18	hsa-miR-149-3p_L+1
ENSSSCG00000000774	USP18	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000774	USP18	mmu-miR-1983_L-2R+1
ENSSSCG00000000774	USP18	ssc-miR-338_R+1
ENSSSCG00000000778	CPNE8	PC-5p-9551_196
ENSSSCG00000000778	CPNE8	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000778	CPNE8	ssc-miR-190b
ENSSSCG00000000784	LRRK2	hsa-miR-141-3p_R+1
ENSSSCG00000000784	LRRK2	hsa-miR-200c-3p
ENSSSCG00000000784	LRRK2	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000784	LRRK2	ssc-miR-338_R+1
ENSSSCG00000000784	LRRK2	ssc-mir-374a-p5
ENSSSCG00000000793	PPHLN1	hsa-miR-141-3p_R+1
ENSSSCG00000000793	PPHLN1	hsa-miR-149-3p_L+1
ENSSSCG00000000798	TWF1	PC-5p-9551_196
ENSSSCG00000000798	TWF1	hsa-miR-149-3p_L+1
ENSSSCG00000000798	TWF1	ssc-miR-190b
ENSSSCG00000000798	TWF1	ssc-miR-339_L-2
ENSSSCG00000000798	TWF1	ssc-mir-374a-p5
ENSSSCG00000000800	PUS7L	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000800	PUS7L	ssc-miR-192
ENSSSCG00000000800	PUS7L	ssc-miR-215_R+1
ENSSSCG00000000800	PUS7L	ssc-miR-339_L-2
ENSSSCG00000000806	SCAF11	hsa-miR-141-3p_R+1
ENSSSCG00000000806	SCAF11	hsa-miR-200c-3p
ENSSSCG00000000816	SENP1	PC-5p-9551_196
ENSSSCG00000000839	ALDH1L2	PC-5p-9551_196
ENSSSCG00000000839	ALDH1L2	hsa-miR-141-3p_R+1
ENSSSCG00000000839	ALDH1L2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000839	ALDH1L2	hsa-miR-27a-5p
ENSSSCG00000000839	ALDH1L2	ssc-miR-192
ENSSSCG00000000839	ALDH1L2	ssc-miR-215_R+1
ENSSSCG00000000839	ALDH1L2	PC-5p-9551_196
ENSSSCG00000000839	ALDH1L2	hsa-miR-141-3p_R+1
ENSSSCG00000000839	ALDH1L2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000839	ALDH1L2	hsa-miR-27a-5p
ENSSSCG00000000839	ALDH1L2	ssc-miR-192

ENSSSCG00000000839	ALDH1L2	ssc-miR-215_R+1
ENSSSCG00000000840	ENSSSCG00000000840	hsa-miR-141-3p_R+1
ENSSSCG00000000840	ENSSSCG00000000840	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000841	APPL2	hsa-miR-141-3p_R+1
ENSSSCG00000000841	APPL2	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000841	APPL2	ssc-mir-374a-p5
ENSSSCG00000000842	KANSL2	PC-5p-11132_163
ENSSSCG00000000842	KANSL2	hsa-miR-141-3p_R+1
ENSSSCG00000000844	NFYB	hsa-miR-141-3p_R+1
ENSSSCG00000000846	HCFC2	hsa-miR-200c-3p
ENSSSCG00000000846	HCFC2	ssc-miR-1839-3p_R+2
ENSSSCG00000000846	HCFC2	ssc-miR-190b
ENSSSCG00000000846	HCFC2	ssc-miR-192
ENSSSCG00000000846	HCFC2	ssc-miR-215_R+1
ENSSSCG00000000846	HCFC2	ssc-miR-339_L-2
ENSSSCG00000000847	TDG	hsa-miR-141-3p_R+1
ENSSSCG00000000847	TDG	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000847	TDG	ssc-miR-192
ENSSSCG00000000847	TDG	ssc-miR-215_R+1
ENSSSCG00000000847	TDG	ssc-miR-338_R+1
ENSSSCG00000000854	ENSSSCG00000000854	hsa-miR-141-3p_R+1
ENSSSCG00000000862	ENSSSCG00000000862	hsa-miR-200c-3p
ENSSSCG00000000862	ENSSSCG00000000862	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000863	SYCP3	ssc-miR-190b
ENSSSCG00000000863	SYCP3	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000870	ARL1	hsa-miR-200c-3p
ENSSSCG00000000870	ARL1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000870	ARL1	ssc-miR-339_L-2
ENSSSCG00000000877	ENSSSCG00000000877	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000877	ENSSSCG00000000877	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000025682	ENSSSCG00000025682	hsa-miR-141-3p_R+1
ENSSSCG00000000884	ENSSSCG00000000884	hsa-miR-200c-3p
ENSSSCG00000000884	ENSSSCG00000000884	ssc-miR-338_R+1
ENSSSCG00000000884	ENSSSCG00000000884	ssc-mir-374a-p5
ENSSSCG00000000886	SLC25A3	hsa-miR-141-3p_R+1
ENSSSCG00000000893	AMDHD1	hsa-miR-141-3p_R+1
ENSSSCG00000000893	AMDHD1	ssc-miR-1839-3p_R+2
ENSSSCG00000000895	SNRPF	hsa-miR-27a-5p
ENSSSCG00000000902	NR2C1	hsa-miR-141-3p_R+1
ENSSSCG00000000902	NR2C1	ssc-miR-192
ENSSSCG00000000902	NR2C1	ssc-miR-215_R+1
ENSSSCG00000000905	NDUFA12	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000907	PLXNC1	PC-5p-9551_196
ENSSSCG00000000907	PLXNC1	hsa-miR-141-3p_R+1

ENSSSCG00000000907	PLXNC1	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000908	UBE2N	hsa-miR-149-3p_L+1
ENSSSCG00000000908	UBE2N	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000910	SOCS2	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000000912	EEA1	hsa-miR-26a-1-3p
ENSSSCG00000000916	LUM	hsa-miR-26a-1-3p
ENSSSCG00000000916	LUM	ssc-miR-192
ENSSSCG00000000916	LUM	ssc-miR-215_R+1
ENSSSCG00000000921	ENSSSCG00000000921	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000924	C12orf50	ssc-miR-1839-3p_R+2
ENSSSCG00000000925	C12orf29	PC-5p-9551_196
ENSSSCG00000000925	C12orf29	hsa-miR-200c-3p
ENSSSCG00000000925	C12orf29	ssc-miR-192
ENSSSCG00000000925	C12orf29	ssc-miR-215_R+1
ENSSSCG00000000926	CEP290	ssc-miR-190b
ENSSSCG00000000926	CEP290	ssc-miR-339_L-2
ENSSSCG00000000939	ACSS3	PC-5p-11132_163
ENSSSCG00000000948	SYT1	hsa-miR-27a-5p
ENSSSCG00000000948	SYT1	ssc-mir-374a-p5
ENSSSCG00000000950	E2F7	ssc-miR-1839-3p_R+2
ENSSSCG00000000950	E2F7	ssc-mir-374a-p5
ENSSSCG00000000951	CSRP2	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000952	ENSSSCG00000000952	hsa-miR-222-5p_L+2R-1
ENSSSCG00000000952	ENSSSCG00000000952	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000952	ENSSSCG00000000952	ssc-miR-139-3p
ENSSSCG00000000952	ENSSSCG00000000952	ssc-miR-194b-5p_1ss10GA
ENSSSCG000000024510	ENSSSCG000000024510	ssc-miR-190b
ENSSSCG00000000959	ENSSSCG00000000959	hsa-miR-149-3p_L+1
ENSSSCG00000000973	SELO	PC-5p-9551_196
ENSSSCG00000000975	PANX2	hsa-miR-200c-3p
ENSSSCG00000000978	MLC1	hsa-miR-27a-5p
ENSSSCG00000000978	MLC1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000985	NR5A1	PC-5p-9551_196
ENSSSCG00000000994	GMDS	ssc-miR-192
ENSSSCG00000000994	GMDS	ssc-miR-215_R+1
ENSSSCG00000000997	PPP1R3G	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000000998	RPP40	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000000998	RPP40	ssc-miR-192
ENSSSCG00000000998	RPP40	ssc-miR-215_R+1
ENSSSCG00000000999	ENSSSCG00000000999	PC-5p-9551_196
ENSSSCG00000000999	ENSSSCG00000000999	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001000	ECI2	PC-5p-9551_196
ENSSSCG00000001009	RIPK1	hsa-miR-141-3p_R+1
ENSSSCG000000026211	ENSSSCG000000026211	ssc-miR-194b-5p_1ss10GA

ENSSSCG00000026211	ENSSSCG00000026211	ssc-miR-339_L-2
ENSSSCG00000025199	ENSSSCG00000025199	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000024310	ENSSSCG00000024310	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000026199	ENSSSCG00000026199	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000026199	ENSSSCG00000026199	ssc-miR-339_L-2
ENSSSCG00000001021	RREB1	PC-5p-9551_196
ENSSSCG00000001021	RREB1	hsa-miR-149-3p_L+1
ENSSSCG00000001027	BMP6	hsa-miR-27a-5p
ENSSSCG00000001027	BMP6	ssc-miR-338_R+1
ENSSSCG00000001030	ENSSSCG00000001030	hsa-miR-141-3p_R+1
ENSSSCG00000001033	SLC35B3	ssc-miR-190b
ENSSSCG00000001036	TFAP2A	hsa-miR-141-3p_R+1
ENSSSCG00000001036	TFAP2A	hsa-miR-149-3p_L+1
ENSSSCG00000001036	TFAP2A	hsa-miR-200c-3p
ENSSSCG00000001039	GCNT2	PC-5p-9551_196
ENSSSCG00000001049	HIVEP1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001050	EDN1	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001053	TBC1D7	hsa-miR-141-3p_R+1
ENSSSCG00000001056	RANBP9	hsa-miR-141-3p_R+1
ENSSSCG00000001056	RANBP9	hsa-miR-200c-3p
ENSSSCG00000001056	RANBP9	hsa-miR-4508_L+2R-1
ENSSSCG00000001057	MCUR1	PC-5p-9551_196
ENSSSCG00000001057	MCUR1	hsa-miR-149-3p_L+1
ENSSSCG00000001057	MCUR1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001063	MYLIP	ssc-miR-139-3p
ENSSSCG00000001063	MYLIP	ssc-miR-338_R+1
ENSSSCG00000001066	RBM24	PC-5p-9551_196
ENSSSCG00000001066	RBM24	hsa-miR-141-3p_R+1
ENSSSCG00000001066	RBM24	ssc-miR-1839-3p_R+2
ENSSSCG00000001068	ENSSSCG00000001068	mmu-miR-1983_L-2R+1
ENSSSCG00000001073	TPMT	hsa-miR-149-3p_L+1
ENSSSCG00000001073	TPMT	hsa-miR-27a-5p
ENSSSCG00000001073	TPMT	ssc-miR-1839-3p_R+2
ENSSSCG00000001073	TPMT	ssc-miR-338_R+1
ENSSSCG00000001074	KDM1B	PC-5p-11132_163
ENSSSCG00000001074	KDM1B	hsa-miR-149-3p_L+1
ENSSSCG00000001074	KDM1B	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001074	KDM1B	ssc-mir-374a-p5
ENSSSCG00000001076	RNF144B	PC-5p-9551_196
ENSSSCG00000001076	RNF144B	mmu-miR-1983_L-2R+1
ENSSSCG00000001076	RNF144B	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001076	RNF144B	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001076	RNF144B	ssc-mir-374a-p5
ENSSSCG00000001079	E2F3	hsa-miR-141-3p_R+1

ENSSSCG00000001079	E2F3	hsa-miR-149-3p_L+1
ENSSSCG00000001079	E2F3	hsa-miR-200c-3p
ENSSSCG00000001079	E2F3	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001079	E2F3	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001085	DCDC2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001087	MRS2	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001087	MRS2	ssc-miR-339_L-2
ENSSSCG00000001087	MRS2	ssc-mir-374a-p5
ENSSSCG00000001091	KIAA0319	hsa-miR-141-3p_R+1
ENSSSCG00000001091	KIAA0319	hsa-miR-200c-3p
ENSSSCG00000001091	KIAA0319	hsa-miR-26a-1-3p
ENSSSCG00000001092	TDP2	hsa-miR-200c-3p
ENSSSCG00000001094	C6orf62	ssc-miR-1839-3p_R+2
ENSSSCG00000001094	C6orf62	ssc-miR-192
ENSSSCG00000001094	C6orf62	ssc-miR-215_R+1
ENSSSCG00000001095	GMNN	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000027958	ENSSSCG00000027958	PC-5p-11132_163
ENSSSCG00000027958	ENSSSCG00000027958	hsa-miR-200c-3p
ENSSSCG00000027958	ENSSSCG00000027958	ssc-miR-192
ENSSSCG00000027958	ENSSSCG00000027958	ssc-miR-215_R+1
ENSSSCG00000001156	ZNF322	PC-5p-9551_196
ENSSSCG00000022394	ENSSSCG00000022394	PC-5p-11132_163
ENSSSCG00000022394	ENSSSCG00000022394	hsa-miR-200c-3p
ENSSSCG00000022394	ENSSSCG00000022394	ssc-miR-192
ENSSSCG00000022394	ENSSSCG00000022394	ssc-miR-215_R+1
ENSSSCG00000001202	ZNF389	hsa-miR-141-3p_R+1
ENSSSCG00000001203	ZSCAN9	ssc-miR-338_R+1
ENSSSCG00000001204	ENSSSCG00000001204	mmu-miR-1983_L-2R+1
ENSSSCG00000001209	ZSCAN12	hsa-miR-26a-1-3p
ENSSSCG00000001209	ZSCAN12	ssc-miR-1839-3p_R+2
ENSSSCG00000001209	ZSCAN12	ssc-miR-192
ENSSSCG00000001209	ZSCAN12	ssc-miR-215_R+1
ENSSSCG00000001209	ZSCAN12	ssc-miR-338_R+1
ENSSSCG00000001214	GPX5	hsa-miR-26a-1-3p
ENSSSCG00000001219	TRIM27	ssc-miR-139-3p
ENSSSCG00000001219	TRIM27	ssc-miR-190b
ENSSSCG00000001233	TRIM26	hsa-miR-149-3p_L+1
ENSSSCG00000001233	TRIM26	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001235	TRIM15	hsa-miR-4508_L+2R-1
ENSSSCG00000001235	TRIM15	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000028173	TRIM31	hsa-miR-149-3p_L+1
ENSSSCG00000024259	ENSSSCG00000024259	PC-5p-9551_196
ENSSSCG00000024259	ENSSSCG00000024259	mmu-miR-1983_L-2R+1
ENSSSCG00000028347	PPP1R11	PC-5p-9551_196

ENSSSCG00000028347	PPP1R11	mmu-miR-1983_L-2R+1
ENSSSCG00000001239	ENSSSCG00000001239	hsa-miR-141-3p_R+1
ENSSSCG00000022261	ENSSSCG00000022261	hsa-miR-149-3p_L+1
ENSSSCG00000001245	ZNRD1	hsa-miR-141-3p_R+1
ENSSSCG00000001252	UBD	ssc-miR-192
ENSSSCG00000001252	UBD	ssc-miR-215_R+1
ENSSSCG00000001346	ABCF1	ssc-miR-338_R+1
ENSSSCG00000001347	PPP1R10	hsa-miR-149-3p_L+1
ENSSSCG00000001362	MDC1	hsa-miR-141-3p_R+1
ENSSSCG00000001362	MDC1	hsa-miR-200c-3p
ENSSSCG00000001379	TUBB	hsa-miR-149-3p_L+1
ENSSSCG00000001379	TUBB	hsa-miR-200c-3p
ENSSSCG00000001379	TUBB	hsa-miR-27a-5p
ENSSSCG00000001384	VAR52	hsa-miR-149-3p_L+1
ENSSSCG00000001384	VAR52	ssc-miR-339_L-2
ENSSSCG00000001390	PSORS1C2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001394	MIC-2	ssc-miR-1839-3p_R+2
ENSSSCG00000001403	NR5A1	hsa-miR-149-3p_L+1
ENSSSCG00000001404	NR5A1	PC-5p-9551_196
ENSSSCG00000001404	NR5A1	sha-mir-24-1-p3_1ss2GC
ENSSSCG00000001410	BAG6	hsa-miR-200c-3p
ENSSSCG00000001410	BAG6	hsa-miR-200c-3p
ENSSSCG00000001412	C6orf47	mmu-miR-1983_L-2R+1
ENSSSCG00000001419	SLC44A4	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001420	EHMT2	hsa-miR-149-3p_L+1
ENSSSCG00000001420	EHMT2	hsa-miR-149-3p_L+1
ENSSSCG00000001422	C2	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001428	CYP21A2	hsa-miR-149-3p_L+1
ENSSSCG00000001433	NR5A1	hsa-miR-141-3p_R+1
ENSSSCG00000001435	AGPAT1	PC-5p-9551_196
ENSSSCG00000001435	AGPAT1	hsa-miR-4508_L+2R-1
ENSSSCG00000001435	AGPAT1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001436	RNF5	hsa-miR-149-3p_L+1
ENSSSCG00000001439	GPSM3	hsa-miR-149-3p_L+1
ENSSSCG00000001441	BTNL5	hsa-miR-26a-1-3p
ENSSSCG00000001441	BTNL5	mmu-miR-1983_L-2R+1
ENSSSCG00000001459	ENSSSCG00000001459	hsa-miR-149-3p_L+1
ENSSSCG00000001459	ENSSSCG00000001459	ssc-miR-139-3p
ENSSSCG00000001465	SLA-DOB	ssc-miR-139-3p
ENSSSCG00000020893	NR5A1	hsa-miR-149-3p_L+1
ENSSSCG00000001471	BRD2	hsa-miR-149-3p_L+1
ENSSSCG00000001472	SLA-DOA	hsa-miR-141-3p_R+1
ENSSSCG00000001475	LOC100155600	hsa-miR-27a-5p
ENSSSCG00000001477	RING1	mmu-miR-2137_L-2R-1_1ss16AG

ENSSSCG00000001478	ENSSSCG00000001478	ssc-miR-1839-3p_R+2
ENSSSCG00000001478	ENSSSCG00000001478	ssc-miR-192
ENSSSCG00000001478	ENSSSCG00000001478	ssc-miR-215_R+1
ENSSSCG00000001479	HMGCLL1	hsa-miR-141-3p_R+1
ENSSSCG00000001479	HMGCLL1	ssc-miR-190b
ENSSSCG00000001479	HMGCLL1	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001483	FAM83B	hsa-miR-26a-1-3p
ENSSSCG00000001483	FAM83B	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001486	LRRC1	hsa-miR-141-3p_R+1
ENSSSCG00000001486	LRRC1	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001486	LRRC1	ssc-miR-139-3p
ENSSSCG00000001488	GCLC	ssc-miR-139-3p
ENSSSCG00000001493	ENSSSCG00000001493	hsa-miR-149-3p_L+1
ENSSSCG00000001498	BEND6	hsa-miR-149-3p_L+1
ENSSSCG00000001498	BEND6	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001503	B3GALT4	hsa-miR-149-3p_L+1
ENSSSCG00000001510	ENSSSCG00000001510	ssc-miR-1839-3p_R+2
ENSSSCG00000001516	BAK1	PC-5p-11132_163
ENSSSCG00000001516	BAK1	PC-5p-9551_196
ENSSSCG00000001516	BAK1	hsa-miR-149-3p_L+1
ENSSSCG00000001516	BAK1	ssc-miR-139-3p
ENSSSCG00000001516	BAK1	ssc-miR-192
ENSSSCG00000001516	BAK1	ssc-miR-215_R+1
ENSSSCG00000001518	ITPR3	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001526	HMGA1	PC-5p-9551_196
ENSSSCG00000001539	PPARD	PC-5p-9551_196
ENSSSCG00000001554	SRPK1	hsa-miR-149-3p_L+1
ENSSSCG00000001556	MAPK14	mmu-miR-1983_L-2R+1
ENSSSCG00000001556	MAPK14	ssc-miR-339_L-2
ENSSSCG00000001562	KCTD20	ssc-miR-1839-3p_R+2
ENSSSCG00000001562	KCTD20	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001564	NR5A1	ssc-miR-215_R+1
ENSSSCG00000001569	C6orf89	ssc-miR-1839-3p_R+2
ENSSSCG00000001571	MTCH1	ssc-mir-374a-p5
ENSSSCG00000001573	PIM1	hsa-miR-149-3p_L+1
ENSSSCG00000001573	PIM1	ssc-miR-338_R+1
ENSSSCG00000001577	ENSSSCG00000001577	ssc-miR-192
ENSSSCG00000001577	ENSSSCG00000001577	ssc-miR-215_R+1
ENSSSCG00000001577	ENSSSCG00000001577	ssc-miR-339_L-2
ENSSSCG00000001579	ENSSSCG00000001579	hsa-miR-149-3p_L+1
ENSSSCG00000001579	ENSSSCG00000001579	hsa-miR-27a-5p
ENSSSCG00000001596	NR5A1	PC-5p-9551_196
ENSSSCG00000001597	NR5A1	PC-5p-9551_196
ENSSSCG00000001597	NR5A1	hsa-miR-149-3p_L+1

ENSSSCG00000001597	NR5A1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001597	NR5A1	ssc-miR-139-3p
ENSSSCG00000001600	ENSSSCG00000001600	hsa-miR-200c-3p
ENSSSCG00000001600	ENSSSCG00000001600	ssc-miR-139-3p
ENSSSCG00000001600	ENSSSCG00000001600	ssc-miR-339_L-2
ENSSSCG00000024348	NR5A1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000024348	NR5A1	ssc-miR-338_R+1
ENSSSCG00000001611	NR5A1	hsa-miR-200c-3p
ENSSSCG00000001611	NR5A1	hsa-miR-27a-5p
ENSSSCG00000001611	NR5A1	mmu-miR-1983_L-2R+1
ENSSSCG00000001611	NR5A1	ssc-miR-139-3p
ENSSSCG00000001611	NR5A1	ssc-miR-339_L-2
ENSSSCG00000001611	NR5A1	ssc-mir-374a-p5
ENSSSCG00000001613	TREML1	ssc-mir-374a-p5
ENSSSCG00000001616	TREML-2	PC-5p-9551_196
ENSSSCG00000001615	ENSSSCG00000001615	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001617	TREM1	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001619	FOXP4	hsa-miR-149-3p_L+1
ENSSSCG00000001619	FOXP4	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001620	MDFI	hsa-miR-149-3p_L+1
ENSSSCG00000001620	MDFI	ssc-miR-339_L-2
ENSSSCG00000001621	TFEB	hsa-miR-149-3p_L+1
ENSSSCG00000001624	ENSSSCG00000001624	ssc-miR-139-3p
ENSSSCG00000001639	NR5A1	hsa-miR-200c-3p
ENSSSCG00000001639	NR5A1	ssc-miR-1839-3p_R+2
ENSSSCG00000001639	NR5A1	ssc-miR-192
ENSSSCG00000001639	NR5A1	ssc-miR-215_R+1
ENSSSCG00000001639	NR5A1	ssc-miR-339_L-2
ENSSSCG00000001646	GLTSCR1L	hsa-miR-27a-5p
ENSSSCG00000001646	GLTSCR1L	ssc-miR-192
ENSSSCG00000001646	GLTSCR1L	ssc-miR-215_R+1
ENSSSCG00000001654	PPP2R5D	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001655	MEA1	hsa-miR-149-3p_L+1
ENSSSCG00000001656	RRP36	ssc-miR-1839-3p_R+2
ENSSSCG00000001656	RRP36	ssc-mir-374a-p5
ENSSSCG00000001657	CUL7	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001660	PTK7	hsa-miR-149-3p_L+1
ENSSSCG00000001661	SRF	PC-5p-9551_196
ENSSSCG00000001661	SRF	hsa-miR-149-3p_L+1
ENSSSCG00000001661	SRF	hsa-miR-200c-3p
ENSSSCG00000026568	DNPH1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001667	ZNF318	ssc-miR-1839-3p_R+2
ENSSSCG00000001667	ZNF318	ssc-miR-190b
ENSSSCG00000001667	ZNF318	ssc-miR-192

ENSSSCG00000001667	ZNF318	ssc-miR-215_R+1
ENSSSCG000000026568	DNPH1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001683	POLH	hsa-miR-200c-3p
ENSSSCG00000001683	POLH	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001683	POLH	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001683	POLH	ssc-miR-338_R+1
ENSSSCG00000001686	NR5A1	hsa-miR-149-3p_L+1
ENSSSCG00000001686	NR5A1	ssc-miR-339_L-2
ENSSSCG00000001688	NR5A1	hsa-miR-141-3p_R+1
ENSSSCG00000001688	NR5A1	hsa-miR-149-3p_L+1
ENSSSCG00000001688	NR5A1	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001701	HSP90AB1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001702	SLC35B2	hsa-miR-149-3p_L+1
ENSSSCG00000001702	SLC35B2	hsa-miR-200c-3p
ENSSSCG00000001703	NFKBIE	PC-5p-9551_196
ENSSSCG00000001703	NFKBIE	ssc-miR-338_R+1
ENSSSCG00000001703	NFKBIE	ssc-miR-339_L-2
ENSSSCG00000001706	AARS2	PC-5p-9551_196
ENSSSCG00000001706	AARS2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001708	CDC5L	ssc-miR-338_R+1
ENSSSCG00000001711	ENSSSCG00000001711	PC-5p-9551_196
ENSSSCG00000001711	ENSSSCG00000001711	hsa-miR-141-3p_R+1
ENSSSCG00000001715	ENPP5	PC-5p-9551_196
ENSSSCG00000001715	ENPP5	hsa-miR-141-3p_R+1
ENSSSCG00000001715	ENPP5	ssc-miR-1839-3p_R+2
ENSSSCG00000001718	ENSSSCG00000001718	ssc-miR-339_L-2
ENSSSCG00000001725	ADGRF5	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001731	CENPQ	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001731	CENPQ	ssc-miR-190b
ENSSSCG00000001731	CENPQ	ssc-miR-338_R+1
ENSSSCG00000001732	ENSSSCG00000001732	PC-5p-11132_163
ENSSSCG00000001732	ENSSSCG00000001732	ssc-mir-374a-p5
ENSSSCG00000001743	DEFB110	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001752	CHRNA3	PC-5p-11132_163
ENSSSCG00000001752	CHRNA3	PC-5p-9551_196
ENSSSCG00000001752	CHRNA3	hsa-miR-149-3p_L+1
ENSSSCG00000001752	CHRNA3	hsa-miR-200c-3p
ENSSSCG00000001752	CHRNA3	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001759	DNAJA4	hsa-miR-141-3p_R+1
ENSSSCG00000001759	DNAJA4	hsa-miR-149-3p_L+1
ENSSSCG00000001759	DNAJA4	ssc-mir-374a-p5
ENSSSCG00000001760	ACSBG1	PC-5p-9551_196
ENSSSCG00000001760	ACSBG1	hsa-miR-141-3p_R+1
ENSSSCG00000001760	ACSBG1	mmu-miR-1983_L-2R+1

ENSSSCG00000001760	ACSBG1	ssc-miR-192
ENSSSCG00000001760	ACSBG1	ssc-miR-215_R+1
ENSSSCG00000001761	IDH3A	PC-5p-11132_163
ENSSSCG00000001761	IDH3A	hsa-miR-149-3p_L+1
ENSSSCG00000001761	IDH3A	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001762	CIB2	PC-5p-9551_196
ENSSSCG00000001771	RASGRF1	hsa-miR-149-3p_L+1
ENSSSCG00000001771	RASGRF1	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001779	ZFAND6	hsa-miR-200c-3p
ENSSSCG00000001779	ZFAND6	hsa-miR-26a-1-3p
ENSSSCG00000001780	FAH	hsa-miR-200c-3p
ENSSSCG00000001788	NR5A1	PC-5p-9551_196
ENSSSCG00000001792	NR5A1	PC-5p-11132_163
ENSSSCG00000001792	NR5A1	PC-5p-9551_196
ENSSSCG00000001805	WHAMM	ssc-miR-338_R+1
ENSSSCG00000001814	ENSSSCG00000001814	hsa-miR-200c-3p
ENSSSCG00000001819	MAN2A2	PC-5p-9551_196
ENSSSCG00000001819	MAN2A2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001819	MAN2A2	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001819	MAN2A2	mmu-miR-1983_L-2R+1
ENSSSCG00000001819	MAN2A2	ssc-miR-1839-3p_R+2
ENSSSCG00000001820	HDHC3	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001821	UNC45A	PC-5p-9551_196
ENSSSCG00000001821	UNC45A	ssc-miR-339_L-2
ENSSSCG00000001824	ZXDC	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001834	MFGE8	PC-5p-9551_196
ENSSSCG00000001836	RLBP1	hsa-miR-149-3p_L+1
ENSSSCG00000001849	ANPEP	hsa-miR-149-3p_L+1
ENSSSCG00000001849	ANPEP	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000001852	IDH2	hsa-miR-149-3p_L+1
ENSSSCG00000001859	GDPGP1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001859	GDPGP1	ssc-miR-1839-3p_R+2
ENSSSCG00000001863	ENSSSCG00000001863	PC-5p-9551_196
ENSSSCG00000001863	ENSSSCG00000001863	hsa-miR-149-3p_L+1
ENSSSCG00000001866	RCN2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001866	RCN2	ssc-mir-374a-p5
ENSSSCG00000001868	TSPAN3	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001871	ENSSSCG00000001871	hsa-miR-141-3p_R+1
ENSSSCG00000001871	ENSSSCG00000001871	hsa-miR-27a-5p
ENSSSCG00000001876	IMP3	ssc-miR-339_L-2
ENSSSCG00000001877	SNUPN	hsa-miR-141-3p_R+1
ENSSSCG00000001877	SNUPN	ssc-miR-338_R+1
ENSSSCG00000001877	SNUPN	ssc-miR-339_L-2
ENSSSCG00000001878	PTPN9	PC-5p-9551_196

ENSSSCG00000001878	PTPN9	hsa-miR-149-3p_L+1
ENSSSCG00000001878	PTPN9	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001882	NEIL1	hsa-miR-27a-5p
ENSSSCG00000001885	C15orf39	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001887	SCAMP5	PC-5p-9551_196
ENSSSCG00000001887	SCAMP5	mmu-miR-1983_L-2R+1
ENSSSCG00000001887	SCAMP5	ssc-miR-338_R+1
ENSSSCG00000001892	SCAMP2	ssc-miR-1839-3p_R+2
ENSSSCG00000001895	CPLX3	PC-5p-11132_163
ENSSSCG00000001895	CPLX3	hsa-miR-149-3p_L+1
ENSSSCG00000001898	ULK3	hsa-miR-149-3p_L+1
ENSSSCG00000001901	CYP1A2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001903	EDC3	PC-5p-9551_196
ENSSSCG00000001903	EDC3	hsa-miR-4508_L+2R-1
ENSSSCG00000001903	EDC3	ssc-miR-338_R+1
ENSSSCG00000001904	CLK3	ssc-miR-139-3p
ENSSSCG00000001906	CYP1A1	hsa-miR-4508_L+2R-1
ENSSSCG00000001906	CYP1A1	ssc-miR-339_L-2
ENSSSCG00000001909	ENSSSCG00000001909	PC-5p-9551_196
ENSSSCG00000001909	ENSSSCG00000001909	hsa-miR-149-3p_L+1
ENSSSCG00000001910	ISLR	PC-5p-11132_163
ENSSSCG00000001910	ISLR	mmu-miR-1983_L-2R+1
ENSSSCG00000001910	ISLR	ssc-miR-339_L-2
ENSSSCG00000001917	ENSSSCG00000001917	ssc-miR-338_R+1
ENSSSCG00000001918	NPTN	hsa-miR-141-3p_R+1
ENSSSCG00000001918	NPTN	ssc-miR-338_R+1
ENSSSCG00000001918	NPTN	ssc-miR-339_L-2
ENSSSCG00000001921	ENSSSCG00000001921	PC-5p-9551_196
ENSSSCG00000001921	ENSSSCG00000001921	hsa-miR-141-3p_R+1
ENSSSCG00000001921	ENSSSCG00000001921	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001921	ENSSSCG00000001921	hsa-miR-26a-1-3p
ENSSSCG00000001921	ENSSSCG00000001921	ssc-miR-339_L-2
ENSSSCG00000001924	BBS4	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001927	HEXA	hsa-miR-149-3p_L+1
ENSSSCG00000001930	PKM	PC-5p-9551_196
ENSSSCG00000001930	PKM	hsa-miR-149-3p_L+1
ENSSSCG00000001931	ENSSSCG00000001931	mmu-miR-1983_L-2R+1
ENSSSCG00000001931	ENSSSCG00000001931	mmu-miR-1983_L-2R+1
ENSSSCG00000001934	SEC23A	PC-5p-11132_163
ENSSSCG00000001934	SEC23A	hsa-miR-200c-3p
ENSSSCG00000001934	SEC23A	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000001934	SEC23A	ssc-mir-374a-p5
ENSSSCG00000001940	FOXA1	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001940	FOXA1	ssc-miR-338_R+1

ENSSSCG00000001942	SLC25A21	PC-5p-9551_196
ENSSSCG00000001942	SLC25A21	hsa-miR-27a-5p
ENSSSCG00000001942	SLC25A21	ssc-miR-1839-3p_R+2
ENSSSCG00000001942	SLC25A21	ssc-miR-192
ENSSSCG00000001942	SLC25A21	ssc-miR-215_R+1
ENSSSCG00000001942	SLC25A21	ssc-miR-338_R+1
ENSSSCG00000001942	SLC25A21	ssc-miR-339_L-2
ENSSSCG00000001942	SLC25A21	ssc-mir-374a-p5
ENSSSCG00000001943	PAX9	ssc-miR-192
ENSSSCG00000001943	PAX9	ssc-miR-215_R+1
ENSSSCG00000001943	PAX9	ssc-miR-339_L-2
ENSSSCG00000001945	NKX2-1	ssc-miR-339_L-2
ENSSSCG00000001946	MBIP	hsa-miR-200c-3p
ENSSSCG00000001947	BRMS1L	hsa-miR-141-3p_R+1
ENSSSCG00000001947	BRMS1L	ssc-mir-374a-p5
ENSSSCG00000001959	CFL2	hsa-miR-141-3p_R+1
ENSSSCG00000001959	CFL2	hsa-miR-149-3p_L+1
ENSSSCG00000001959	CFL2	hsa-miR-200c-3p
ENSSSCG00000001959	CFL2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001959	CFL2	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001960	EAPP	hsa-miR-141-3p_R+1
ENSSSCG00000001963	EGLN3	PC-5p-9551_196
ENSSSCG00000001963	EGLN3	ssc-mir-374a-p5
ENSSSCG00000001970	HEATR5A	hsa-miR-200c-3p
ENSSSCG00000001970	HEATR5A	hsa-miR-26a-1-3p
ENSSSCG00000001974	G2E3	hsa-miR-200c-3p
ENSSSCG00000001974	G2E3	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000001984	KHNYN	ssc-miR-339_L-2
ENSSSCG00000001985	CBLN3	PC-5p-9551_196
ENSSSCG00000001985	CBLN3	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001985	CBLN3	ssc-miR-139-3p
ENSSSCG00000001989	CIDEB	PC-5p-11132_163
ENSSSCG00000001989	CIDEB	hsa-miR-222-5p_L+2R-1
ENSSSCG00000001990	NOP9	hsa-miR-141-3p_R+1
ENSSSCG00000001990	NOP9	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002001	REC8	ssc-miR-139-3p
ENSSSCG00000002005	EMC9	hsa-miR-4508_L+2R-1
ENSSSCG00000002008	DCAF11	PC-5p-9551_196
ENSSSCG00000002008	DCAF11	hsa-miR-149-3p_L+1
ENSSSCG00000002008	DCAF11	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002008	DCAF11	hsa-miR-26a-1-3p
ENSSSCG00000002008	DCAF11	ssc-miR-1839-3p_R+2
ENSSSCG00000002014	JPH4	hsa-miR-149-3p_L+1
ENSSSCG00000002016	THTPA	hsa-miR-149-3p_L+1

ENSSSCG00000002025	SLC22A17	hsa-miR-149-3p_L+1
ENSSSCG00000002026	EFS	hsa-miR-149-3p_L+1
ENSSSCG00000002029	MYH7	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002039	NR5A1	hsa-miR-141-3p_R+1
ENSSSCG00000002039	NR5A1	hsa-miR-149-3p_L+1
ENSSSCG00000002040	NR5A1	PC-5p-9551_196
ENSSSCG00000002041	NR5A1	hsa-miR-27a-5p
ENSSSCG00000002041	NR5A1	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002041	NR5A1	mmu-miR-1983_L-2R+1
ENSSSCG00000002041	NR5A1	ssc-miR-338_R+1
ENSSSCG00000002041	NR5A1	ssc-miR-339_L-2
ENSSSCG00000002041	NR5A1	ssc-mir-374a-p5
ENSSSCG00000002050	DAD1	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002051	ABHD4	hsa-miR-26a-1-3p
ENSSSCG00000002051	ABHD4	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002051	ABHD4	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000002051	ABHD4	ssc-miR-338_R+1
ENSSSCG00000002081	ENSSSCG00000002081	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002081	ENSSSCG00000002081	ssc-miR-338_R+1
ENSSSCG00000002131	ENSSSCG00000002131	ssc-miR-338_R+1
ENSSSCG00000002136	TMEM55B	PC-5p-9551_196
ENSSSCG00000002136	TMEM55B	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000002136	TMEM55B	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002142	ENSSSCG00000002142	ssc-miR-338_R+1
ENSSSCG00000002145	TTC5	hsa-miR-141-3p_R+1
ENSSSCG00000002145	TTC5	sha-mir-24-1-p3_1ss2GC
ENSSSCG00000002252	ARRDC4	PC-5p-11132_163
ENSSSCG00000002252	ARRDC4	hsa-miR-200c-3p
ENSSSCG00000002259	ENSSSCG00000002259	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002262	SV2B	hsa-miR-149-3p_L+1
ENSSSCG00000002262	SV2B	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002262	SV2B	ssc-miR-338_R+1
ENSSSCG00000002265	FAM174B	PC-5p-9551_196
ENSSSCG00000002265	FAM174B	hsa-miR-149-3p_L+1
ENSSSCG00000002265	FAM174B	ssc-miR-139-3p
ENSSSCG00000002265	FAM174B	ssc-miR-338_R+1
ENSSSCG00000002267	RGMA	PC-5p-11132_163
ENSSSCG00000002277	SPTB	PC-5p-9551_196
ENSSSCG00000002277	SPTB	hsa-miR-149-3p_L+1
ENSSSCG00000002279	GPX2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002283	FUT8	PC-5p-11132_163
ENSSSCG00000002285	GPHN	hsa-miR-141-3p_R+1
ENSSSCG00000002285	GPHN	ssc-miR-190b
ENSSSCG00000002288	ATP6V1D	PC-5p-9551_196

ENSSSCG00000002288	ATP6V1D	hsa-miR-141-3p_R+1
ENSSSCG00000002288	ATP6V1D	hsa-miR-27a-5p
ENSSSCG00000002288	ATP6V1D	ssc-miR-190b
ENSSSCG00000002288	ATP6V1D	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002290	PLEK2	hsa-miR-149-3p_L+1
ENSSSCG00000002290	PLEK2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002290	PLEK2	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002290	PLEK2	ssc-miR-215_R+1
ENSSSCG00000002290	PLEK2	ssc-miR-338_R+1
ENSSSCG00000002290	PLEK2	ssc-miR-339_L-2
ENSSSCG00000002292	PLEKHH1	PC-5p-11132_163
ENSSSCG00000002292	PLEKHH1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002292	PLEKHH1	ssc-miR-192
ENSSSCG00000002292	PLEKHH1	ssc-miR-215_R+1
ENSSSCG00000002292	PLEKHH1	ssc-miR-338_R+1
ENSSSCG00000002296	RDH11	hsa-miR-200c-3p
ENSSSCG00000002296	RDH11	hsa-miR-27a-5p
ENSSSCG00000002297	RDH12	hsa-miR-141-3p_R+1
ENSSSCG00000002297	RDH12	hsa-miR-26a-1-3p
ENSSSCG00000002297	RDH12	hsa-miR-27a-5p
ENSSSCG00000002297	RDH12	ssc-miR-1839-3p_R+2
ENSSSCG00000002298	ZFYVE26	PC-5p-11132_163
ENSSSCG00000002298	ZFYVE26	ssc-miR-139-3p
ENSSSCG00000002298	ZFYVE26	ssc-miR-192
ENSSSCG00000002298	ZFYVE26	ssc-miR-215_R+1
ENSSSCG00000002298	ZFYVE26	ssc-miR-339_L-2
ENSSSCG00000002305	EXD2	hsa-miR-149-3p_L+1
ENSSSCG00000002306	GALNT16	hsa-miR-149-3p_L+1
ENSSSCG00000002306	GALNT16	hsa-miR-27a-5p
ENSSSCG00000002306	GALNT16	ssc-miR-339_L-2
ENSSSCG00000002309	PLEKHD1	ssc-miR-339_L-2
ENSSSCG00000002311	SUSD6	PC-5p-9551_196
ENSSSCG00000002311	SUSD6	hsa-miR-149-3p_L+1
ENSSSCG00000002311	SUSD6	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002311	SUSD6	hsa-miR-4508_L+2R-1
ENSSSCG00000002311	SUSD6	ssc-miR-339_L-2
ENSSSCG00000002316	COX16	ssc-mir-374a-p5
ENSSSCG00000002330	PCNX1	hsa-miR-200c-3p
ENSSSCG00000002332	SIPA1L1	PC-5p-9551_196
ENSSSCG00000002332	SIPA1L1	hsa-miR-149-3p_L+1
ENSSSCG00000002340	PSEN1	mmu-miR-1983_L-2R+1
ENSSSCG00000002345	ENSSSCG00000002345	hsa-miR-149-3p_L+1
ENSSSCG00000002345	ENSSSCG00000002345	hsa-miR-27a-5p
ENSSSCG00000002345	ENSSSCG00000002345	ssc-miR-190b

ENSSSCG00000002345	ENSSSCG00000002345	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002348	ENSSSCG00000002348	hsa-miR-149-3p_L+1
ENSSSCG00000002349	ACOT4	ssc-miR-190b
ENSSSCG00000002352	ZNF410	PC-5p-9551_196
ENSSSCG00000002352	ZNF410	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002352	ZNF410	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002352	ZNF410	ssc-miR-338_R+1
ENSSSCG00000002352	ZNF410	ssc-mir-374a-p5
ENSSSCG00000002353	FAM161B	hsa-miR-141-3p_R+1
ENSSSCG00000002353	FAM161B	hsa-miR-149-3p_L+1
ENSSSCG00000002354	COQ6	ssc-miR-1839-3p_R+2
ENSSSCG00000002354	COQ6	ssc-miR-338_R+1
ENSSSCG00000002370	AREL1	hsa-miR-149-3p_L+1
ENSSSCG00000002370	AREL1	mmu-miR-1983_L-2R+1
ENSSSCG00000002370	AREL1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000002370	AREL1	ssc-miR-338_R+1
ENSSSCG00000002370	AREL1	ssc-miR-339_L-2
ENSSSCG00000002374	DLST	PC-5p-9551_196
ENSSSCG00000002375	RPS6KL1	hsa-miR-149-3p_L+1
ENSSSCG00000002379	ACYP1	hsa-miR-200c-3p
ENSSSCG00000002381	NEK9	hsa-miR-149-3p_L+1
ENSSSCG00000002381	NEK9	ssc-miR-139-3p
ENSSSCG00000002383	FOS	ssc-miR-338_R+1
ENSSSCG00000002385	TGFB3	mmu-miR-1983_L-2R+1
ENSSSCG00000002389	VASH1	PC-5p-9551_196
ENSSSCG00000002389	VASH1	hsa-miR-149-3p_L+1
ENSSSCG00000002396	GSTZ1	mmu-miR-1983_L-2R+1
ENSSSCG00000002403	VIPAS39	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002404	SPTLC2	PC-5p-9551_196
ENSSSCG00000002404	SPTLC2	hsa-miR-26a-1-3p
ENSSSCG00000002404	SPTLC2	hsa-miR-27a-5p
ENSSSCG00000002411	GTF2A1	hsa-miR-26a-1-3p
ENSSSCG00000002427	EML5	hsa-miR-141-3p_R+1
ENSSSCG00000002427	EML5	hsa-miR-27a-5p
ENSSSCG00000002431	ENSSSCG00000002431	hsa-miR-26a-1-3p
ENSSSCG00000002436	ENSSSCG00000002436	ssc-miR-139-3p
ENSSSCG00000002436	ENSSSCG00000002436	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002441	PPP4R3A	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002444	FBLN5	PC-5p-9551_196
ENSSSCG00000002446	ENSSSCG00000002446	hsa-miR-149-3p_L+1
ENSSSCG00000002446	ENSSSCG00000002446	hsa-miR-27a-5p
ENSSSCG00000002448	ENSSSCG00000002448	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002448	ENSSSCG00000002448	ssc-mir-374a-p5
ENSSSCG00000002451	ENSSSCG00000002451	hsa-miR-222-5p_L+2R-1

ENSSSCG00000002451	ENSSSCG00000002451	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000002452	ENSSSCG00000002452	PC-5p-9551_196
ENSSSCG00000002452	ENSSSCG00000002452	ssc-miR-139-3p
ENSSSCG00000002452	ENSSSCG00000002452	ssc-miR-192
ENSSSCG00000002452	ENSSSCG00000002452	ssc-miR-215_R+1
ENSSSCG00000002455	GOLGA5	ssc-miR-338_R+1
ENSSSCG00000002457	ITPK1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000002457	ITPK1	ssc-miR-139-3p
ENSSSCG00000002460	ENSSSCG00000002460	hsa-miR-141-3p_R+1
ENSSSCG00000002460	ENSSSCG00000002460	mmu-miR-1983_L-2R+1
ENSSSCG00000002460	ENSSSCG00000002460	ssc-miR-339_L-2
ENSSSCG00000002461	BTBD7	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002461	BTBD7	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002461	BTBD7	ssc-mir-374a-p5
ENSSSCG00000002469	OTUB2	hsa-miR-149-3p_L+1
ENSSSCG00000002470	ENSSSCG00000002470	hsa-miR-141-3p_R+1
ENSSSCG00000002474	PPP4R4	hsa-miR-141-3p_R+1
ENSSSCG00000002474	PPP4R4	ssc-mir-374a-p5
ENSSSCG00000002475	SERPINA6	ssc-mir-374a-p5
ENSSSCG00000002476	SERPINA1	hsa-miR-149-3p_L+1
ENSSSCG00000002481	SERPINA5	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002494	CLMN	ssc-miR-139-3p
ENSSSCG00000002494	CLMN	ssc-miR-1839-3p_R+2
ENSSSCG00000002496	GLRX5	PC-5p-9551_196
ENSSSCG00000002496	GLRX5	ssc-miR-1839-3p_R+2
ENSSSCG00000002497	TCL1B	mmu-miR-1983_L-2R+1
ENSSSCG00000002497	TCL1B	ssc-miR-338_R+1
ENSSSCG00000002509	CCNK	PC-5p-9551_196
ENSSSCG00000002509	CCNK	hsa-miR-149-3p_L+1
ENSSSCG00000002509	CCNK	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002509	CCNK	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002520	SLC25A29	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000002523	CDC42BPB	hsa-miR-4508_L+2R-1
ENSSSCG00000002525	TRAF3	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002533	ENSSSCG00000002533	mmu-miR-1983_L-2R+1
ENSSSCG00000002544	PPP1R13B	PC-5p-9551_196
ENSSSCG00000002544	PPP1R13B	hsa-miR-27a-5p
ENSSSCG00000002544	PPP1R13B	hsa-miR-4508_L+2R-1
ENSSSCG00000002544	PPP1R13B	ssc-miR-139-3p
ENSSSCG00000002550	C14orf2	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002554	PLD4	PC-5p-9551_196
ENSSSCG00000002628	ICK	ssc-miR-339_L-2
ENSSSCG00000002633	NR5A1	hsa-miR-149-3p_L+1
ENSSSCG00000002637	NR5A1	PC-5p-9551_196

ENSSSCG00000002648	CBFA2T3	ssc-miR-339_L-2
ENSSSCG00000002655	MAP1LC3B	PC-5p-11132_163
ENSSSCG00000002655	MAP1LC3B	mmu-miR-1983_L-2R+1
ENSSSCG00000002655	MAP1LC3B	ssc-miR-192
ENSSSCG00000002655	MAP1LC3B	ssc-miR-215_R+1
ENSSSCG00000002655	MAP1LC3B	ssc-miR-339_L-2
ENSSSCG00000002667	ZDHHC7	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002667	ZDHHC7	mmu-miR-1983_L-2R+1
ENSSSCG00000002671	ATP2C2	hsa-miR-149-3p_L+1
ENSSSCG00000002681	HSDL1	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002681	HSDL1	ssc-miR-339_L-2
ENSSSCG00000002682	MBTPS1	PC-5p-9551_196
ENSSSCG00000002684	ENSSSCG00000002684	hsa-miR-200c-3p
ENSSSCG00000002690	GAN	PC-5p-11132_163
ENSSSCG00000002690	GAN	hsa-miR-141-3p_R+1
ENSSSCG00000002690	GAN	hsa-miR-200c-3p
ENSSSCG00000002690	GAN	ssc-miR-190b
ENSSSCG00000002696	VAT1L	hsa-miR-149-3p_L+1
ENSSSCG00000002696	VAT1L	hsa-miR-200c-3p
ENSSSCG00000002696	VAT1L	hsa-miR-26a-1-3p
ENSSSCG00000002697	ENSSSCG00000002697	hsa-miR-141-3p_R+1
ENSSSCG00000002706	ADAT1	ssc-miR-338_R+1
ENSSSCG00000002706	ADAT1	ssc-mir-374a-p5
ENSSSCG00000002707	GABARAPL2	PC-5p-9551_196
ENSSSCG00000002707	GABARAPL2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002708	NR5A1	hsa-miR-149-3p_L+1
ENSSSCG00000002708	NR5A1	ssc-miR-192
ENSSSCG00000002708	NR5A1	ssc-miR-215_R+1
ENSSSCG00000002712	NR5A1	mmu-miR-1983_L-2R+1
ENSSSCG00000002714	ENSSSCG00000002714	ssc-miR-339_L-2
ENSSSCG00000002715	RFWD3	mmu-miR-1983_L-2R+1
ENSSSCG00000002715	RFWD3	ssc-miR-338_R+1
ENSSSCG00000002718	FA2H	hsa-miR-149-3p_L+1
ENSSSCG00000002721	ENSSSCG00000002721	hsa-miR-149-3p_L+1
ENSSSCG00000002721	ENSSSCG00000002721	ssc-miR-139-3p
ENSSSCG00000002721	ENSSSCG00000002721	ssc-miR-339_L-2
ENSSSCG00000002725	ENSSSCG00000002725	hsa-miR-141-3p_R+1
ENSSSCG00000002734	MARVELD3	hsa-miR-141-3p_R+1
ENSSSCG00000002734	MARVELD3	hsa-miR-149-3p_L+1
ENSSSCG00000002734	MARVELD3	ssc-miR-339_L-2
ENSSSCG00000002736	TAT	hsa-miR-27a-5p
ENSSSCG00000002740	AP1G1	hsa-miR-27a-5p
ENSSSCG00000002743	ENSSSCG00000002743	hsa-miR-149-3p_L+1
ENSSSCG00000002754	NQO1	hsa-miR-149-3p_L+1

ENSSSCG00000002754	NQO1	hsa-miR-200c-3p
ENSSSCG00000002760	NIP7	hsa-miR-149-3p_L+1
ENSSSCG00000002760	NIP7	hsa-miR-26a-1-3p
ENSSSCG00000002760	NIP7	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002762	TERF2	mmu-miR-1983_L-2R+1
ENSSSCG00000002768	CENPT	mmu-miR-1983_L-2R+1
ENSSSCG00000002776	ATP6V0D1	hsa-miR-149-3p_L+1
ENSSSCG00000002776	ATP6V0D1	mmu-miR-1983_L-2R+1
ENSSSCG00000002780	TPPP3	hsa-miR-4508_L+2R-1
ENSSSCG00000002795	NR5A1	hsa-miR-27a-5p
ENSSSCG00000002795	NR5A1	ssc-miR-192
ENSSSCG00000002795	NR5A1	ssc-miR-215_R+1
ENSSSCG00000002797	ENSSSCG00000002797	hsa-miR-200c-3p
ENSSSCG00000002799	CNOT1	hsa-miR-26a-1-3p
ENSSSCG00000002799	CNOT1	mmu-miR-1983_L-2R+1
ENSSSCG00000002799	CNOT1	ssc-miR-339_L-2
ENSSSCG00000002800	ENSSSCG00000002800	PC-5p-9551_196
ENSSSCG00000002800	ENSSSCG00000002800	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002802	GIN53	PC-5p-11132_163
ENSSSCG00000002802	GIN53	PC-5p-9551_196
ENSSSCG00000002802	GIN53	ssc-miR-139-3p
ENSSSCG00000002802	GIN53	ssc-miR-338_R+1
ENSSSCG00000002804	CSNK2A2	PC-5p-9551_196
ENSSSCG00000002804	CSNK2A2	hsa-miR-149-3p_L+1
ENSSSCG00000002804	CSNK2A2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002805	CFAP20	hsa-miR-26a-1-3p
ENSSSCG00000002805	CFAP20	ssc-miR-338_R+1
ENSSSCG00000002806	MMP15	hsa-miR-149-3p_L+1
ENSSSCG00000002806	MMP15	ssc-miR-139-3p
ENSSSCG00000002813	KATNB1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002814	ADGRG3	mmu-miR-1983_L-2R+1
ENSSSCG00000002818	PLLP	hsa-miR-149-3p_L+1
ENSSSCG00000002818	PLLP	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002819	ARL2BP	ssc-miR-139-3p
ENSSSCG00000002820	RSPRY1	hsa-miR-200c-3p
ENSSSCG00000002820	RSPRY1	mmu-miR-1983_L-2R+1
ENSSSCG00000002820	RSPRY1	ssc-miR-339_L-2
ENSSSCG00000002821	CCL22	hsa-miR-149-3p_L+1
ENSSSCG00000002821	CCL22	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002821	CCL22	ssc-mir-374a-p5
ENSSSCG00000002822	ENSSSCG00000002822	PC-5p-9551_196
ENSSSCG00000002822	ENSSSCG00000002822	hsa-miR-200c-3p
ENSSSCG00000002822	ENSSSCG00000002822	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002822	ENSSSCG00000002822	ssc-miR-338_R+1

ENSSSCG00000002829	MMP2	hsa-miR-149-3p_L+1
ENSSSCG00000002830	IRX6	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002830	IRX6	hsa-miR-27a-5p
ENSSSCG00000002841	N4BP1	PC-5p-11132_163
ENSSSCG00000002841	N4BP1	hsa-miR-149-3p_L+1
ENSSSCG00000002841	N4BP1	ssc-miR-338_R+1
ENSSSCG00000002844	PHKB	hsa-miR-141-3p_R+1
ENSSSCG00000002844	PHKB	ssc-miR-338_R+1
ENSSSCG00000002846	DNAJA2	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002854	POP4	PC-5p-11132_163
ENSSSCG00000002854	POP4	ssc-miR-1839-3p_R+2
ENSSSCG00000002854	POP4	ssc-mir-374a-p5
ENSSSCG00000002859	ANKRD27	hsa-miR-149-3p_L+1
ENSSSCG00000002859	ANKRD27	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002860	PDCD5	ssc-miR-339_L-2
ENSSSCG00000002861	ENSSSCG00000002861	PC-5p-9551_196
ENSSSCG00000002861	ENSSSCG00000002861	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002863	LRP3	PC-5p-9551_196
ENSSSCG00000002863	LRP3	hsa-miR-4508_L+2R-1
ENSSSCG00000002864	SLC7A10	hsa-miR-4508_L+2R-1
ENSSSCG00000002872	KIAA0355	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002872	KIAA0355	hsa-miR-26a-1-3p
ENSSSCG00000002872	KIAA0355	ssc-miR-190b
ENSSSCG00000002872	KIAA0355	ssc-miR-338_R+1
ENSSSCG00000002879	GRAMD1A	PC-5p-9551_196
ENSSSCG00000002879	GRAMD1A	hsa-miR-149-3p_L+1
ENSSSCG00000002880	ZNF792	PC-5p-9551_196
ENSSSCG00000002880	ZNF792	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002880	ZNF792	ssc-miR-338_R+1
ENSSSCG00000002885	USF2	hsa-miR-27a-5p
ENSSSCG00000002885	USF2	ssc-miR-339_L-2
ENSSSCG00000002893	ENSSSCG00000002893	PC-5p-9551_196
ENSSSCG00000002893	ENSSSCG00000002893	hsa-miR-4508_L+2R-1
ENSSSCG00000002893	ENSSSCG00000002893	ssc-miR-338_R+1
ENSSSCG00000002895	KMT2B	hsa-miR-4508_L+2R-1
ENSSSCG00000002898	ENSSSCG00000002898	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000002904	HAUS5	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002904	HAUS5	ssc-miR-339_L-2
ENSSSCG00000002905	RBM42	hsa-miR-222-5p_L+2R-1
ENSSSCG00000002917	NFKBID	mmu-miR-1983_L-2R+1
ENSSSCG00000002921	CLIP3	PC-5p-9551_196
ENSSSCG00000002921	CLIP3	hsa-miR-26a-1-3p
ENSSSCG00000002921	CLIP3	ssc-miR-139-3p
ENSSSCG00000002921	CLIP3	ssc-miR-339_L-2

ENSSSCG00000002932	ZNF567	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000002950	ENSSSCG00000002950	hsa-miR-149-3p_L+1
ENSSSCG00000002952	YIF1B	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000002999	C19orf54	ssc-miR-339_L-2
ENSSSCG00000003000	ITPKC	PC-5p-9551_196
ENSSSCG00000003000	ITPKC	hsa-miR-222-5p_L+2R-1
ENSSSCG00000003000	ITPKC	ssc-miR-339_L-2
ENSSSCG00000003006	CYP2B6	hsa-miR-149-3p_L+1
ENSSSCG00000003006	CYP2B6	hsa-miR-4508_L+2R-1
ENSSSCG00000003006	CYP2B6	mmu-miR-1983_L-2R+1
ENSSSCG00000003006	CYP2B6	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000003006	CYP2B6	ssc-miR-139-3p
ENSSSCG00000003006	CYP2B6	ssc-miR-339_L-2
ENSSSCG00000003007	ENSSSCG00000003007	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000003015	ENSSSCG00000003015	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000003015	ENSSSCG00000003015	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000003017	TGFB1	hsa-miR-222-5p_L+2R-1
ENSSSCG00000003021	MEGF8	PC-5p-9551_196
ENSSSCG00000003042	ENSSSCG00000003042	ssc-miR-1839-3p_R+2
ENSSSCG00000003046	RABAC1	PC-5p-9551_196
ENSSSCG00000003046	RABAC1	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000003054	ZNF575	mmu-miR-1983_L-2R+1
ENSSSCG00000003061	CADM4	PC-5p-9551_196
ENSSSCG00000003062	LYPD3	PC-5p-9551_196
ENSSSCG00000003062	LYPD3	ssc-miR-339_L-2
ENSSSCG00000003063	PHLDB3	hsa-miR-149-3p_L+1
ENSSSCG00000003091	IRF2BP1	hsa-miR-149-3p_L+1
ENSSSCG00000003093	SYMPK	hsa-miR-149-3p_L+1
ENSSSCG00000003106	AP2S1	hsa-miR-149-3p_L+1
ENSSSCG00000003107	ARHGAP35	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000003110	ENSSSCG00000003110	ssc-miR-338_R+1
ENSSSCG00000003114	DHX34	PC-5p-9551_196
ENSSSCG00000003119	ZNF541	ssc-miR-192
ENSSSCG00000003119	ZNF541	ssc-miR-215_R+1
ENSSSCG00000003119	ZNF541	ssc-miR-192
ENSSSCG00000003119	ZNF541	ssc-miR-215_R+1
ENSSSCG00000003120	NAPA	hsa-miR-149-3p_L+1
ENSSSCG00000003120	NAPA	hsa-miR-27a-5p
ENSSSCG00000003121	KPTN	hsa-miR-4508_L+2R-1
ENSSSCG00000003134	GRWD1	PC-5p-9551_196
ENSSSCG00000003134	GRWD1	hsa-miR-149-3p_L+1
ENSSSCG00000003135	KCNJ14	PC-5p-9551_196
ENSSSCG00000003135	KCNJ14	ssc-miR-338_R+1
ENSSSCG00000003136	ENSSSCG00000003136	hsa-miR-149-3p_L+1

ENSSSCG00000003139	BCAT2	PC-5p-9551_196
ENSSSCG00000003139	BCAT2	hsa-miR-4508_L+2R-1
ENSSSCG00000003139	BCAT2	mmu-miR-1983_L-2R+1
ENSSSCG00000003139	BCAT2	ssc-miR-1839-3p_R+2
ENSSSCG00000003141	FUT1	PC-5p-9551_196
ENSSSCG00000003141	FUT1	hsa-miR-27a-5p
ENSSSCG00000003141	FUT1	ssc-miR-338_R+1
ENSSSCG00000003143	MAMSTR	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000003147	ENSSSCG00000003147	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000023153	ENSSSCG00000023153	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000003148	ENSSSCG00000003148	PC-5p-9551_196
ENSSSCG00000003148	ENSSSCG00000003148	hsa-miR-149-3p_L+1
ENSSSCG00000003150	NUCB1	hsa-miR-149-3p_L+1
ENSSSCG00000003154	GYS1	PC-5p-9551_196
ENSSSCG00000003154	GYS1	hsa-miR-149-3p_L+1
ENSSSCG00000003154	GYS1	hsa-miR-27a-5p
ENSSSCG00000003154	GYS1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000003157	LIN7B	hsa-miR-200c-3p
ENSSSCG00000003161	PRRG2	hsa-miR-222-5p_L+2R-1
ENSSSCG00000003170	NR5A1	PC-5p-9551_196
ENSSSCG00000003177	BCL2L12	PC-5p-11132_163
ENSSSCG00000003177	BCL2L12	PC-5p-9551_196
ENSSSCG00000003182	SCAF1	ssc-miR-139-3p
ENSSSCG00000003183	RRAS	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000003187	FCGRT	hsa-miR-149-3p_L+1
ENSSSCG00000003187	FCGRT	hsa-miR-149-3p_L+1
ENSSSCG00000003187	FCGRT	hsa-miR-149-3p_L+1
ENSSSCG00000003194	NR5A1	ssc-miR-192
ENSSSCG00000003194	NR5A1	ssc-miR-215_R+1
ENSSSCG00000003199	AP2A1	PC-5p-9551_196
ENSSSCG00000003199	AP2A1	hsa-miR-149-3p_L+1
ENSSSCG00000003201	ATF5	hsa-miR-141-3p_R+1
ENSSSCG00000003201	ATF5	hsa-miR-149-3p_L+1
ENSSSCG00000003204	VRK3	PC-5p-9551_196
ENSSSCG00000003204	VRK3	hsa-miR-149-3p_L+1
ENSSSCG00000003204	VRK3	ssc-miR-338_R+1
ENSSSCG00000003211	NR1H2	ssc-miR-192
ENSSSCG00000003211	NR1H2	ssc-miR-215_R+1
ENSSSCG00000003212	NAPSA	hsa-miR-4508_L+2R-1
ENSSSCG00000003214	KCNC3	hsa-miR-149-3p_L+1
ENSSSCG00000003215	SHANK1	hsa-miR-149-3p_L+1
ENSSSCG00000003215	SHANK1	ssc-miR-139-3p
ENSSSCG00000003215	SHANK1	hsa-miR-149-3p_L+1
ENSSSCG00000003215	SHANK1	ssc-miR-139-3p

ENSSSCG00000003222	SYT3	hsa-mir-1973-p5_1ss5CT
ENSSSCG00000003231	NKG7	hsa-miR-149-3p_L+1
ENSSSCG00000003235	CTU1	hsa-miR-27a-5p
ENSSSCG00000003248	ENSSSCG00000003248	ssc-miR-194b-5p_1ss10GA
ENSSSCG00000003253	ENSSSCG00000003253	hsa-miR-141-3p_R+1
ENSSSCG00000003253	ENSSSCG00000003253	hsa-miR-149-3p_L+1
ENSSSCG00000003253	ENSSSCG00000003253	hsa-miR-27a-5p
ENSSSCG00000003253	ENSSSCG00000003253	ssc-miR-338_R+1
ENSSSCG00000003257	CACNG6	PC-5p-9551_196
ENSSSCG00000003264	CNOT3	PC-5p-9551_196
ENSSSCG00000003268	TSEN34	hsa-miR-149-3p_L+1
ENSSSCG00000003276	GP6	ssc-miR-339_L-2
ENSSSCG00000003278	ENSSSCG00000003278	hsa-miR-222-5p_L+2R-1
ENSSSCG00000027895	NR5A1	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000003284	NR5A1	sha-mir-24-1-p3_1ss2GC
ENSSSCG00000003284	NR5A1	ssc-miR-190b
ENSSSCG00000022675	ENSSSCG00000022675	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000003288	HSPBP1	ssc-miR-339_L-2
ENSSSCG00000003322	ZNF582	hsa-miR-222-5p_L+2R-1
ENSSSCG00000003322	ZNF582	ssc-mir-374a-p5
ENSSSCG00000003329	ACAP3	PC-5p-9551_196
ENSSSCG00000003331	TNFRSF4	mmu-miR-2137_L-2R-1_1ss16AG
ENSSSCG00000003339	INTS11	PC-5p-9551_196
ENSSSCG00000003344	VWA1	hsa-miR-4508_L+2R-1
ENSSSCG00000003344	VWA1	ssc-miR-139-3p
ENSSSCG00000003344	VWA1	ssc-miR-339_L-2
ENSSSCG00000003360	WRAP73	hsa-miR-141-3p_R+1
ENSSSCG00000003360	WRAP73	ssc-miR-192
ENSSSCG00000003360	WRAP73	ssc-miR-215_R+1
ENSSSCG00000003361	ENSSSCG00000003361	ssc-miR-339_L-2
ENSSSCG00000003363	C1orf174	mmu-miR-1983_L-2R+1
ENSSSCG00000003369	ICMT	PC-5p-11132_163
ENSSSCG00000003369	ICMT	PC-5p-9551_196
ENSSSCG00000003369	ICMT	sha-mir-24-1-p3_1ss2GC
ENSSSCG00000003369	ICMT	ssc-miR-190b
ENSSSCG00000029135	NR5A1	hsa-miR-27a-5p
ENSSSCG00000003377	NR5A1	hsa-miR-141-3p_R+1

Supplementary Table S3. Predicted target genes of differentially expressed miRNAs in 300µM H2O2 treated porcine GCs

Gene ID	Symbol	miRNA ID

How the deposited data were processed for this re-analysis (not part of the article)

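Small RNA was measured in PGCs cultured for 12 h without H2O2 (CON), with 100 μM H2O2 (LOS) or with 300 μM H2O2 (MOS), in 3 libraries per group. The authors built the libraries with a TruSeq small-RNA kit, sequenced them, removed junk reads and other RNA families with ACGT101-miR, and matched sequences of 18 to 26 nt to miRBase. The deposited values are a signal, the normalized counts the authors made, for 1345 entries after 1 blank line was dropped, and every per-sample column was used. The formula of the normalization and the genome build were not given in the sources used here. The design allowed for raw counts, but the table held normalized values, so the branch for normalized values was used and the count models planned for raw counts were not run. Raw reads were not used here.

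Depth was estimated per library as the normalized total over the step of which values under 400 are whole multiples within 0.01, which covered 98.3 to 99.9% of those values. Medians of the normalized totals were 5871357 in CON, 6075305 in LOS and 5049951 in MOS. Entries sharing a sequence with another numbered 123, of which 87 were tested. The first 2 principal components of the log2 values held 70.2 and 8.58% of the variance. Simulated data had 757 entries, 200 of them changed. The fit recovered 68.3% of changes of 1 log2 unit in LOS and 60.6% in MOS. For changes of 2 log2 units it recovered 87.9 and 86.1%, and 4.29 and 5.16% of the calls were false. The simulation gave every group the same spread and drew entries independently, as the fit assumes. Real MOS libraries correlated less with one another (0.957 to 0.965) than CON libraries (0.984 to 0.990), and 137 entries shared all 9 values. The simulated rates therefore need not hold for the MOS calls.

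Entries with a value of at least 10 in at least 3 of the 9 libraries were tested, 757 in all. The fit was limma 3.58.1 in R 4.3.3 with trend, on log2 of the value plus 1, over all 9 libraries, with group as the only term and Benjamini-Hochberg adjustment per comparison, for LOS against CON, MOS against CON and MOS against LOS. A call is an adjusted p under 0.05, and 2-fold means at least 1 log2 unit. Libraries of single miRNAs were also compared with an exact permutation test over the 10 splits of 3 against 3, whose smallest p is 0.1. Summaries and figures used Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

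Named entries were chosen by a rule fixed before the data were examined. It takes each miRNA named in the results, Figure 2C, the discussion or Table S1, the 10 largest changes per comparison among calls whose groups do not overlap, the 5 entries with the highest means, and up to 4 members per list, calls first and then by mean. The 19 lists were p53-responsive, oxidative stress and hypoxia, epithelial, liver and gut, granulosa and follicle, red blood cell, leukocyte, endothelial, stroma and theca, muscle, neuronal, miR-17-92 and paralogs, let-7, miR-23-27-24, the miR-424/503 cluster with its neighbors, DLK1-DIO3 cluster, entries overlapping other RNA classes, the panel of Figure 2C and the 13 network miRNAs. The lists were written from general knowledge with the paper and Table S1 at hand. Entries were assigned to them by miRNA name, and overlap with other RNA classes was not tested. Set tests on the 18 lists with at least 3 tested members used camera with a preset correlation of 0.01, and again with an estimated correlation, adjusted over the lists of a comparison. Lists share members, the liver and gut list with the p53-responsive list and the epithelial list with the oxidative stress and hypoxia list.

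The alternatives set in advance were limma without trend, equal library totals, pseudocounts of 0.5 and 10, no low-value filter, a value of at least 50 in 3 libraries, the 6 libraries of a comparison alone, a replicate block, each library left out in turn, variants of a name summed, predicted candidates left out, and an equal-variance model per miRNA with unadjusted p. Others were added once the data were seen: median-of-ratios factors, entries of 18 to 20 nt left out, 1 entry per sequence, 1 entry per set of 9 shared values, entries overlapping other RNA classes left out, and a model with a separate variance per group. The correlation and covariance of fold changes between doses were compared with 100 simulated data sets that share CON. Target prediction, Tables S2 to S5, the networks and the knockdown experiments were not analysed here. Neighboring miRNA genes were read from the Sscrofa11.1 annotation.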

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

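The items below are calls outside Table S1 or outside the paper's text, picked by a fixed rule, and the tests of length and of other RNA classes among them were chosen only after the result was seen. Past an adjusted p of 0.05 and 2-fold, 6 entries in LOS and 113 in MOS are not in the matching part of Table S1, and 135 passed between MOS and LOS, a comparison that Table S1 does not make. In LOS, ssc-miR-96-5p had a log2 fold change of 1.29 and kept its call whichever library was left out. ssc-miR-4332_L-1_1ss20CA, from the hairpin of a network miRNA, had 1.30 in LOS (adjusted p = 0.0444), lost without CON1, CON2, CON3, LOS1, LOS2 or MOS2 (adjusted p 0.0794 to 0.206) and with 6 other alternatives that adjust (0.0525 to 0.110). mmu-mir-6240-p5_1ss1TG, listed at 0 in CON, had 11.4 ± 5.75 normalized counts in LOS and 274 ± 157 in MOS (log2 fold change 3.49 in LOS), and lost the LOS call without LOS1 (adjusted p = 0.0621), with pseudocount 10 (1.06, adjusted p = 0.465) and with variants of the name summed (0.34, adjusted p = 0.926).

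In MOS, ssc-miR-146a-5p (1.34) and ssc-miR-222 (1.10) rose, and ssc-miR-145-3p, a smooth muscle and p53-processed miRNA, fell (-1.06). ssc-miR-222 went from 8500 ± 1532 normalized counts in CON to 18292 ± 4140 in MOS, and its partner strand had risen at both doses. ssc-miR-145-5p_R-1 and ssc-miR-34c, on the same p53-responsive list, had -0.79 (adjusted p = 0.0321) and -0.74 (adjusted p = 0.0477) in MOS. With equal library totals, without trend and with the 6 libraries of the comparison alone neither passed (0.0592 to 0.0865 and 0.0766 to 0.124, ranges over the alternatives 0.00349 to 0.113 and 0.000478 to 0.154). Leaving out 1 library also ended the ssc-miR-145-5p_R-1 call for CON1, CON2, CON3, LOS1, MOS1 and MOS2, with 0.113 without MOS2, and the ssc-miR-34c call for every library but MOS3, with 0.154 without MOS2. The 84 short entries that rose in MOS held 53 value profiles and are weighed with the observations.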

How the results depend on the processing

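The settings that left out short entries, used separate variances, rescaled by median-of-ratios or dropped shared sequences or values were tests chosen only after the result was seen. From 22, 222 and 225 calls in LOS, MOS and between doses, the single-library range was 14 (without LOS1) to 39 (without MOS3), 147 (without CON2) to 358 (without MOS3) and 163 (without LOS3) to 341 (without MOS3). All 14 and all 147 were among the main calls, and of the 358 and 341, 214 and 219 were. A value of at least 50 in 3 libraries gave 137 in MOS and 146 between doses, and 21 in LOS and 59 in MOS at the paper's thresholds. Without a low-value filter those thresholds gave 70 and 307, and pseudocount 10 gave 20 in LOS. Leaving out entries of 18 to 20 nt gave 120 in MOS (63 up, 57 down), 131 between doses and 76 in MOS at the paper's thresholds. Unadjusted p gave 98 in LOS with equal variances and 79 with separate variances, which gave 85 in MOS at the paper's thresholds. A single entry per value profile gave 21, 175 and 184. Equal library totals gave 18, 225 and 273, median-of-ratios 221 in MOS and a replicate block 19, 208 and 215, where replicate numbers do not pair (only 2 of 9 same-number pairs correlated above 0.1). The overlap of 19 was 12 without LOS1 and 31 without MOS3. The number of set tests past the adjusted p, 12, was 4 with an estimated correlation, 6 without Table S1 entries and 25 with a rotation test, which asks whether a set changed at all and not whether it changed more than other entries. ssc-miR-339_R-1 and ssc-miR-339_R-2 turned to -0.036 in MOS with variants summed. Of named values past the adjusted p in the main fit, 3713 kept call and direction, 410 were weaker and 2 reversed, and of the others 80 became stronger.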

Differences from the paper's values

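The comparison with a separate variance per group and the reading of Figure 2C on a linear scale were tests chosen only after the result was seen. At the paper's thresholds, an unadjusted p under 0.05 and 2-fold, limma gave 38 entries in LOS where the paper gives 22, and 32 higher where it gives 14, while the 6 lower were near its 8. A count within 1.5 times the paper's is taken here as no difference. The total of 38 came within that of 22 under 4 of the 20 alternatives set in advance, pseudocount 10 (20), a value of at least 50 in 3 libraries (21), without CON1 (33) and the equal-variance model (33), and the 32 higher under pseudocount 10 and a value of at least 50 in 3 libraries (19 and 20), and under none of the others. In MOS limma gave 154 entries where the paper gives 33, 120 higher against 19 and 34 lower against 14. None of those alternatives brought the MOS total (59 to 307) or the number higher (41 to 253) within 1.5 times, and the number lower came within it under equal library totals (19), pseudocount 10 (20) and a value of at least 50 in 3 libraries (18).

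The added model with a separate variance per group gave 85 MOS entries among those tested. The same comparison over all entries gave 35 in LOS and 70 in MOS, beside 5 and 52 entries with a group at 0, and Table S1 holds 22 of the 35 and 33 of the 70. The rule by which Table S1 leaves out the others is not stated in the sources used here.

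In Figure 2C the sequencing bars of miR-192 and miR-339 stand at about 4.6 and about 3.9 (Figure 2C), where the log2 ratios of the means are 2.19 and 1.96 and the plain ratios 4.56 and 3.89, while the bars of the other 6 miRNAs match log2 ratios. The paper states that miR-192 was the most significantly upregulated miRNA after qRT-PCR, and in the sequencing it ranked 6 of 19 by p in LOS and 20 of 153 in MOS. Among the tested rises of the panel its limma adjusted p in MOS was the smallest (3.79e-05, against 0.00751 for ssc-miR-190b and 0.00902 for ssc-miR-339_R-2), while with a separate variance per group its p was the largest (0.0366, against 0.00271 and 0.00194). Table S1 prints 6.38e-2 for PC-5p-6765_300, above its own cut-off, and its limma adjusted p was 6.32e-05.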

Other observations

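Of the tests here, those of depth, of abundance, of one scaling factor, of dose and of shared values among the short entries were chosen only after the result was seen. No entry passed in LOS on the red blood cell (4 tested), leukocyte (9), endothelial (2), stroma and theca (11), muscle (3), neuronal (4), miR-17-92 (27), let-7 (25), miR-424/503 cluster (15) and DLK1-DIO3 (40) lists, apart from 1 neuronal entry when adjusted over its list alone. The LOS set tests of let-7 (lower, adjusted p = 0.0167) and neuronal entries (0.00598) did not pass with an estimated correlation (0.301 and 0.353). In MOS the leukocyte list held 5 rises and 2 falls, 3 falls over the list alone, with the miR-146a forms up and ssc-miR-142-3p down (-1.29, adjusted p = 0.0164, lost without CON2 at 0.0552, without MOS2 at 0.0803 and with the 6 libraries alone at 0.0542). The stroma and theca list held 1 rise and 4 falls, or 2 and 1 with equal library totals, and the muscle list 2 falls, or none with equal totals. Both lists kept these counts of rises and falls with median-of-ratios factors. The DLK1-DIO3 list held 5 rises, 4 over the list alone and 9 with equal totals, among them ssc-miR-127 (0.59, adjusted p = 0.00195), an imprinted miRNA. The miR-17-92 list held 1 rise and 3 falls, or 4 and 1 with equal totals, and let-7 held 3 falls, none over the list alone, or 1 rise with equal totals. With median-of-ratios factors the miR-17-92 list held 1 rise and 5 falls and let-7 3 falls. On the neuronal list 4 entries rose, or 1 with median-of-ratios scaling. The other 3, miR-9-3p entries with the same sequence, lost their calls without CON1, CON2, CON3, LOS1, LOS3, MOS1 or MOS2 (adjusted p 0.0625 to 0.147) and with the 6 libraries of the comparison alone or a replicate block (0.0758 and 0.0783), and ssc-miR-9-2 without CON2 (0.0614). On the red blood cell list ssc-miR-486 rose (0.69, adjusted p = 0.0249, lost without CON2, CON3, MOS1 or MOS2 at 0.0519 to 0.0934 and with the 6 libraries alone at 0.0679), no endothelial entry passed, and 2 of 15 rose on the miR-424/503 list, 1 over the list alone. In MOS no set test of these lists passed (adjusted p 0.126 to 0.738), and the endothelial list had none. Of 14 tested entries that carry a name from the Figure 2C panel, 4 rose and 4 fell in MOS, or 5 and 4 when adjusted over the list alone, and in LOS 1 rose, or 2 over the list alone. That panel was chosen from these libraries and is not independent evidence.

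In LOS the miR-23-27-24 list held 1 rise and 2 falls, 2 and 2 over the list alone, and in MOS 3 and 4, or 3 and 3 with equal library totals (set test adjusted p = 0.126). In MOS ssc-miR-27b-5p_R-1 fell (-1.55, adjusted p = 0.000306) while hsa-miR-27a-5p rose (0.69, adjusted p = 0.00252). These are lesser strands, and the main strand ssc-miR-27b-3p passed in MOS under no alternative that adjusts (adjusted p 0.430 to 0.925). The calls of ssc-miR-27a and ssc-miR-23b_R+1 were lost without LOS1 (0.31, adjusted p = 0.0676, and -0.40, adjusted p = 0.0754) and with other alternatives. hsa-miR-23a-5p, chosen after its values were seen, rose (2.36, adjusted p = 0.0023, unadjusted 0.0576 and 0.117 in the models per miRNA) while hsa-miR-23b-5p fell, and in the Sscrofa11.1 annotation MIR23A and MIR27A are neighbors, as are MIR23B and MIR27B. Between the doses 7 p53-responsive entries were lower in MOS and none higher, or 5 lower and 1 higher with equal totals (8 lower and 1 higher over the list alone, set test adjusted p = 0.00721, estimated correlation 0.4999). Also between the doses, 1 miR-23-27-24 entry was higher and 5 lower (0.0413, estimated correlation 0.493), but 3 and 2 with equal totals, and 0 and 6 with median-of-ratios factors. On the list for other RNA classes 45 entries were higher (8.21e-10, estimated correlation 0.493).

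Short entries of 18 to 20 nt were higher at 300 μM. The rise was mainly in entries low in CON, though it did not shrink steadily with level. Its median was 0.52 over the 120 short entries above 0 in every CON library and 0.20 over the 88 of at least 10 there. It was 0.38 over the 48 of at least 50 and 0.02 over the 25 of at least 100. Lower depth is an unlikely cause, since it would move longer entries of like abundance as much, and short entries lay above longer ones matched on the CON mean by 0.466 (95% of draws 0.357 to 0.641), on the LOS mean by 0.685 and on the overall mean by 0.884. One scaling factor per library would shift short and long entries alike, where the medians differed by 0.898, or 0.755 with each value profile counted once. That gap includes entries at 0 in CON that passed the filter only through treated libraries. Over entries of at least 10 in every CON library the medians were 0.20 for short and -0.05 for longer entries, so the gap does not settle the matter for them. GC-rich longer entries showed 0.0753 of the median change of GC-rich short ones, which counts against GC content as the only cause by the rule set for that test. That ratio was not matched on level and did not leave out entries at 0 in CON, so it does not settle the matter. Medians were higher where GC was at least 60% in both length classes, 2.21 against 0.68 for short and 0.17 against -0.05 for longer entries. Fragments of longer RNAs remain possible, and rising short sequences overlapped one another with shifted starts 1.70 times as often as other short ones (40.5 against 23.8%, Fisher exact p = 0.0287), short of the factor of 2 set for that test. With each value profile counted once the factor was 1.26 (15.4 against 12.2%, Fisher exact p = 0.608), so shared counts may account for most of that overlap. A graded response to dose was not seen but remains open. At 100 μM 56.0% of the rising entries lay above CON, where simulations with no change at that dose gave a mean of 54.2 and a 95th percentile of 60.9. Short entries made up 0.211 to 0.278% of the normalized total in LOS, against 0.243 to 0.340% in CON. Their median log2 fold change in LOS was -0.05, and 0.05 over those that rose in MOS.

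Whether lesser arms of hairpins change more than dominant arms was tested over 143 hairpins, and in LOS the lesser arm changed more in 83 (58.0%). Low abundance may be enough to explain this, since lesser arms changed less than entries of matched mean, by -0.036. Random draws among the 20 entries nearest in mean gave a 1-sided p of 0.968 for a larger change in lesser arms. A smaller change was not tested. Without lesser arms of 20 nt or less the share did not fall, at 59.1% of 137 hairpins, and since the 60% set for excluding short fragments counted as arms was not reached, these were left open. A changed supply of the hairpin was left open, as the arms changed in the same direction in 56.6%. The tests were set for 100 μM, and at 300 μM these shares were 62.8 and 66.4%.

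The libraries of a comparison can be split 3 against 3 in only 10 ways, too few for a share under 0.05. In LOS the real split gave 22 calls and the highest other split 9, in MOS 222 and 0, and between doses 225 and 0. In each case only the real split reached its count. At the paper's thresholds the counts were 38 and 13 in LOS and 154 and 19 in MOS, again reached only by the real split. For set tests the real split was not set apart. In LOS 6 lists passed, with up to 8 in another split, in MOS 3 with up to 6, and between doses 3 with up to 5. Splits at least as large numbered 2, 8 and 9, the real one included. Only 4 of the 12 set tests that passed, on 8 lists, did so with an estimated correlation. Of those 4, 3 are on the network and the liver and gut lists, which draw on Table S1. The preset correlation of 0.01 may be too small for some lists, but these losses do not show it. The epithelial, liver and gut and network lists had lower estimated correlations (-0.024, -0.067 and -0.068), and their set test p in LOS rose all the same.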
